# The transcriptome of rabbit conjunctiva in dry eye disease: Large-scale changes and similarity to the human dry eye

**DOI:** 10.1371/journal.pone.0254036

**Published:** 2021-07-29

**Authors:** Adam Master, Apostolos Kontzias, Liqun Huang, Wei Huang, Anna Tsioulias, Samaneh Zarabi, Michael Wolek, Brian M. Wollocko, Robert Honkanen, Basil Rigas

## Abstract

The pathophysiology of dry eye disease (DED) remains largely unknown, accounting in part for the lack of successful treatments. We explored the pathophysiology of DED using a rabbit model of chronic DED induced with 3 weekly injections of Concanavalin A into the periorbital lacrimal glands. The transcriptome of full-thickness’s conjunctival tissue from rabbits with DED and from normal controls was determined using microarrays and, as needed, confirmatory real-time polymerase chain reactions. Results were subjected to bioinformatic analysis. DED induced large-scale changes in gene transcription involving 5,184 genes (22% of the total). Differentially expressed genes could be segregated into: functional modules and clusters; altered pathways; functionally linked genes; and groups of individual genes of known or suspected pathophysiological relevance to DED. A common feature of these subgroups is the breadth and magnitude of the changes that encompass ocular immunology and essentially all aspects of cell biology. Prominent changes concerned innate and adaptive immune responses; ocular surface inflammation; at least 25 significantly altered signaling pathways; a large number of chemokines; cell cycle; and apoptosis. Comparison of our findings to the limited extant transcriptomic data from DED patients associated with either Sjogren’s syndrome or non-Sjogren’s etiologies revealed a significant correlation between human and rabbit DED transcriptomes. Our data, establishing the large-scale transcriptomic changes of DED and their potential similarity to the human, underscore the enormous complexity of DED; establish a robust animal model of DED; will help expand our understanding of its pathophysiology; and could guide the development of successful therapeutic strategies.

## Introduction

Dry eye disease (DED) is a multifactorial disease characterized by disrupted tear film homeostasis on the ocular surface and accompanied by ocular symptoms triggered by hyperosmolarity, ocular surface inflammation and neurosensory abnormalities [1–3]. DED affects 1 in 6 humans with an estimated prevalence of 15%, and has a staggering impact on the economy [4]. DED is classified into two major groups: aqueous deficient (decreased production of the aqueous component of the tear film; ~20% of DED) and evaporative (increased evaporation of the tear film; ~50% of DED). About 30% of DED patients show evidence of both (mixed DED) [5]. DED symptoms range widely from mild discomfort to the devastating loss of vision or neuropathic ocular pain requiring narcotics for its control [6]. Current therapies of DED, including topically administered pharmacological agents, are considered suboptimal. A thorough understanding of the pathogenesis of DED is deemed crucial if further progress in its treatment is to be made.

Under physiological conditions, a tight regulation maintains the homeostasis of the tear including its optical properties. In DED, perturbation of homeostasis leads to tear film instability and visual disturbances, thus contributing to ocular surface damage [3]. Several etiologies of DED promote an unstable and hyperosmolar tear film leading to inflammation, its core mechanism [7,8]. Remarkably, oxidative stress, the result of environmental factors, acute and chronic diseases and even normal aging contributes to the pathogenesis of DED, and it may prove a crucial early event [9,10]. The pathogenesis of DED has been conceptualized as “the vicious cycle of DED.” Key participants in this vicious cycle are ocular surface desiccation; tear hyperosmolarity; ocular surface inflammation; and barrier disruption by lysis of epithelial tight junctions, accelerating apoptotic cell death. Ample evidence has substantiated this vicious cycle [8]. Stress signaling triggered by desiccation and hyperosmolarity leads to the nonspecific innate immune response, followed by the slower, but more specific adaptive immune response, in which CD4^+^ T cells damage the ocular surface. In particular, such signaling events initiate an acute inflammatory response, which promotes the production of proinflammatory cytokines (IL-1α, IL-1β, IL-6, TNF-α), chemokines (CCL3, CCL4) and the apparently important metalloproteinases (e.g., MMP-9) mediated by MAPK and NF-κB signaling [11]. Activation and recruitment of inflammatory cells to the ocular surface ensues, propagating the production of inflammatory mediators. Ultimately, the expression of mucins is reduced, and ocular surface epithelial cells undergo apoptotic death including loss of goblet cells [12].

During the innate immune response, natural killer cells, dendritic cells, macrophages and CD4^+^ CD8^+^ T cells, when activated, respond readily to stimuli generated by stress signaling in DED [13]. The elements of the vicious cycle are evident here as well. For example, proinflammatory cytokines stimulate the maturation of antigen presenting cells, which in turn facilitate T cell differentiation (memory T cells, T_H_1, T_H_2, T_H_17, T_reg_), which are recruited to the ocular surface. In the absence of appropriate constraints, the immune response is amplified by dysregulated effector T cells that enhance inflammation and damage, followed by more proinflammatory cytokines. Epithelial changes, part of this pathogenetic spiral, further destabilize the tear film, amplify inflammation, and propagate the vicious cycle of DED. Indeed, as aptly stated, to control DED one must “break the cycle” [9].

Animal models of DED have been used extensively to elucidate its pathophysiology and in preclinical drug development [10,11]. The rabbit offers distinct advantages as an animal model of DED. Rabbits can be easily handled, while sharing more common anatomical and biochemical features with humans compared to rodents, including longer life span and larger eye size [11]. We have recently developed and validated two rabbit models of DED suitable for a broad assessment of its pathophysiology and evaluation of therapeutic agents [14–17]. One is based on the induction of dacryoadenitis by injecting the mitogen Concanavalin A (ConA) into the orbital lacrimal glands and the other on complete surgical dacryoadenectomy.

The present study, using the ConA model of chronic DED, interrogated conjunctival gene expression to identify critical pathways of the disease. Our findings demonstrating extensive differential gene expression in DED reveal its great complexity, reflected in changes in multiple signaling pathways. We also show a significant correlation between our results and those from patients with DED, suggesting that this rabbit model is a valid experimental tool for the study of DED pathogenesis and for the preclinical evaluation of candidate therapeutics.

## Materials and methods

### Rabbits

Male Dutch-Belted rabbits, 1.8–2 kg (Covance Research Products, Somerset, NJ) were housed singly under strict temperature (70 ± 5 °F) and humidity (45± 5%) control and acclimated for at least 2 weeks before the induction of DED. They had unlimited access to water and standard rabbit chow without dietary enrichment. The nictitating membranes were removed surgically during the early acclimation period.

All animal studies were approved by the Institutional Review Board of Stony Brook University (ID# 714306) and performed in accordance with the Association for Research in Vision and Ophthalmology Statement for the Use of Animals in Ophthalmic and Vision Research. Rabbits were euthanized with an IV injection via an ear vein of Fatal-Plus (pentobarbital sodium 390 mg/ml) Solution from Vortech Pharmaceuticals, Dearborn, MI, USA.

### Induction of chronic DED

As described in detail elsewhere [11], the periorbital lacrimal glands of rabbits were injected with ConA on days 1, 8 and 14 to induce DED. Tear osmolarity, tear break-up time, tear production and corneal sensitivity were measured at baseline and at the conclusion of the study on day 18 when the animals were euthanized. Tears were collected (at the junction of the palpebral and bulbar conjunctivas along the lower fornix) and tear osmolarity was measured with the same instrument, a TearLab Osmometer (TearLab Corporation, San Diego, CA). *Tear break-up time* (TBUT) was determined after application of a drop of 0.2% fluorescein over the ocular surface. The pre-corneal tear film was observed and the time until the development of black dots, lines or obvious disruption of the fluorescein film was measured up to a maximum of 60 sec. Tear production was determined using the *Schirmer tear test* (STT). The STT was performed in triplicate by inserting the appropriate strips (EagleVision, Denville, NJ) at the midpoint of the lower lid. The average of the length of the moistened strip at 5 min was recorded. *Corneal sensitivity (CS)* was measured with the Cochet-Bonnet aesthesiometer (Luneau, France) [18]. The aesthesiometer contains a thin nylon filament that is applied perpendicularly to the central cornea, initially at its full length of 6 cm. If a positive response (full blink and retraction of the eye into the ocular orbit) is not noted on 3–5 attempts, the filament is incrementally retracted in 5 mm steps until a clear stimulus is evoked. The length of filament simulating a positive response was recorded.

For transcriptome studies, 12 animals were randomly divided into two experimental groups: Naïve and rabbits with ConA-induced DED. Due to the small size of the conjunctival tissues, RNA from 2 animals (4 eyes) was pooled for each microarray (three per group). The sample size was based on our previous extensive experience with this animal model [11].

### RNA isolation

After each rabbit was euthanized, a 4x4 mm sample of full-thickness conjunctiva tissue that included Tenon’s capsule was immediately placed in 1 mL of TRIzol Reagent (ThermoFisher Scientific, CA), frozen in liquid nitrogen and stored at -80 °C until analyzed. Samples were homogenized in TRIzol, mixed with 0.2 mL of chloroform, vortexed 20 s and centrifuged at 12,000 *× g* at 4°C for 10 min. Pre-cleaned RNA, present in the upper aqueous phase, was transferred to a new tube on ice and processed using the RNeasy^®^ Mini column kit (Qiagen, Valencia, CA) with DNase digestion during RNA purification.

### Gene expression microarrays

RNA quality was evaluated with a 2100 Bioanalyzer (Agilent Technologies) that assessed the relative abundance of the 18S and 28S ribosomal bands and the presence of baseline rise. 150 ng of total RNA was labeled for hybridization to Affymetrix GeneChip^™^ Rabbit Gene 1.0 ST Array (ThermoFisher Scientific) containing 496,321 probes to assess 23,364 transcripts, transcript variants and alternative splicing events. Microarray data sets were deposited in NCBI Gene Expression Omnibus (GEO) under the Accession Number GSE171043. The total RNA was labeled using the Affymetrix GeneChip^®^ WT PLUS Kit according to the manufacturer’s protocol. Once the hybridization was completed, the arrays were washed and stained in a GeneChip Fluidics 450 station. These arrays were then scanned in a GeneChip Scanner 3000 G7 controlled by Affymetrix GeneChip Command Console v 4.3.3.1616. Each transcript was measured with a median of 22 probes. Of these 23,364 transcripts, 14,713 (63%) are fully annotated, with known homology to human genes (HomoGene NCBI database) while 8,651 (37%) are partially annotated without clear homology to human genes.

### Reverse transcription and RT-PCR

RNA concentration and purity were assessed using a NanoDrop 2000C Spectrophotometer (ThermoFisher Scientific). For cDNA synthesis and genomic DNA elimination in RNA samples RT2 Profiler PCR Arrays was used (Qiagen, Valencia, CA). Real Time PCR (RT-PCR) was performed with RT2 SYBR Green Fluor qPCR Mastermix (Qiagen, Valencia, CA) used with predesigned array plates on MyiQ^™^ Real-Time PCR Detection System (Bio-Rad). These plates, RT^2^ Profiler^™^ PCR Array Rabbit Innate & Adaptive Immune Responses PANZ-052ZA 96-Well Format (Qiagen, Valencia, CA), detect the expression of 84 tested genes, 5 housekeeping genes and other controls. The PCR protocol consisted of one cycle at 95°C (10 minutes) followed by 40 cycles of 95°C (15 sec) and 60°C (1 min) followed by fluorescence data collection (SYBR Green channel) confirmed then by melting curve analysis. Fold changes in gene expression were determined using the C_*t*_ method with normalization to ACTA2, ACTB, GAPDH, LDHA, LOC100346936 controls. To calculate mRNA levels, we used the comparative C_*t*_ method (^ΔΔ^C_*t*_ method) [19].

### Bioinformatic analyses

Microarray results were analyzed with the Transcriptome Analysis Console (TAC) Software (ThermoFisher Scientific). Real-Time PCR results were analyzed with an excel-based software -RT2 Profiler PCR Array provided by Qiagen with installed PANZ-052ZA PCR Array, Rt^2^ Profiler PCR Array Analysis software, Version 3.5^™^; and QuantStudio^™^ 12 K Flex software (ThermoFisher Scientific, Waltham, MA). The expression of all genes of interest is presented as fold change relative to naive rabbits. Further pathway-focused gene analyses were performed based on the Kyoto Encyclopedia of Genes and Genomes (Kegg) Pathway online database [20] and the “Enrichr” gene enrichment analysis online tool [21] and Reactome online database [22].

Clustering analysis of the microarray results was performed with String software (https://string-db.org, organism: Oryctolagus cuniculus, gene network clustered to MCL inflation parameter: 1.9).

The human microarray data of conjunctival epithelium of patients with severe DED, deposited as GSE28941 DataSets [23] in NCBI’s Gene Expression Omnibus (GEO), were analyzed with GEO2R software provided by NCBI GEO and correlated with our rabbit microarray data.

Human gene expression data obtained with NanoString^®^ nCounter technology by Liang *et al* [24] were correlated with our rabbit microarray data.

### Statistical analyses

For statistical analysis of microarray data, we used statistical protocol included in Transcriptome Analysis Console (TAC) Software, which used the Robust Multi-chip Analysis (RMA) algorithm as multi-chip analysis approach. Fold change analysis was used to compare the mean expression levels of various transcripts in the normal conjunctival tissue compared to the con-A treated conjunctival tissues. The genes showing a 1.5-fold change (increase or decrease) relative to normal conjunctival tissue were identified and tabulated, with their corresponding p values.

Differences among groups were analyzed by one-way ANOVA [23] with Newman-Keuls post-tests, while correlations were established according to the Pearson’s product moment correlation coefficient [25].

PCR-array results are presented as *Mean ± SD* and analyzed by Student’s t-test using the 12 K Flex QuantStudio^™^ software (ThermoFisher Scientific, Waltham, MA). Differences among groups and correlations among different parameters were considered statistically significant when p < 0.05.

## Results

### The induction of DED in rabbits

As expected [11], the three weekly injections of ConA, established chronic DED in the rabbits. Compared to baseline, on day 18 the naive group showed limited, statistically not significant changes in all four parameters of DED that we evaluated (Table 1). In contrast, rabbit injected with ConA developed full-blown DED evidenced by marked and significant changes in these parameters, all in the direction of DED. Specifically, tear osmolality increased, while TBUT, STT and corneal sensitivity, all decreased. by 73.5% 38%; all changes were statistically significant (p = 3.76e 07 to 0.002) Control rabbits showed no such changes.

**Table 1:** ConA-induced dry eye disease in rabbits.

	Baseline	Day 18	% change; P value
	*Mean ± SEM*		
**Osmolality**, *mOsm/kgH*_*2*_*O*			
naive	286.8±3.8	281.7±2.3	-1.8%; NS
DED	283.1±.3.4	306.4±4.9	+8.2%; P<0.001
**TBUT**, *sec*			
naive	36.7±9.3	40.5±4.0	+10.3%; NS
DED	35.1±6.5	9.3±1.4	-73.5%; P<0.0005
**STT**, *mm (at 5 min)*			
naive	14.5±1.1	14.0±1.6	-3.4%; NS
DED	16.9±2.0	2.4±0.9	-85.8%; P<0.03
**CST**, *filament length*, *cm*			
naive	5.1±0.4	5.3±0.2	+3.9%; NS
DED	5.5±0.0	3.4±0.2	-35.8%; P<0.0001

NS, not statistically significant. *n* = 6–8 eyes/group.

Evaluation of these DED parameters using principal component analysis (PCA) [15] confirmed the induction of DED in the ConA-treated rabbits (mean PCA score = -0.72; p = 6.08x10^-10^; mean PCA score at baseline = 1.86).

Histopathological evaluation of the conjunctiva of NZW rabbits with and without DED harvested on day 18 was performed. As expected, normal rabbits showed normal architecture with stratified nonkeratinized squamous epithelium with numerous goblet cells covering a vascular lamina propria. In contrast, ConA-treated animals with DED showed disrupted architecture, characterized by increased epithelial stratification, loss of goblet cells and higher density of inflammatory cells in the substantia propria (Fig 1) [14].

**Fig 1:**
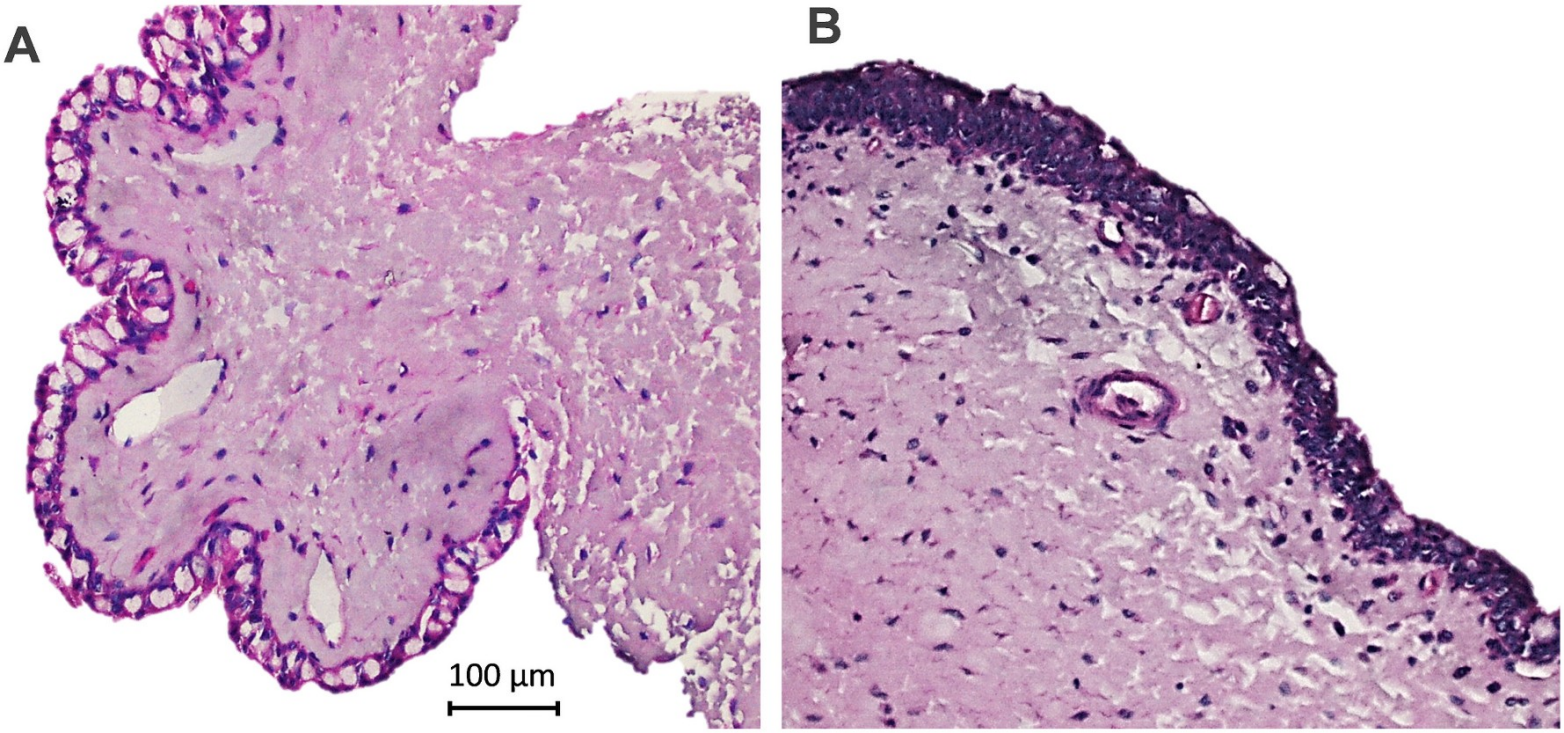
DED histopathology of the rabbit. Cross tissue sections of superior bulbar conjunctiva on day 18 from NZW rabbits (H&E stain). Representative images from naïve (A) and rabbis with DED (B), with the latter showing disrupted architecture (increased stratification, goblet cell loss, and chronic inflammatory infiltrate) not present in the normal tissue. Scale bar = 100 μm.

### Extensive differential gene expression in the conjunctiva of rabbits with DED

Transcript analysis of impression cytology samples from DED patients using high-throughput methods such as PCR, qPCR, RNA-Seq or microarrays has been reported [23,26,27]. Although informative, these studies are limited by analyzing a narrow segment of the transcriptome and by partial sampling of the conjunctiva. Impression cytology samples the uppermost cells of the ocular surface, whereas DED involves its entire thickness. Thus, it is likely that studies of impression cytology samples may overlook pathways critical to DED. Consequently, we studied the entire transcriptome of the conjunctiva and used RNA extracted from full-thickness samples of normal and DED rabbits. 

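Conjunctiva was taken on day 18 from naive rabbits and from rabbits with DED, in which concanavalin A, a plant lectin that activates T cells, had been injected on days 1, 8 and 14. Full-thickness tissue holds epithelium with goblet cells, the substantia propria with its vessels and resident immune cells, and Tenon's capsule, so RNA of all of these enters each value. The data comprise 3 arrays of naive and 3 arrays of DED conjunctiva, each hybridized with pooled RNA. The paper states 2 animals (4 eyes) per pool and 150 ng of labelled RNA, whereas the deposited sample records give 3 animals (6 eyes) and 6 µg. The authors summarised the probes of each transcript to log2 values by the Robust Multi-chip Analysis algorithm in the Transcriptome Analysis Console, and the deposited table of 23364 probe sets holds these values to 2 decimals. From there, DED was compared with naive by limma with Benjamini-Hochberg adjustment over all probe sets. A gene symbol was listed for 16192 probe sets, of which 15795 had 1 symbol, and only these are named. With 3 arrays in each group the number of arrays limits the precision, and an exact permutation test of a single gene cannot go below p = 0.1.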

As shown in Fig 2, we analyzed 23,364 transcripts [27,28] anf those, 5,184 were differentially expressed between the two groups, representing slightly over 22% of the total. 

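HRH4, a histamine receptor, and ACOD1, which makes itaconate in macrophages, were higher in DED, with log2 fold changes of 1.76 (adjusted p = 9.03e-04) and 1.66 (adjusted p = 6.48e-04) from limma. ELAPOR1 and COCH, an extracellular matrix protein, were lower, at -1.70 (adjusted p = 2.84e-04) and -1.51 (adjusted p = 0.00496). Over all probe sets, 5122 (21.9%) had an unadjusted p under 0.05, 2564 of them higher and 2558 lower in DED, and 3612 carried 1 gene symbol. After adjustment for the number of probe sets, 1659 (7.1%) passed an adjusted p under 0.05, with 1030 higher and 629 lower, and 1170 of these carried 1 symbol. In 6506 probe sets (27.8%) the values of the groups did not overlap, where chance gives 10%. The adjusted count was 822 to 1028 when any 1 of the 6 arrays was left out. It was 3029 with an intensity trend in eBayes and 689 with the replicate number as a block.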

Most of the differentially expressed genes were fully annotated, while less than a third are partially annotated or lack human homology. 

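KRT5, a keratin of basal epithelial cells, rose more than 1.5-fold in DED, with a log2 fold change of 0.59 (standard error 0.07, adjusted p = 0.00496) from limma. ALDH2, a mitochondrial aldehyde dehydrogenase, fell more than 1.5-fold, with a log2 fold change of -0.78 (standard error 0.07, adjusted p = 0.00163). At an unadjusted p under 0.05 and a fold change over 1.5, 506 probe sets were higher in DED and 223 were lower, so that 69.4% of the 729 were higher. Without a threshold on the fold change, 50.1% of the probe sets with p under 0.05 were higher.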

Using the fold change (FC) value of >1.5, nearly half of the differentially expressed genes were upregulated in DED and the other half (FC <-1.5) were downregulated. With FC ≥2, only 100 fully annotated genes (2.7% of the total) and 67 of the partially annotated genes (1.3%) showed such (marked) change in their expression.

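SAA3, an acute phase serum amyloid, was 3.17-fold higher in DED, at 12.82 ± 0.01 against 11.15 ± 0.04 in naive conjunctiva (log2, mean ± SD, n = 3 arrays; limma, adjusted p = 3.54e-05). DCT, an enzyme of melanin synthesis, was 3.1-fold lower, at 4.69 ± 0.06 against 6.33 ± 0.24 (SD, n = 3; adjusted p = 9.65e-04 from limma). At p under 0.05 and a fold change of at least 2, 165 probe sets differed, 121 of them higher and 44 lower in DED.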

**Fig 2:**
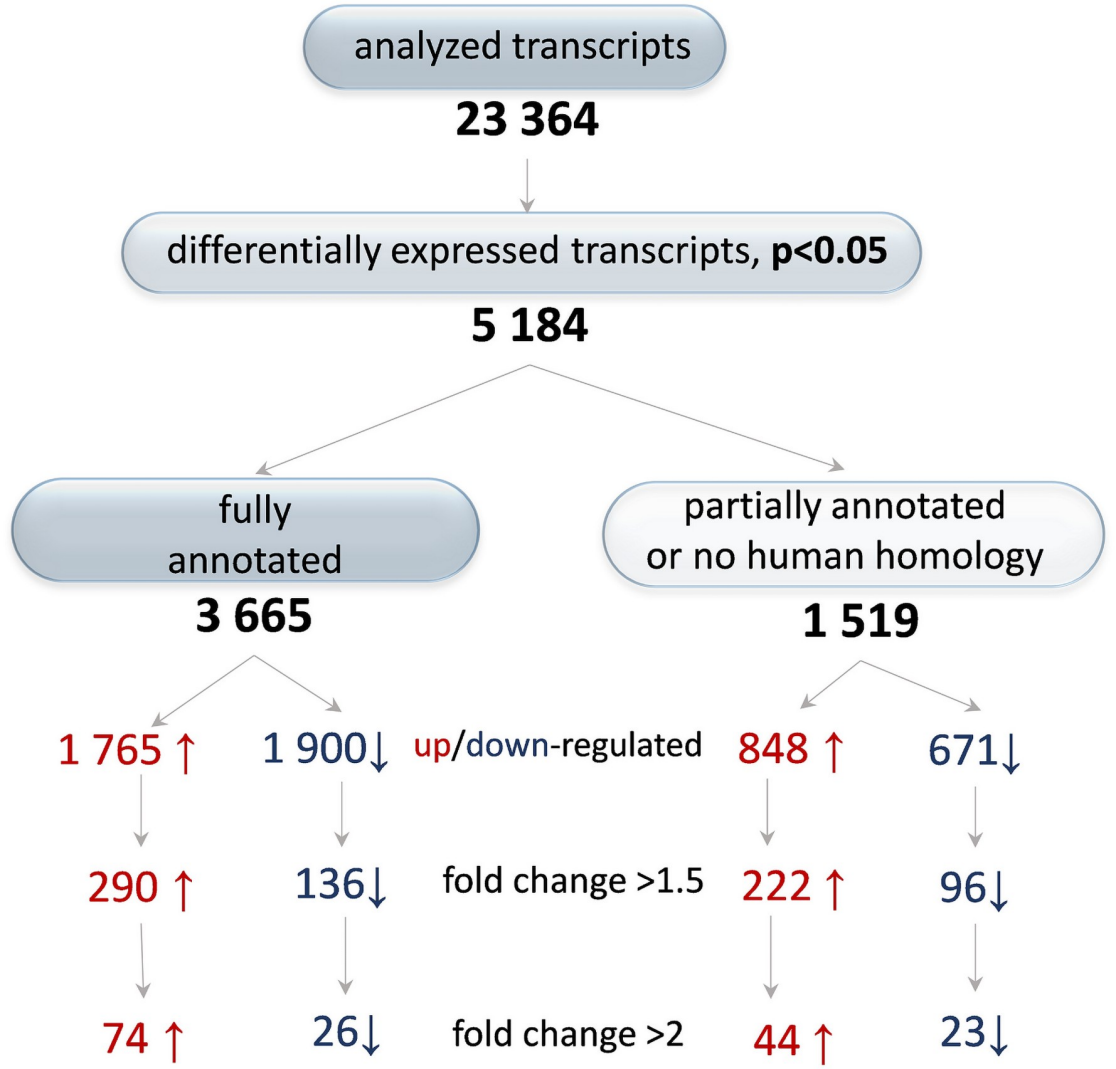
Differential gene expression in the conjunctiva of rabbits with DED. Transcriptome profiling of conjunctival tissue from rabbits with DED and normal controls was determined using microarrays as in Methods. The numbers of upregulated (red arrows) and downregulated (blue arrows) genes are shown; they are based on their annotation or human homology.

#### Cluster analysis

The clustering of gene expression data is a very useful approach to identify the natural structure inherent in gene expression data, and to understand gene functions, cellular processes, and subtypes of cells, and, importantly, gene regulation [29]. Thus, we applied cluster analysis to the initial evaluation of our results.

We evaluated the level of expression of genes in normal and DED rabbits (three samples from each). 

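Over all probe sets, arrays of the same group correlated with one another at r = 0.9938 to 0.9947 and arrays of different groups at r = 0.9883 to 0.9902. These correlations are across probe sets, which are not independent replicates. The first principal component held 47.6% of the variance and separated the 3 naive from the 3 DED arrays, and the second held 14.7%. The median log2 value of each array lay between 6.18 and 6.2.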

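CXCL6 (LOC100008716), a chemokine that attracts neutrophils, rose in DED, with a log2 fold change of 1.80 (standard error 0.06, adjusted p = 4.99e-05) from limma. HTR1B, a serotonin receptor, fell, with a log2 fold change of -1.26 (standard error 0.08, adjusted p = 4.96e-04). At p under 0.001 and fold change over 1.25, 1031 probe sets differed, 690 higher and 341 lower in DED. Under the methods' one-way analysis of variance the number was 627, and with any 1 array left out it was 632 to 713.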

Hierarchical clustering based on FC>1.25 identified 831 gene transcripts that were differentially expressed between DED and normal rabbits (p<0.001). Significant differences between normal and DED animals are evident in the cluster heat map of Fig 3. 

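Among probe sets with 1 listed symbol, the genes that rose most in DED were HBB2, a beta-globin chain, S100A12 (LOC100008703), a calcium-binding protein of neutrophils, and ORM1, the acute phase protein orosomucoid. HBB2 was 8.44-fold higher (log2 11.60 ± 0.02 in DED and 8.53 ± 0.10 in naive, SD, n = 3; limma, adjusted p = 1.20e-05). S100A12 was 8.42-fold and ORM1 6.68-fold higher (adjusted p = 1.79e-04 and 2.92e-05). PIP, the prolactin-inducible protein secreted by lacrimal and other exocrine glands, fell most among these, 24.8-fold, from 11.09 ± 0.02 to 6.46 ± 0.17 (SD, n = 3; adjusted p = 1.20e-05). Lipophilin CP (LOC100008796) was 7.26-fold and LYPD1, a membrane protein of the Ly6 family, 3.58-fold lower (adjusted p = 2.57e-05 and 3.51e-04). CHI3L1, a chitinase-like glycoprotein, had a log2 fold change of 1.97 (standard error 0.11, adjusted p = 3.44e-04). The groups did not overlap in any of these genes, and an exact permutation test of each has p = 0.1, the smallest that 3 against 3 arrays allow.

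**Figure D1:**
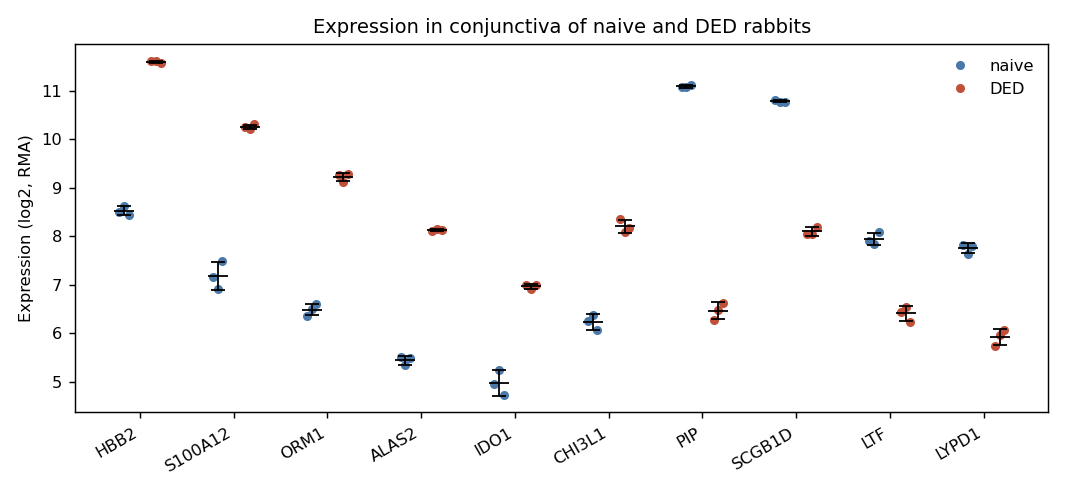
Expression of 10 genes as log2 values in each array (points), with the mean (dash) and SD (bar) of the 3 naive and 3 DED arrays. The points of the groups do not overlap in any of the genes, and PIP falls from 11.09 to 6.46.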

Among the clusters with the statistically strongest significant differences are the orosomucoid 1 (ORM1) and the prolactin-inducible protein (PIP) clusters. There are 29 upregulated genes in the ORM1 cluster and 16 downregulated genes in the PIP cluster. Interestingly, proteomic analyses of tear fluid identified ORM1 and PIP as biomarkers of DED in humans [30,31]. The statistical significance (p value) versus magnitude of change (fold change) in these results is visualized in the two scatter plots of Fig 3 (the latter being a volcano plot).

**Fig 3:**
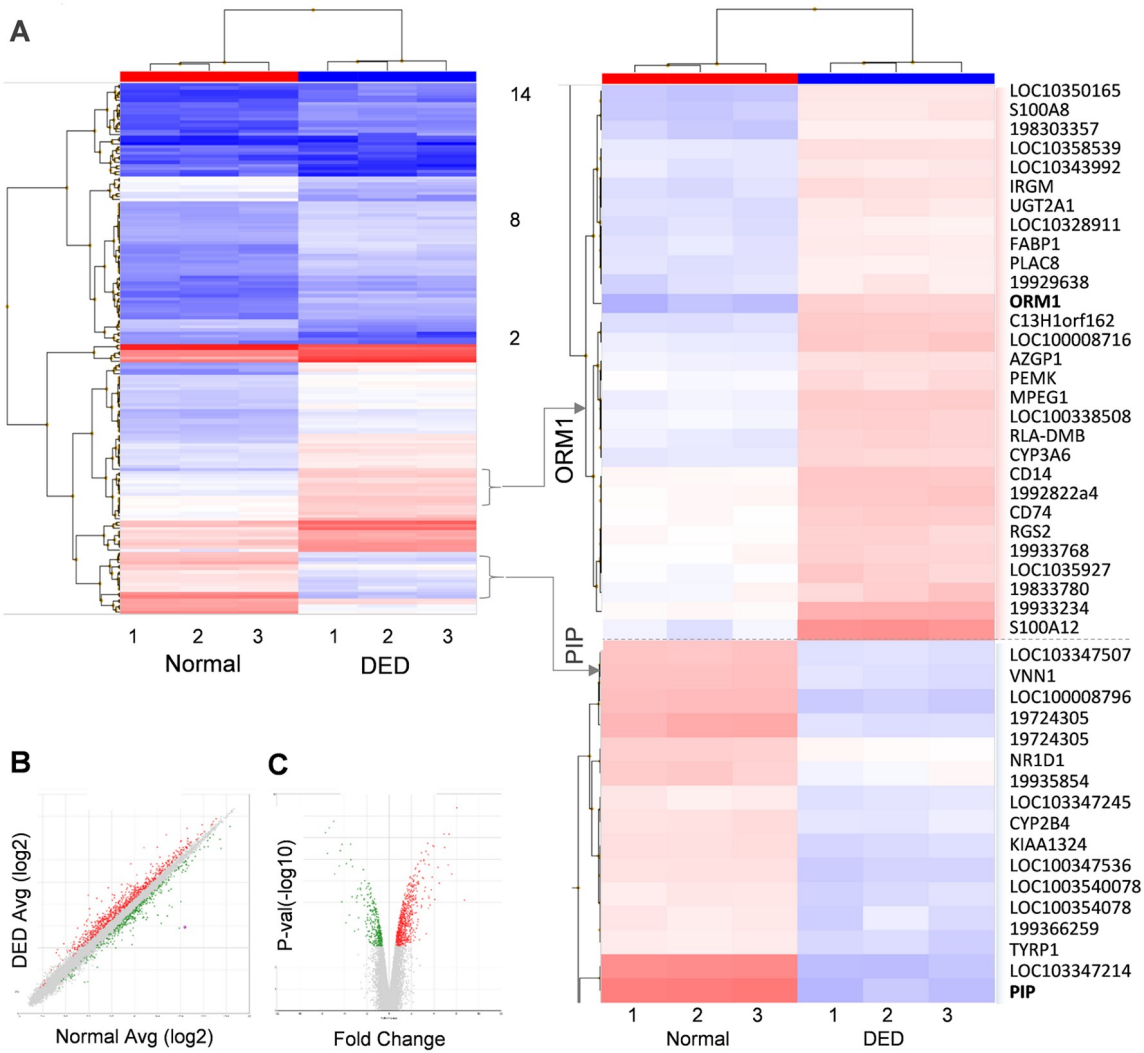
Cluster analysis of gene expression in normal and DED rabbits. **A.** Heatmap of 831 differentially expressed gene transcripts from Control (left) and DED (right) rabbits (n = 3 each). Red and blue colors denote upregulation and downregulation, respectively. **B:** Scatterplot representing the data distribution between DED and normal rabbits. **C:** The volcano plot depicts the statistical significance (p value) versus fold change in geneexpression. Two subclusters of the genes overex-pressed (ORM1) or downregulated (PIP) in DED rabbits compared to normal contols (enlargement to right of A).

*Protein–protein associations*. Protein–protein associations are a useful concept to group all protein-coding genes in a genome [31,32]. The complete set of associations can be assembled into a large network, which captures the current knowledge on the functional modularity and interconnectivity in the cell. The space of potential protein–protein interactions is much larger, and also more context-dependent, than the space of intrinsic molecular function of individual molecules. We used the STRING database which is designed to comprehensively assemble and evaluate protein–protein association information [33]. Among the changes in gene expression in DED compared to normal, we identified the two prominent functional networks of known and predicted protein–protein interactions shown in Fig 4. They correspond to upregulated genes (FC >1.5, p<0.05) of innate and adaptive immune response (cluster A) and cell cycle regulation (cluster B) [33]. 

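Of the immune cluster of the study, 72 of 76 measured members were higher in DED and none was lower at an adjusted p under 0.05 from limma (76 higher when adjusted over the list alone). PTPRC, the common leukocyte antigen CD45, had a log2 fold change of 1.11 (standard error 0.06, adjusted p = 3.36e-04). CD48, a surface protein of lymphocytes and monocytes that is not a named member of this cluster, had a log2 fold change of 0.98 (standard error 0.08, adjusted p = 0.0015). Of the cell cycle cluster, 41 of 42 were higher and none was lower (42 higher when adjusted over the list alone). These clusters were chosen by the study from upregulated genes of the same arrays, so their counts are not independent evidence of the direction. A list of mitotic genes, written with the tables of the study in view, gave 30 of 35 higher and none lower (33 higher when adjusted over the list alone; adjusted p = 9.08e-30 by camera, and adjusted p = 0.0121 with an estimated correlation), and 26 of its members also stand in the part of the tables of the study held here. CDK1, the kinase that drives entry into mitosis, was 2.58-fold higher (adjusted p = 4.52e-04), and MKI67, a marker of dividing cells, 2.09-fold higher (adjusted p = 8.82e-04). From its network of protein associations the paper identifies clusters of immune response and of cell cycle genes as prominent among the upregulated genes.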

The gene network clustered to MCL; inflation parameter: 1.9. Of interest, no clearly identifiable clusters were observed in downregulated genes (S1 Fig).

**Fig 4:**
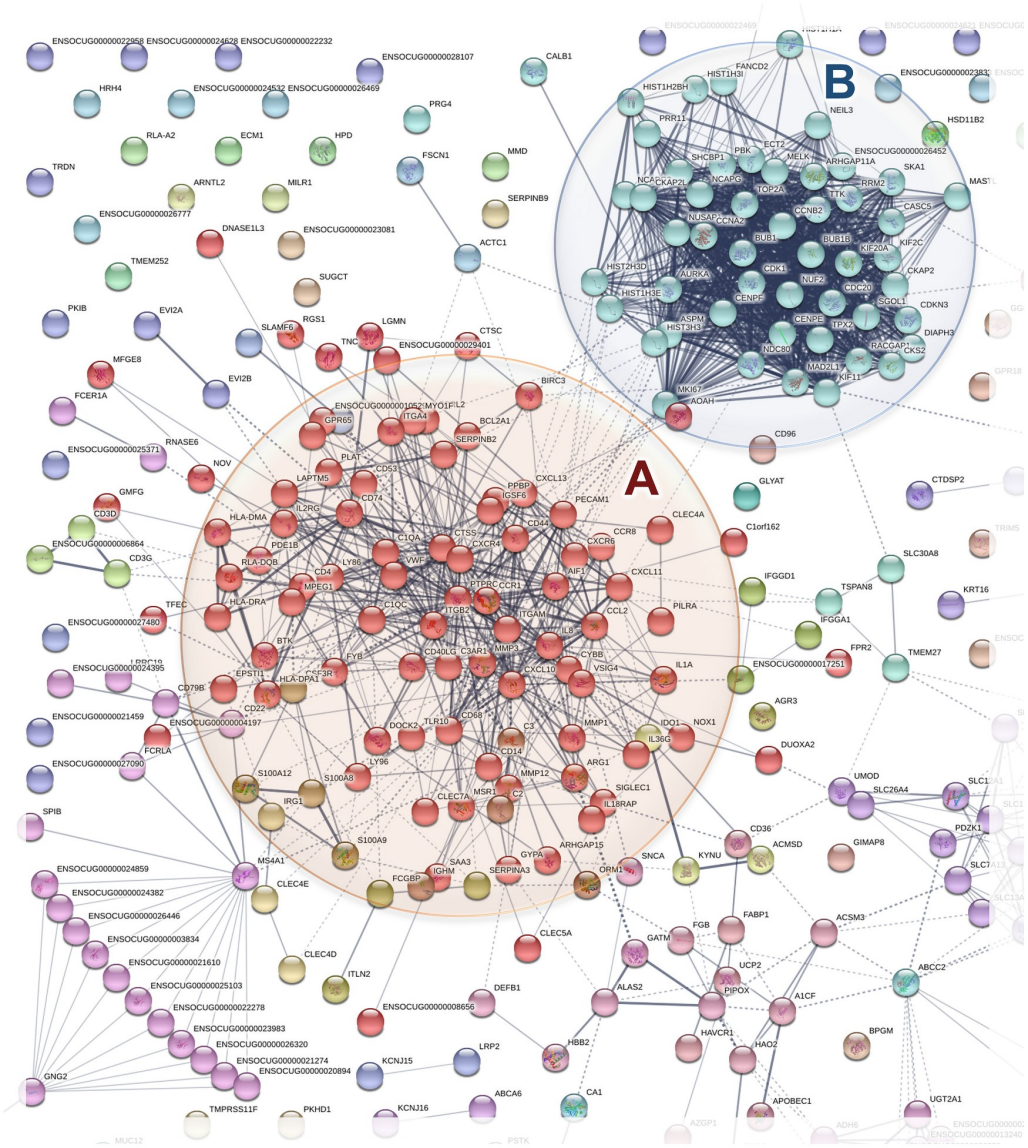
Clusters of immune response and cell cycle regulation in DED. Of the genes upregulated (FC >1.5, p<0.05) in rabbit DED, 55% were in two clusters, **A** (red balls), corresponding to the innate and adaptive immune response, and **B**, corresponding to the cell cycle regulating gene network (blue balls). The analysis was performed as in Methods.

*Selected gene transcripts*. Of the differentially expressed fully annotated rabbit genes, 426 were either up- or down-regulated based on an absolute cut-off value of 1.5 (S1 Table).

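Genes that remodel the extracellular matrix moved in both directions: 4 of 19 measured members were higher, 2 were lower and 13 did not pass the test (5 higher and 2 lower when adjusted over the list alone). MMP12, the macrophage elastase, had a log2 fold change of 1.56 (standard error 0.09, adjusted p = 3.98e-04) from limma, and MMP1, a collagenase, had a log2 fold change of 0.65 (standard error 0.09, adjusted p = 0.00884). ADAMTS1, a proteoglycan-cleaving protease, had a log2 fold change of -0.68 (standard error 0.06, adjusted p = 0.00128), and TIMP3, a matrix-bound inhibitor of metalloproteinases, had a log2 fold change of -0.56 (standard error 0.05, adjusted p = 0.00232). MMP9, the gelatinase B, had a log2 fold change of 0.26 (adjusted p = 0.0781) and did not pass the test. The list as a whole had adjusted p = 0.0817 by camera, and adjusted p = 0.212 with an estimated correlation. By fry, another list test of limma, the adjusted p was 0.00898, direction up. MMP9 passed the test without the 30% dimmest probe sets.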

Table 2 presents a selection of genes from the various subgroups of these genes. This selection was based on an arbitrary cut-off point for each subgroup and the perceived importance of the selected genes to each pathway. The contribution of these genes to DED is uncertain, given the limitations of our understanding of its pathophysiology and the inferential nature of their analysis. Nevertheless, some of these genes are plausible participants in DED pathogenesis, as discussed below.

**Table 2:** Selected differentially expressed genes based on fold change.

	Gene	Fold change	p-value
**Innate immunity**			
Neutrophil degranulation	S100A12	8.49	2.90E-14
	CHI3L1	3.89	3.20E-10
	S100A8	3.72	1.00E-10
	CXCR1	2.67	4.7 e-9
	CYBB	2.31	4.9 e-8
	CXCR2	2.28	5.0 e-8
	ITGAM	2.25	5.5 e-8
**Antigen presentation and adaptive immunity**			
MHC class II antigen presentation	HLA-DQA1	3.17	9.20E-12
	HLA-DRB1	2.38	6.50E-04
	HLA-DRA	2.29	1.90E-10
	HLA-DMA	1.88	2.30E-07
TCR and PD-1 signaling	CD3D	1.91	2.0 e-6
	FYB	1.86	5.8 e-5
	CD3G	1.74	2.0 e-6
	CD4	1.55	0.0005
**Cytokine signaling**			
Interleukin 10 signaling	CXCL10	2.07	2.4 e-7
	FPR2	1.99	0.002
	IL1A	1.91	1.0 e-4
	CCR1	1.79	1.6 e-5
	ALDH2	-1.7	2.2 e-6
	Mar-01	-1.67	4.5 e-8
	PADI3	-1.67	1.6 e-6
	LY6G6C	-1.63	6.8 e-8
	LSAMP	-1.63	3.1 e-7
	PLCB4	-1.63	1.0 e-6
	DOK5	-1.63	1.2 e-5
	RAMP2	-1.63	0.001
Interleukin 12 signaling	CA1	2.77	1.0 e-7
Interleukin 1 signaling	IL18RAP	1.51	0.013
	IL36G	1.51	0.01
	CASP1	1.21	2.0 e-4
Interleukin 4 and 13 signaling	LCN2	-2.03	1.0 e-6
**Signal transduction**			
Chemokine receptors bind chemokines	CXCL6	3.54	8.7 e-11
	CXCL11	3.07	7.0 e-8
	CXCL8	2.38	1.5 e-8
	CCL7	2.37	4.5 e-8
	CXCR4	2.21	1.1 e-6
	CXCL10	2.07	2.4 e-7
	CXCL13	1.92	1.0 e-6
	CCR1	1.79	1.6 e-5
	CCRL2	1.72	1.2 e-7
	CXCR6	1.54	8.5 e-5
Signaling by NOTCH4	HEY1	-1.63	4.0 e-6
	HEY2	-1.62	5.5 e-5
Signaling by Rho-GTPase	NOX1	2.3	6.3 e-9
	RACGAP1	1.61	1.7 e-5
Signaling by GPCR	GPR18	2.25	3.0 e-6
	HTR1B	-2.36	4.0 e-7
	OPN5	-1.91	1.9 e-7
	CCL21	-1.87	7.7 e-9
Signaling by BCR	CD79B	1.6	4.0 e-6
Signaling by Wnt	WIF1	-2	3.6 e-8
**Extracellular matrix organization**			
Integrin cell surface interactions	MMP12	3.06	3.7 e-8
	MMP3	1.56	1.0 e-6
	MMP1	1.51	4.3 e-5
	MMP13	1.29	0.002
	MMP9	1.17	0.039
Degradation of extracellular matrix	ADAMTS1	-1.58	1.0 e-6
	CAPN9	-1.51	1.0 e-6
**Apoptosis**			
Caspases	CASP3	1.44	5.9 e-5
	CASP10	1.37	7.0 e-4
	CASP1	1.21	2.0 e-4
**Metabolism**			
Transport of small molecules	SLC13A1	2.3	2.2 e-9
	SLC5A12	2	4.4 e-9
	SLC17A1	2	1.0 e-6
	SLC3A1	1.94	4.3 e-8
	SLC16A9	1.92	2.1 e-7
	SLC36A2	1.89	1.0 e-5
	SCGB1D1	1.68	1.0 e-6
	SLC7A3	-2.17	9.0 e-6
Oxidation and oxidative stress mediated transcription	NOX1	2.3	6.3 e-9
	GSTA2	2.26	1.2 e-8
	PIPOX	1.63	4.0 e-4
	HAO2	1.6	1.0 e-6
	GPX3	1.54	0.0003
	AOX4	-1.75	9.0 e-6
	ABCA6	-2.77	1.43 e-7
	FBXO32	-1.58	0.001

Notable among the upregulated genes are the following. 

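S100A8, a calcium-binding protein of neutrophils and monocytes, was 3.7-fold higher in DED, at 8.55 ± 0.03 against 6.67 ± 0.15 in naive conjunctiva (log2, SD, n = 3 arrays; limma, adjusted p = 1.98e-04). The values of the 3 DED arrays all lay above those of the 3 naive arrays.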

*S100A8* (FC 3.72, p = 1.0e-10) corroborates prior evidence that S100 proteins induce inflammation by activation of mitogen-activated protein kinase (MAPK)/nuclear factor kappa (NF-κB) pathways, which favor inflammatory changes in DED. *S100A8* was elevated in a proteomic biomarker study of DED patients compared to healthy subjects [33]. It has been postulated that *S100A8* is pivotal in DED pathogenesis by inducing apoptosis [34] as observed in our microarrays by upregulation of *CASP3* (FC 1.44, p = 5.9e-5) and *CASP10* (FC 1.37, p = 2.0e-4). 

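CASP10, an initiator caspase, had a log2 fold change of 0.44 (standard error 0.10, adjusted p = 0.0511) from limma and did not pass an adjusted p under 0.05. Its unadjusted p from limma was 0.0037. Of the apoptosis list, 4 of 23 measured members were higher, 1 was lower and 18 did not pass the test (9 higher and 2 lower when adjusted over the list alone). BIRC3 and BCL2A1, which restrain cell death, rose by log2 0.77 (adjusted p = 0.00291) and 0.77 (adjusted p = 0.013), the death receptor FAS rose by 0.61 (adjusted p = 0.0283), and BCL2, an inhibitor of apoptosis, fell, at -0.39 (adjusted p = 0.0161). The list had adjusted p = 0.00684 by camera, and adjusted p = 0.138 with an estimated correlation. Among apoptosis genes, the number higher was 2 without naive replicate 1 or 2, or DED replicate 1, 2 or 3 and 8 with an intensity trend in eBayes, and the number lower was 0 without naive replicate 1 or 2, or DED replicate 1, 2 or 3. CASP10 passed the test without DED replicate 2 (limma, adjusted p = 0.0335), or with an intensity trend in eBayes, without the 30% dimmest probe sets, with quantile normalization once more, with array weights or with only probe sets with 1 gene symbol; BCL2A1 did not pass the test without naive replicate 1 or DED replicate 2 (limma, adjusted p = 0.0512 to 0.0551), or in the one-way analysis of variance; FAS did not pass the test without naive replicate 2, or DED replicate 1, 2 or 3 (limma, adjusted p = 0.066 to 0.101), or in the one-way analysis of variance; BCL2 did not pass the test without naive replicate 1 or 2, or DED replicate 1, 2 or 3 (limma, adjusted p = 0.052 to 0.066).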

*S100A8* production by macrophages requires the presence of reactive oxygen species (ROS) [34]. Our data depict upregulation of genes involved in oxidation pathways such as *NOX1* (FC 2.30, p = 6.3e-9) and *GSTA2* (FC 2.26, p = 1.2e-8). 

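NOX1, an NADPH oxidase that produces superoxide, was 2.46-fold higher in DED (limma, adjusted p = 3.98e-04), and GSTA2 (LOC100328911), a glutathione transferase, 2.16-fold higher (adjusted p = 8.54e-04). DUOXA2, the maturation factor of a dual oxidase, had a log2 fold change of 0.85 (standard error 0.05, adjusted p = 4.37e-04), and GPX3, a secreted glutathione peroxidase, had a log2 fold change of 0.53 (standard error 0.09, adjusted p = 0.0183). Of the oxidative stress list, 7 of 24 measured members were higher, 0 were lower and 17 did not pass the test (11 higher and 0 lower when adjusted over the list alone), with adjusted p = 3.00e-04 by camera, and adjusted p = 0.0389 with an estimated correlation. Among oxidative stress genes, the number higher was 3 without DED replicate 1 and 4 without naive replicate 2, or DED replicate 2 or 3. GPX3 did not pass the test without naive replicate 1 or 2, or DED replicate 1, 2 or 3 (limma, adjusted p = 0.0532 to 0.0716), or in the one-way analysis of variance.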

We also observed upregulation of *HLA-DRB1* (FC 2.38, p = 6.5e-4) and *HLA-DRA* (FC 2.29, p = 1.9e-10), in line with reports of an association of increased expression of major histocompatibility complex (MHC) II molecules with DED [24].

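HLA-DRB1 (RLA-DRB1) and HLA-DRA (RLA-DR-ALPHA), chains of the molecule that presents peptides to helper T cells, were 2.08-fold and 2.29-fold higher in DED (limma, adjusted p = 0.0129 and 2.45e-04). HLA-DMB (RLA-DMB), which loads those peptides, had a log2 fold change of 1.51 (standard error 0.08, adjusted p = 3.20e-04), and CD74, the invariant chain, had a log2 fold change of 1.10 (standard error 0.07, adjusted p = 4.28e-04). Of the MHC class II list, 7 of 8 measured members were higher, 0 were lower and 1 did not pass the test (7 higher and 0 lower when adjusted over the list alone), with adjusted p = 1.76e-10 by camera, and adjusted p = 0.029 with an estimated correlation. The part of the tables of the study held here has 7 of the measured members, so the count is not independent evidence of the direction. RLA-DRB1 did not pass the test without naive replicate 1 or 2 (limma, adjusted p = 0.0517 to 0.0551), or in the one-way analysis of variance.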

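HEY1 and HEY2, transcription factors that act downstream of Notch, fell 1.66-fold and 1.57-fold in DED (limma, adjusted p = 0.00267 and 0.00738), and WIF1, a secreted inhibitor of Wnt, fell 2.11-fold (adjusted p = 0.00125). FRZB, SFRP2 and DKK2, further secreted Wnt antagonists, fell as well, at log2 -1.11 (adjusted p = 7.69e-04), -0.38 (adjusted p = 0.0198) and -0.34 (adjusted p = 0.0253). Of the Notch list, 0 of 16 measured members were higher, 2 were lower and 14 did not pass the test (0 higher and 3 lower when adjusted over the list alone), with adjusted p = 0.052 by camera, and adjusted p = 0.176 with an estimated correlation. By fry, another list test of limma, the adjusted p of the Notch list was 0.00384, direction down. Of the Wnt list, 0 of 35 measured members were higher, 4 were lower and 31 did not pass the test (0 higher and 4 lower when adjusted over the list alone), with adjusted p = 0.0116 by camera, and adjusted p = 0.2 with an estimated correlation, and the members that fell, WIF1, FRZB, SFRP2 and DKK2, are antagonists of the pathway. Among Notch signaling genes, the number lower was 4 with an intensity trend in eBayes; among Wnt signaling genes, the number higher was 1 without naive replicate 1, and the number lower was 2 without naive replicate 1 or 2, or DED replicate 1, 2 or 3. SFRP2 did not pass the test without naive replicate 1 or 2, or DED replicate 1, 2 or 3 (limma, adjusted p = 0.0647 to 0.0764); DKK2 did not pass the test without naive replicate 1 or 2, or DED replicate 1, 2 or 3 (limma, adjusted p = 0.0818 to 0.0897).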

Among the downregulated genes of importance are *HEY1* (FC -1.63, p = 4.0e-6), *HEY2* (FC -1.62, p = 5.5e-5) and *WIF1* (FC -2.0, p = 3.6e-8), which are involved in the NOTCH and WNT pathways, both downregulated in human DED [23]. It is hypothesized that NOTCH and WNT signaling plays a role in the pathogenesis of DED by altering the development of non-goblet and goblet cells.

### Reactome analysis

Reactome databases afford the opportunity to explore molecular details of several cellular processes [22,35]. Such exploration is possible because the Reactome database, which generalizes the concept of a reaction, includes nucleic acids, small molecules, proteins, and macromolecular complexes. Various biological processes including signaling, metabolism, transcriptional regulation, transport, and others can be analyzed in a single format. Thus, we employed reactome-based analysis of genes with significantly changed expression in DED compared to normal. Of the 3,665 fully annotated differentially expressed genes, 2,318 were found in Reactome.

#### Functional modules

This analysis revealed that 55% of upregulated genes in DED (FC >1.5, p<0.05) were segregated in discrete functional modules including genes involved in: a) innate and adaptive immune response, e.g., chemokines, GPCRs, TLRs, MHC class II antigen presentation (87 genes, 23.3%), b) cell cycle checkpoints, mitotic metaphase and anaphase, kinetochores (51 genes, 13.8%), c) SLC (solute carrier) -mediated transmembrane transport, ABC transporters (20 genes, 5.4%), d) G proteins, signaling through PI3Kγ, PLCβ, prostacyclin, potassium channels, aquaporins (12 genes, 3.3%), e) metabolism of drugs such as oxidation, glucuronidation, phase I and II—functionalization of compounds, PPARA, regulation of lipid metabolism (12 genes, 3.3%), f) translational control, ribosome processing, selenocysteine synthesis, SRP targeting, nonsense mediated decay (NMD), rRNA processing, mRNA editing (7 genes, 1.9%), and g) β defensins, antimicrobial peptides, metabolism of amino acids and derivatives (6 genes, 1.6%) as well as other smaller gene clusters found to be upregulated.

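Of the solute carrier module, 15 of 16 measured members were higher in DED and none was lower at an adjusted p under 0.05 from limma (15 when adjusted over the list alone). SLC13A1, a sulfate transporter, had a log2 fold change of 1.23 (standard error 0.07, adjusted p = 4.23e-04). SLC5A12, a lactate transporter, had a log2 fold change of 1.00 (standard error 0.05, adjusted p = 3.36e-04). Outside the named members of the module, SLC3A1, a subunit of a cystine transporter listed with the kidney proximal tubule, had a log2 fold change of 0.97 (standard error 0.08, adjusted p = 0.0014). The module was chosen by the study from upregulated genes of these arrays, so its count is not independent evidence of the direction. Of the genes of the kidney proximal tubule, 26 of 35 measured members were higher and 0 lower on the same arrays, and this list and the module share members.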

Of the genes downregulated in DED (FC <-1.3, p<0.05), 16% were found in functional modules. These genes include genes involved in: a) transcriptional control, nuclear receptors, cellular responses to stress, detoxification of ROS, A/1 rhodopsin-R (15 genes, 3.3%), b) 40S ribosome turnover, selenocysteine synthesis, Nonsense Mediated Decay (NMD) (13 genes, 2.9%), c) metabolism, oxidation, TNF signaling, death receptor signaling, sulfide turnover (12 genes, 2.7%), d) lipid, sphingolipid and inositol metabolism, cell differentiation, triglyceride catabolism (8 genes, 1.8%), e) WNT/TCF signaling, estrogen signaling, intrinsic apoptosis, BCL-2 regulation, IL-4 and IL-13, YAP1-mediated transcription, (8 genes, 1.8%), cytoskeleton turnover, signal transduction, axon guidance, Ca-dependent regulation, FOXO-mediated transcription, transport to the Golgi (7 genes, 1.6%), as well as other smaller gene clusters that were downregulated (S1 Table and S1 Dataset).

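Among genes of ribosomal proteins, 4 of 62 measured members were higher, 2 were lower and 56 did not pass the test (4 higher and 2 lower when adjusted over the list alone). RPL36AL had a log2 fold change of 1.10 (standard error 0.14, adjusted p = 0.00758) and RPL12 had a log2 fold change of -0.57 (standard error 0.06, adjusted p = 0.00232) from limma. The median log2 fold change of the list was -0.03, with adjusted p = 0.597 by camera, and adjusted p = 0.547 with an estimated correlation. By fry, another list test of limma, the adjusted p was 0.00293, direction down. Among ribosomal protein genes, the number higher was 2 without naive replicate 1 or 2, or DED replicate 1 or 2 and 8 with an intensity trend in eBayes, and the number lower was 5 without the 30% dimmest probe sets, 6 in the one-way analysis of variance or with quantile normalization once more and 12 with an intensity trend in eBayes. RPL36AL did not pass the test in the one-way analysis of variance.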

*Pathway analysis*. We also examined whether transcripts with altered expression associated with DED may affect specific pathways; such changes would be more likely to be relevant to DED pathogenesis. This analysis is a statistical (hypergeometric distribution) test that determines whether certain pathways are enriched in the microarray data. The probability score for each candidate pathway was obtained and corrected for false discovery rate (FDR) using the Benjamani-Hochberg statistical method. All non-human identifiers were converted to their human equivalent.

Of the pathway inferences generated by our analysis, the 25 statistically most significant pathways are listed in Table 3. It is interesting that all these pathways participate in pivotal immune and metabolic events [5,10]. 

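Genes of chemokines, of pattern recognition receptors and of complement were higher in DED in part of their members. Of 23 measured chemokine genes, 9 were higher, 2 were lower and 12 did not pass the test (9 higher and 4 lower when adjusted over the list alone; adjusted p = 0.00115 by camera, and adjusted p = 0.0611 with an estimated correlation). CCL7 (LOC103351517), which attracts monocytes, was at 1.34 (adjusted p = 5.53e-04), and CCL21, which guides cells to lymph nodes, at -0.89 (adjusted p = 4.91e-04). Of 17 measured pattern recognition receptor genes, 9 were higher, 0 were lower and 8 did not pass the test (11 higher and 1 lower when adjusted over the list alone; adjusted p = 4.40e-09 by camera, and adjusted p = 0.0228 with an estimated correlation). CLEC7A (dectin-1) was at 1.12 (adjusted p = 0.00125). Of 17 measured complement genes, 8 were higher, 0 were lower and 9 did not pass the test (8 higher and 0 lower when adjusted over the list alone; adjusted p = 2.70e-06 by camera, and adjusted p = 0.115 with an estimated correlation). C3AR1, a receptor for the fragment C3a, was at 0.78 (adjusted p = 0.0078). The part of the tables of the study held here has 15, 8 and 5 of the measured chemokine, pattern recognition and complement members. Of the 8, 9 and 12 members outside it, 0, 1 and 3 were higher and none was lower. Among chemokine genes, the number lower was 4 with an intensity trend in eBayes; among pattern recognition genes, the number higher was 5 without naive replicate 2 or DED replicate 1; among complement genes, the number higher was 5 without naive replicate 2.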

We have grouped them according to the mechanisms involved in the pathogenesis of DED. 

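Genes of neutrophils, macrophages, T cells and B cells were higher in DED. Of 18 measured neutrophil genes, 10 were higher, 1 was lower and 7 did not pass the test (12 higher and 1 lower when adjusted over the list alone; adjusted p = 4.46e-10 by camera, and adjusted p = 0.0361 with an estimated correlation). CXCR1 and CXCR2, their chemokine receptors, had log2 fold changes of 1.37 (adjusted p = 2.84e-04) and 1.20 (adjusted p = 0.00693) from limma. Of 17 measured macrophage and monocyte genes, 15 were higher, 0 were lower and 2 did not pass the test (16 higher and 0 lower when adjusted over the list alone; adjusted p = 5.99e-18 by camera, and adjusted p = 0.00732 with an estimated correlation). MPEG1, a pore-forming protein of phagocytes, and MSR1, a scavenger receptor, had log2 fold changes of 1.55 (adjusted p = 6.86e-05) and 0.93 (adjusted p = 0.00301). Of 16 measured T cell genes, 5 were higher, 0 were lower and 11 did not pass the test (8 higher and 0 lower when adjusted over the list alone; adjusted p = 2.88e-06 by camera, and adjusted p = 0.0253 with an estimated correlation). CD3G, a chain of the T cell receptor complex, was at 0.73 (adjusted p = 0.0074) and the coreceptor CD4 at 0.71 (adjusted p = 0.0163). Of 12 measured B cell and plasma cell genes, 7 were higher, 0 were lower and 5 did not pass the test (9 higher and 1 lower when adjusted over the list alone; adjusted p = 1.41e-07 by camera, and adjusted p = 0.0215 with an estimated correlation). MS4A1 (CD20) and CD22 were at 1.00 (adjusted p = 0.00253) and 0.85 (adjusted p = 0.00179). Of 10 measured cytotoxic and natural killer cell genes, 1 was higher, 0 were lower and 9 did not pass the test (3 higher and 0 lower when adjusted over the list alone; adjusted p = 0.0229 by camera, and adjusted p = 0.206 with an estimated correlation). GZMK, a granzyme, was the member that rose, at 0.59 (adjusted p = 0.0377). The part of the tables of the study held here has 12, 14, 7 and 5 of the measured neutrophil, macrophage, T cell and B cell members. The counts and list tests are therefore not independent evidence of the direction. Of the 6, 3, 9 and 7 members outside it, 1, 1, 1 and 2 were higher and none was lower. Among T cell genes, the number higher was 2 without DED replicate 3, 3 without naive replicate 3, or DED replicate 1 or 2 and 3 in the one-way analysis of variance or without the 30% dimmest probe sets; among B cell and plasma cell genes, the number lower was 1 with an intensity trend in eBayes or in the one-way analysis of variance or without the 30% dimmest probe sets or with quantile normalization once more or with only probe sets with 1 gene symbol; among cytotoxic and NK cell genes, the number higher was 0 with any 1 array left out, 0 in the one-way analysis of variance and 2 with an intensity trend in eBayes or without the 30% dimmest probe sets, and the number lower was 1 in the one-way analysis of variance. CXCR2 did not pass the test in the one-way analysis of variance; CD4 did not pass the test without naive replicate 1, or DED replicate 1 or 3 (limma, adjusted p = 0.0563 to 0.0593), or in the one-way analysis of variance; GZMK did not pass the test without any 1 of the 6 arrays (limma, adjusted p = 0.0513 to 0.113), or in the one-way analysis of variance.

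**Figure D2:**
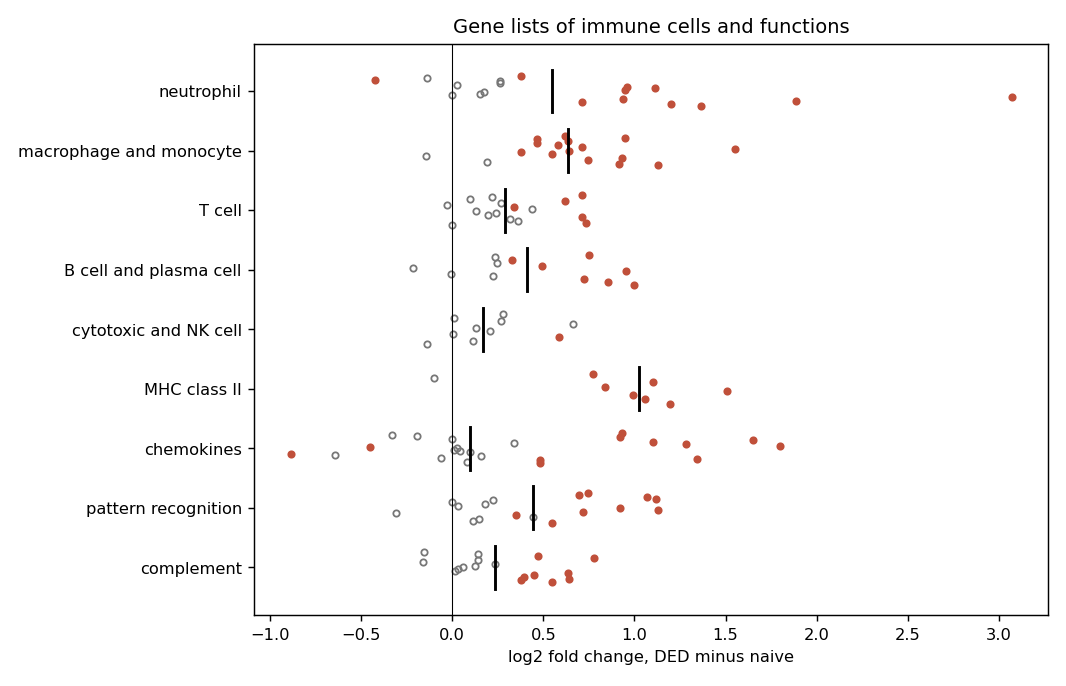
The log2 fold change (DED minus naive) of each measured member of 9 gene lists. Filled points passed an adjusted p under 0.05 from limma, open points did not, and the vertical bar is the median of the list, 1.02 for MHC class II and 0.10 for chemokines.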

Notable among them are pathways mediating the innate and adaptive immune responses, both early events in DED; gene transcription; cell signaling; and translation (S1 Fig and S1 Dataset).

**Table 3:** The 25 most involved pathways in rabbit DED.

Pathway	p-value
***Innate immune response***	
Neutrophil degranulation	8.81e-04
Chemokine receptors bind chemokines	0.005
MHC class II antigen presentation	0.006
Interleukin-10 signaling	0.002
***Adaptive immune response***	
Phosphorylation of CD3 and TCR zeta chains	0.002
TCR signaling	0.009
Downstream TCR signaling	0.011
PD-1 signaling	0.008
Translocation of ZAP-70 to Immunological synapse	0.004
***Gene transcription***	
TFAP2 family regulates transcription of growth factors and their receptors	0.01
Transcriptional regulation by RUNX3	0.011
Nuclear Receptor transcription pathway	0.009
Transcriptional regulation by the AP-2 family of transcription factors	0.007
Nonsense Mediated Decay independent of the Exon Junction Complex	0.004
Regulation of expression of SLITs and ROBOs	0.003
Generation of second messenger molecules	0.014
Prefoldin mediated transfer of substrate to CCT/TriC	0.014
Immune cell trafficking and signaling	
Signaling by ROBO receptors	0.007
Polo-like kinase mediated events	0.009
Translation and post-translational modifications	
L13a-mediated translational silencing of ceruloplasmin expression	0.009
GTP hydrolysis and joining of the 60S ribosomal subunit	0.006
Formation of a pool of free 40S subunits	0.006
Peptide chain elongation	0.004
Eukaryotic Translation Elongation	0.005
Eukaryotic Translation Termination	0.015

### Gene expression changes of potential pathophysiological relevance

To further assess the potential pathophysiological role of the gene expression changes that we observed, we performed a structured literature search, which examined whether the differentially expressed genes identified by our microarray analysis have been previously linked to DED. Terms used in this PubMed and Google Scholar search for publications from 2009 to 2019 included “dry eye syndromes AND gene expression,” “dry eye syndromes AND microarray analysis,” and “dry eye syndromes AND conjunctiva AND gene expression”.

Most of the rabbit microarray’s top genes (Table 1) have been reported as having some association with DED in humans and/or animal models of the disease [35,36]. These genes include: ORM1, S100A8, S100A9, S10011, IDO1 (each one upregulated) and PIP, LCN2, LTF and lipophilins (each one downregulated) [32,35,37–40]. Moreover, among genes reported as inflammatory markers CXCL8 (IL8), IL1A, IL1B and CCL2 were significantly altered in our DED rabbit model [40,41]. 

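IDO1, which degrades tryptophan, and S100A9, the partner of S100A8, had log2 fold changes of 2.00 (adjusted p = 5.96e-04) and 0.94 (adjusted p = 4.28e-04) from limma, and S100A11 had -0.17 (adjusted p = 0.14) and did not pass the test. LTF, the iron-binding lactoferrin, fell, with a log2 fold change of -1.54 (standard error 0.10, adjusted p = 6.52e-04), and LCN2, a siderophore-binding lipocalin, fell, with a log2 fold change of -1.18 (standard error 0.15, adjusted p = 0.00646). Lipophilins AL (LOC100008792), CL (LOC100008794) and CL2 (LOC100008795) were lower, at -1.10 (adjusted p = 3.95e-04), -1.39 (adjusted p = 4.37e-04) and -0.94 (adjusted p = 3.98e-04). Of the list of lacrimal gland secretory genes, 3 of 13 measured members were higher, 6 were lower and 4 did not pass the test (3 higher and 7 lower when adjusted over the list alone), with adjusted p = 0.00532 by camera, and adjusted p = 0.0778 with an estimated correlation. Its members that rose were LYZ, lysozyme, at 0.27 (adjusted p = 0.039), and DMBT1 and PIGR, of mucosal defence, named after their values were seen, at 0.37 (adjusted p = 0.0102) and 0.33 (adjusted p = 0.0159). Among lacrimal gland secretory genes, the number higher was 1 with any 1 array left out. S100A11 passed, as lower, the test with an intensity trend in eBayes; LYZ did not pass the test without any 1 of the 6 arrays (limma, adjusted p = 0.0775 to 0.125), or with quantile normalization once more.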

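CXCL8, a chemokine for neutrophils, was 2.43-fold higher in DED (limma, adjusted p = 4.61e-04), and IL1A, an alarmin cytokine, 1.91-fold higher (adjusted p = 0.0124). CCL2, which attracts monocytes, had a log2 fold change of 0.48 (standard error 0.10, adjusted p = 0.036), and IL1B had a log2 fold change of 0.44 (standard error 0.10, adjusted p = 0.0474). IL1A did not pass the test without DED replicate 1 or 2 (limma, adjusted p = 0.0512 to 0.0572), or in the one-way analysis of variance; CCL2 did not pass the test without naive replicate 1 or 3, or DED replicate 1 or 3 (limma, adjusted p = 0.107 to 0.12), or in the one-way analysis of variance; IL1B did not pass the test without any 1 of the 6 arrays (limma, adjusted p = 0.0544 to 0.141), or with a robust fit in eBayes or in the one-way analysis of variance.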

We found that 6 of 10 human DED specific proteins proposed by Zhou et al. [35,41] were significantly changed in our rabbit microarrays (S1 Table).

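Of the 10 proteins of Table S1.C that have a human value, 8 were measured by a probe set with 1 symbol, and 6 of them passed an adjusted p under 0.05 from limma. PIP, LTF, ORM1, S100A8 and S100A9 differed in the direction of the human value and LYZ in the opposite direction. ENO1, an enzyme of glycolysis, had a log2 fold change of -0.01 (adjusted p = 0.924) and did not pass the test. LYZ did not pass the test without any 1 of the 6 arrays, or with quantile normalization once more.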

Two groups of genes merit specific mention, pro-inflammatory genes regulated by interferon and olfactory transcripts. Our findings are summarized below.

#### Interferon-regulated genes correlated with human conjunctival inflammation

We found changes in the following rabbit interferon-regulated genes: CXCL9, CXCL10 and CXCL11, MX1, IRF1, IFI44, IFI44L, IFIT2, IFIT3, IFIT1B, IFRD1, IFI35, IRF7, IFGGA1 (interferon-inducible GTPase 1), LOC100358539 (interferon-induced guanylate-binding protein 1) and LOC100357801 (interferon-induced very large GTPase 1-like protein) [42,43]. 

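CXCL10 and CXCL11, chemokines for activated T cells, had log2 fold changes of 1.10 (adjusted p = 0.00122) and 1.65 (adjusted p = 6.15e-04) in DED from limma. IFI44L and the transcription factor IRF1 were higher as well, at 0.52 (adjusted p = 0.00469) and 0.58 (adjusted p = 0.0111). CXCL9, IFI35, IRF7 and IFIT2 had 0.34 (adjusted p = 0.252), -0.07 (adjusted p = 0.491), 0.19 (adjusted p = 0.288) and 0.26 (adjusted p = 0.0663) and did not pass the test. Of the genes named by the study, 7 of 13 measured members were higher, 0 were lower and 6 did not pass the test (9 higher and 0 lower when adjusted over the list alone), and this list is not independent evidence of the direction. Of a broader list of interferon-stimulated genes, 13 of 25 measured members were higher, 0 were lower and 12 did not pass the test (18 higher and 0 lower when adjusted over the list alone), with adjusted p = 5.92e-16 by camera, and adjusted p = 0.00801 with an estimated correlation. This broader list shares members with the list of the study, so it is not independent of it either. The part of the tables of the study held here has 13 of its measured members, and of the 12 outside it 4 were higher and 0 lower. IRF1 did not pass the test without DED replicate 1 (limma, adjusted p = 0.0525); IFIT2 passed the test with an intensity trend in eBayes, without the 30% dimmest probe sets or with only probe sets with 1 gene symbol.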

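IFGGA1 was 3.81-fold higher in DED (log2 5.87 ± 0.14 against 3.94 ± 0.17, SD, n = 3; limma, adjusted p = 3.98e-04). LOC100358539 was 2.32-fold higher (adjusted p = 2.84e-04). The probe set used for LOC100357801 was 1.94-fold higher (adjusted p = 0.00902), and its 3 probe sets had log2 fold changes between 0.96 and 1.10. LOC100357801 did not pass the test in the one-way analysis of variance.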

Of interest, IFGGA1, LOC100357801, LOC100358539 homologs not previously correlated with DED, may represent candidate biomarkers of IFN-related DED, given the magnitude of their induction by DED (DED vs normal FC = 3.8, 2.2 and 2.3, respectively).

#### Olfactory transcripts

Several rabbit homologues belonging to the family of G-protein coupled receptor (GPCRs) including olfactory receptors (ORs)/odorant binding proteins (OBPs) such as LOC103347214 were changed in the conjunctiva of rabbits with DED. 

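LOC103347214, an odorant-binding protein-like gene, was 18.3-fold lower in DED (log2 6.54 ± 0.16 against 10.73 ± 0.07, SD, n = 3; limma, adjusted p = 1.20e-05). Among 78 probe sets whose symbol has the form OR with a number (which leaves out symbols such as OLFR622), 0 passed an adjusted p under 0.05 from limma and 5 had an unadjusted p under 0.05. The methods' one-way analysis of variance gave 0 after adjustment. Of the 38 transcripts of Table S1.E, 33 were matched to a probe set, 31 with the sign given there. Among the matched transcripts, 3 were lower and 0 were higher at an adjusted p under 0.05, which besides LOC103347214 were OLFR622 at -0.52 (adjusted p = 0.014) and LOC100349877 at -0.45 (adjusted p = 0.0497). Both are dim, at log2 3.05 in DED against 3.57 in naive and at 2.44 against 2.89. The first quartile of the arrays was 4.64 to 4.67. Without the 30% dimmest probe sets, 6 of the 78 remain. At a fold change over 1.4 and an unadjusted p under 0.0001, 1 of the matched transcripts was lower and 0 were higher. Table S1.E is headed with p under 0.001, which OLFR622 met as well (limma, unadjusted p = 4.76e-04). Among olfactory receptor genes, the number higher was 1 with only probe sets with 1 gene symbol, and the number lower was 1 without naive replicate 3. OLFR622 did not pass the test without naive replicate 2, or DED replicate 2 or 3 (limma, adjusted p = 0.0511 to 0.0568); LOC100349877 did not pass the test without naive replicate 1, 2 or 3, or DED replicate 2 or 3 (limma, adjusted p = 0.0757 to 0.144), or with an intensity trend in eBayes, with a robust fit in eBayes, in the one-way analysis of variance, with quantile normalization once more, with median centring or with array weights.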

Among 701 olfactory transcripts detected in rabbit conjunctiva tissues, 24 were significantly downregulated and 13 upregulated (FC>1.4, p value < 0.0001) in DED compared to normal (S1 Table). An autoimmune response to odorant binding protein 1a has been associated with DED in the Aire-deficient mouse [44] and identified as a putative autoantigen in a Sjogren’s-like mouse model [46]. Transcriptomic and proteomic profiling of mouse olfactory tissues revealed high proportions of odorant binding and antimicrobial defense proteins, suggested to be a part of a defense mechanism activated by pathogens that regularly enter the body along the ‘eyes-nose-oral cavity’ axis [45].

Table 4 lists 9 genes whose expression is significantly altered in DED compared to normal that have not been previously correlated with DED. Whether these genes play a role in its pathogenesis or can serve as its biomarkers is not clear.

**Table 4:** Putative rabbit DED transcript markers not previously correlated with the disease.

Gene	Name
LOC103347214	odorant-binding protein-like
LOC100008793	lipophilin AS
SCGB1D	lipophilin BL
SCGB1D1	secretoglobin family 1D member 2-like
ENSOCUG00000026544	cytochrome P450 2A11
CYP2A10	cytochrome P450 2A10
ALAS2	5’-aminolevulinate synthase 2
LOC100355142	transmembrane protease serine 11B-like
LOC103347507	major allergen I polypeptide chain 1-like

All these genes displayed ≥2 fold change in their expression in the conjunctiva of rabbits with DED.

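Lipophilin BL (SCGB1D) was 6.45-fold and lipophilin AS (LOC100008793) 5.29-fold lower in DED (limma, adjusted p = 1.56e-05 and 1.51e-04). SCGB1D1, another secretoglobin, was 4.69-fold lower (adjusted p = 0.00732), at log2 2.50 ± 0.24 in DED against 4.73 ± 0.59 in naive (SD, n = 3). Its DED value lies below the first quartile of the arrays, 4.64 to 4.67, so the size of the fall is uncertain. ALAS2, the erythroid enzyme that starts haem synthesis, was 6.42-fold higher (log2 8.13 ± 0.02 against 5.44 ± 0.09, SD, n = 3; adjusted p = 1.56e-05). LOC100355142, a transmembrane protease of the serine 11B type, was 5.53-fold higher (adjusted p = 2.57e-05). The probe sets of the cytochrome P450 genes of the 2A family carry several symbols and are not named here. SCGB1D1 did not pass the test in the one-way analysis of variance.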

### RT-PCR analysis of immune response genes

Inflammation is the core mechanism of DED [7,8]. Activation of the innate and adaptive immune responses in which CD4+ T cells damage the ocular surface and further destabilize an already unstable tear film followed by propagation of the vicious cycle [8,9], which culminates in DED [10,46]. 

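Of a list of genes of innate and adaptive immunity and antigen presentation chosen by the study, 11 of 17 measured members were higher, 0 were lower and 6 did not pass the test (13 higher and 0 lower when adjusted over the list alone), and such a list is not independent evidence of the direction. ITGAM, an integrin of phagocytes, and CD14, a receptor for endotoxin, had log2 fold changes of 1.11 (adjusted p = 6.90e-04) and 1.13 (adjusted p = 2.84e-04) from limma. CXCR4 and LY96, the partner of TLR4, were at 1.03 (adjusted p = 0.00397) and 0.92 (adjusted p = 4.28e-04). MPO, IL6, IL17A and FOXP3 were at -0.003 (adjusted p = 0.984), 0.06 (adjusted p = 0.592), 0.03 (adjusted p = 0.858) and 0.10 (adjusted p = 0.599) and did not pass the test. Of a broader list of cytokines, 4 of 37 measured members were higher, 1 was lower and 32 did not pass the test (6 higher and 1 lower when adjusted over the list alone), with adjusted p = 0.658 by camera, and adjusted p = 0.781 with an estimated correlation. Among these study-selected immune genes, the number higher was 7 without DED replicate 1 and 7 in the one-way analysis of variance; among cytokine genes, the number higher was 1 to 2 with any 1 array left out and 1 in the one-way analysis of variance, and the number lower was 0 with any 1 array left out.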

Our microarray results highlight the increased expression of genes associated with immunity induced by rabbit DED (Fig 4), findings consistent with such a pathogenetic model of DED.

Given the centrality of the innate and adaptive immune responses in the development of DED, we confirmed by RT-PCR the changes in the expression of relevant genes. RT-PCR was performed using the Rabbit Innate and Adaptive Immune Responses RT2 Profiler PCR (Qiagen), which evaluates the transcripts of 84 genes involved in them (S1 Table).

RT-PCR showed a significant correlation between the 84 genes assayed by RT-PCR and the corresponding genes determined by microarrays (Pearson Correlation Coefficient (PCC) R = 0.622, N = 86, p<0.001, Fig 5A). Fig 5B shows the results on 19 genes selected from those involved in innate and adaptive immunity as well as in antigen presentation. Specifically, IL1A, CXCL8 (IL8), MPO, IL1B, ITGAM, CCL3, CCR5, CD14, CXCR4, ITGB2, LY96, CCL2, IL6 are involved in innate immunity; IL17A, CD28, FOXP3, CD40LG are involved in adaptive immunity; and CD86, CD40 are part of the transition phase characterized by the upregulation of gene transcripts involved in antigen presentation (APC).

**Fig 5:**
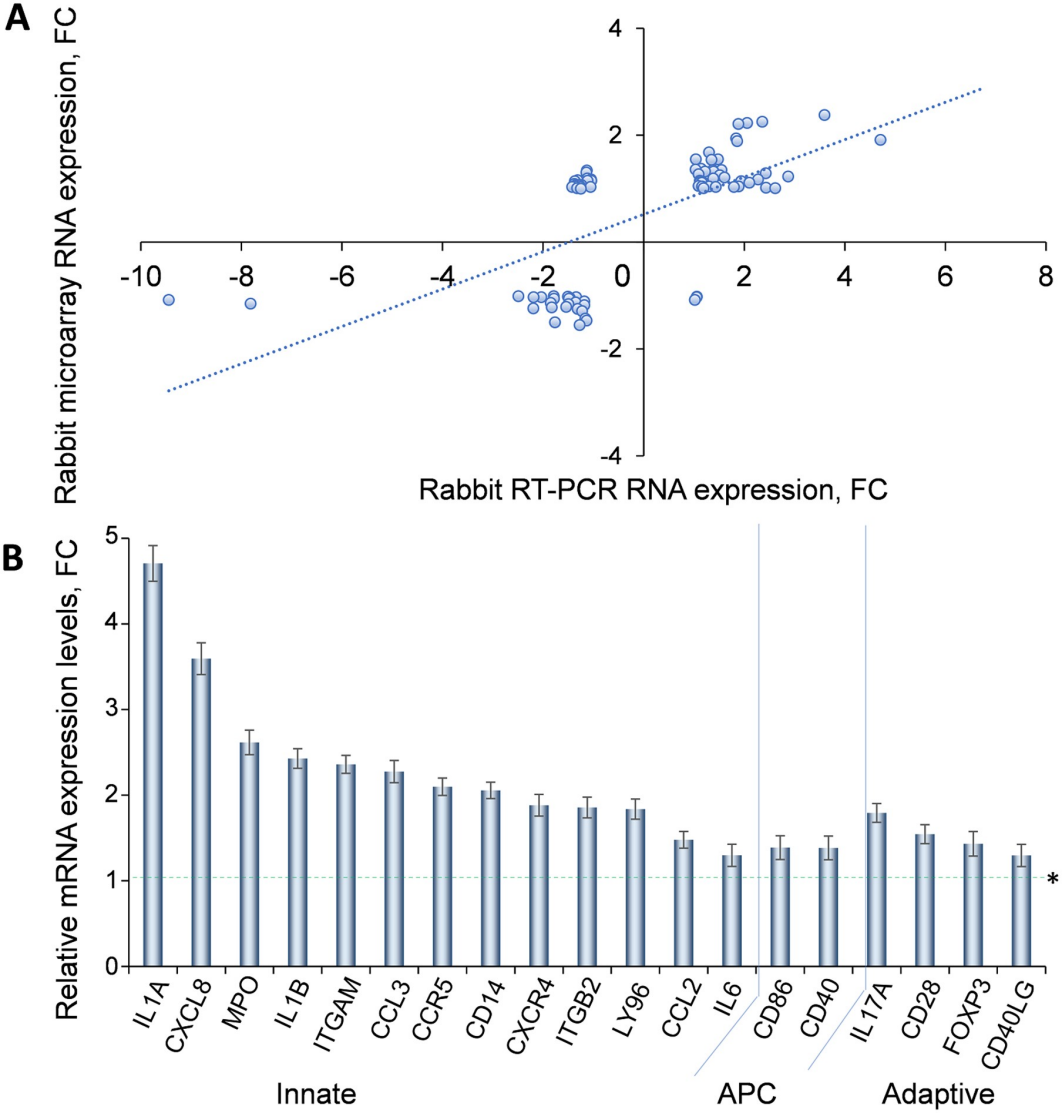
RT-PCR analysis of immune response genes. **A**. Correlation of RNA expression levels of inflammatory mediators in DED rabbits obtained with both: RT-PCR and microarray methods. (PCC R = 0.622, n = 84, p-value < 0.001.) B. The relative expression (RT-PCR) of 18 selected genes representing innate, transition (APC, antigen presenting cells) and adaptive immunity. Each bar represents mean ± SD of fold change (n = 8, *p < 0.001) in DED compared to normal mRNA levels, normalized to the 5 host genes as in Methods.

The study of patients with Sjogren’s syndrome evaluated 249 genes [24]. Of them, only 27 were upregulated and 13 downregulated compared to the normal controls; the FC threshold for the upregulated genes was >1.5, and <0.3 for downregulated genes [24]. We analyzed these 40 genes in our microarray data; two of them, *CFB* and *MAFF*, were not present in the rabbit transcriptome. Using as a threshold for gene expression FC >1.25, we found that 23 of the 38 genes were significantly either up- or down-regulated (p<0.001–0.01). Correlation analysis using the Pearson correlation coefficient revealed a statistically significant correlation (R = 0.756; p<0.001) between the differentially expressed genes in the rabbits and in patients with Sjogren’s syndrome (Fig 6A and S1 Table).

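Of the 18 genes of Table S1.B, 16 were measured by a probe set with 1 symbol, 14 had the sign of the human value, and 13 passed an adjusted p under 0.05 from limma, of which HMGB2 was higher in rabbits and lower in humans. Across these 16 genes, the signed rabbit fold change correlated with the human one at Pearson r = 0.581 (permutation p = 0.025, adjusted p = 0.038 over the 3 tables, two-sided) and Spearman rho = 0.484 (permutation p = 0.059). Without the 2 genes farthest from the median human value, r was 0.558 (permutation p = 0.035). Among the 13 genes higher in humans, r was -0.103 (permutation p = 0.76). The genes were chosen by the study for change in rabbits and humans, and genes are not independent replicates.

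**Figure D3:**
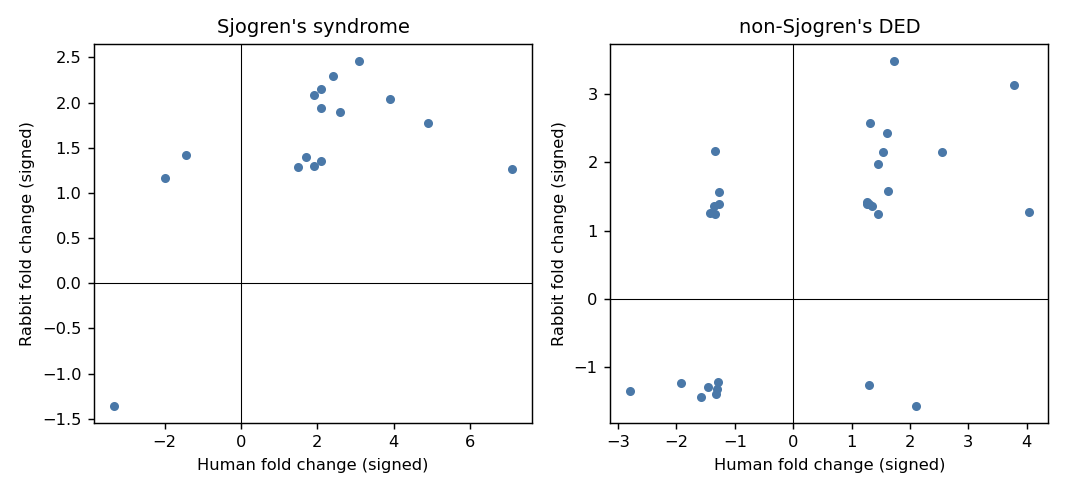
Signed fold changes of rabbit genes (vertical axis) against the human values given by the paper (horizontal axis), with a point for each measured gene of Table S1.B (left, Sjogren's syndrome) and Table S1.D (right, DED without it); lines mark 0. Over the 16 genes of the Sjogren's panel r is 0.581.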

**Fig 6:**
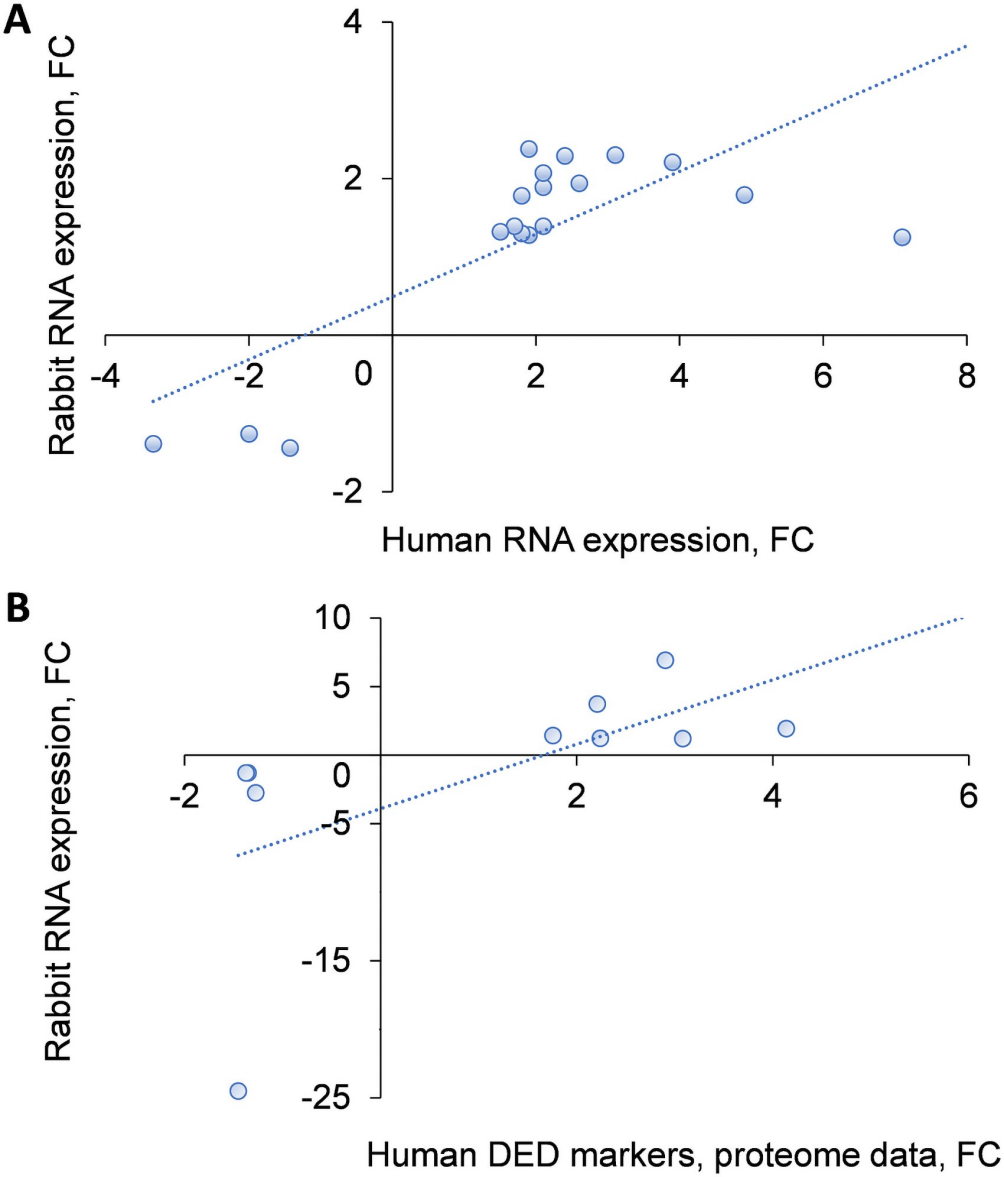
Correlation of gene expression between Sjogren syndrome and rabbits with DED. **A**. Gene expression levels (fold change, FC) in rabbits with DED were correlated with that in DED patients with Sjogren’s syndrome (FC≥1.3 up- or down-regulated, p-value <0.001, n = 18). PCC R = 0.756, p<0.001. B. Similar correlation between rabbit transcripts and human DED protein markers included in this analysis (FC≥1.3, p-value<0.001, n = 9) was found (R = 0.662, p<0.05), as in Methods.

Additionally, comparison of transcriptome changes in our rabbits with DED with human proteomics data obtained with iTRAQ technology coupled with 2D-nanoLC-nano-ESI-MS/MS revealed a statistically significant correlation of the 10 DED markers proposed by Zhou et al. [32] (R = 0.662, p<0.05, Fig 6B and S1 Table).

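Over the 8 proteins of Table S1.C with a human value and a probe set with 1 symbol, the signed rabbit fold change and the human value had Pearson r = 0.593 (exact permutation p = 0.07, adjusted p = 0.07 over the 3 tables, two-sided) and Spearman rho = 0.714 (exact permutation p = 0.058). On log2 fold changes r was 0.727 (exact permutation p = 0.029). Without the 2 genes farthest from the median human value, r was 0.635 (exact permutation p = 0.17). PIP, with the lowest rabbit value, and LTF were lower in both, and ORM1, S100A8 and S100A9 higher in both. These correlations are across genes, which are not independent replicates.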

The study of gene expression in non-Sjogren’s patients evaluated 1,164 transcripts (NCBI GEO Ac. No: GSE28941) [23]. When we compared them to our 23,364 transcripts, we found 910 fully annotated transcripts common to non-Sjogren’s patients and our rabbits with DED (FC = 1.0; Pearson coefficient r = 0.128; p<0.001). When we applied a threshold of FC ≥1.2 or 1.25 or 1.3 (absolute value) to these 910 genes, we found that 63, 32 and 20 genes, respectively, were significantly correlated between rabbits and human glycosylated proteins (Pearson coefficients r = 0.360, 0.545 and 0.728; p<0.001–0.003, respectively; Fig 7A). Furthermore, the expression of 475 genes out of 910 was similar in the two species. This was determined by calculating the squares of the difference between paired rabbit and human non-Sjogren’s FC gene expression levels (R = 0.917, p<0.0001; Fig 7B; and S1 Dataset Tab D, which also provide the relevant equation).

**Fig 7:**
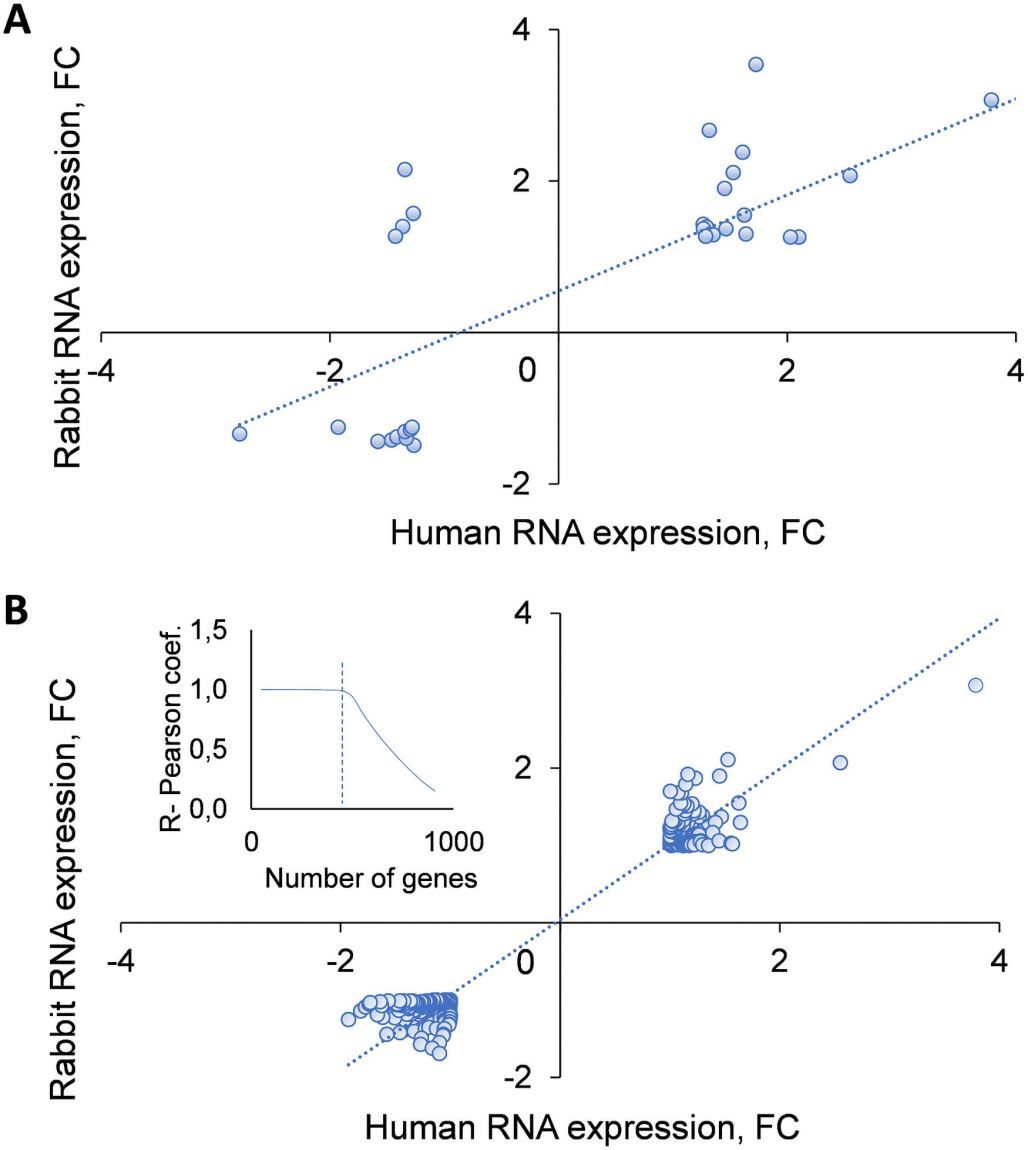
Correlation of gene expression between DED patients without Sjogren syndrome and rabbits with DED. **A.** Gene expression in rabbits with DED was compared to that in patients with non-Sjogren’s syndrome DED. There was a significant correlation between the 32 most changed rabbit and the corresponding human genes included in this analysis (FC≥1.3 up- or down-regulated, PCC R = 0.545; p-value <0.001; *n* = 32). **B**: The expression of 475 of 910 human genes included in this analysis (that were annotated in rabbit transcriptome arrays), was similar in both species (PCC R = 0.917, p<0.0001), as described in Methods. The most correlated genes were cut-off by using the inflection point, determined by the function (small graph on the left) of similarly expressed genes (in both species) and calculated PCC Rs (S1 Table).

As depicted in the Venn diagram (Fig 8), of these 910 genes, 217 are upregulated and 283 downregulated. Using three different p-value thresholds, we defined three subgroups of transcripts, whose total number decreases with increasing statistical significance: 320 for p<0.05, 193 for p<0.01 and 113 for p<0.001 (Fig 8A). When we applied a cut-off of FC >1.25 to the genes in the last subgroup, we identified 28 genes (one quarter of the total) whose expression changed in the same direction (up or down) as in the human transcriptome; the expression of the remaining 4 changed in opposite directions (Fig 8A). 

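CXCR6, a chemokine receptor, and GALNT11, a glycosyltransferase, had log2 fold changes of 0.66 (adjusted p = 0.00812) and 0.65 (adjusted p = 0.00165) in DED from limma. Of the 32 genes of Table S1.D, 29 were measured by a probe set with 1 symbol, and 21 of these had the sign of the human value. At an adjusted p under 0.05, 20 passed, 16 with the human sign and 4 (SLC35A1, GALNT11, CLEC7A and B3GNT5) against it. Across the 29 genes Pearson r was 0.533 (permutation p = 0.0035, adjusted p = 0.011 over the 3 tables, two-sided) and Spearman rho 0.532 (permutation p = 0.0036), and without the 2 genes farthest from the median human value r was 0.450 (permutation p = 0.019). Among the 16 genes higher in humans r was 0.159 (permutation p = 0.55). The genes were chosen by the study for change in rabbits and humans, and over all genes shared by both species the paper gives a lower r. Genes are not independent replicates. SLC35A1 did not pass the test without naive replicate 2 or 3, or DED replicate 1 or 2 (limma, adjusted p = 0.0636 to 0.0727), or in the one-way analysis of variance.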

Using the String and Reactome databases we found that most of these 28 genes create an immune cluster and also belong to the pathways previously described (Fig 8B, Table 2 and S1 and S2 Datasets).

**Fig 8:**
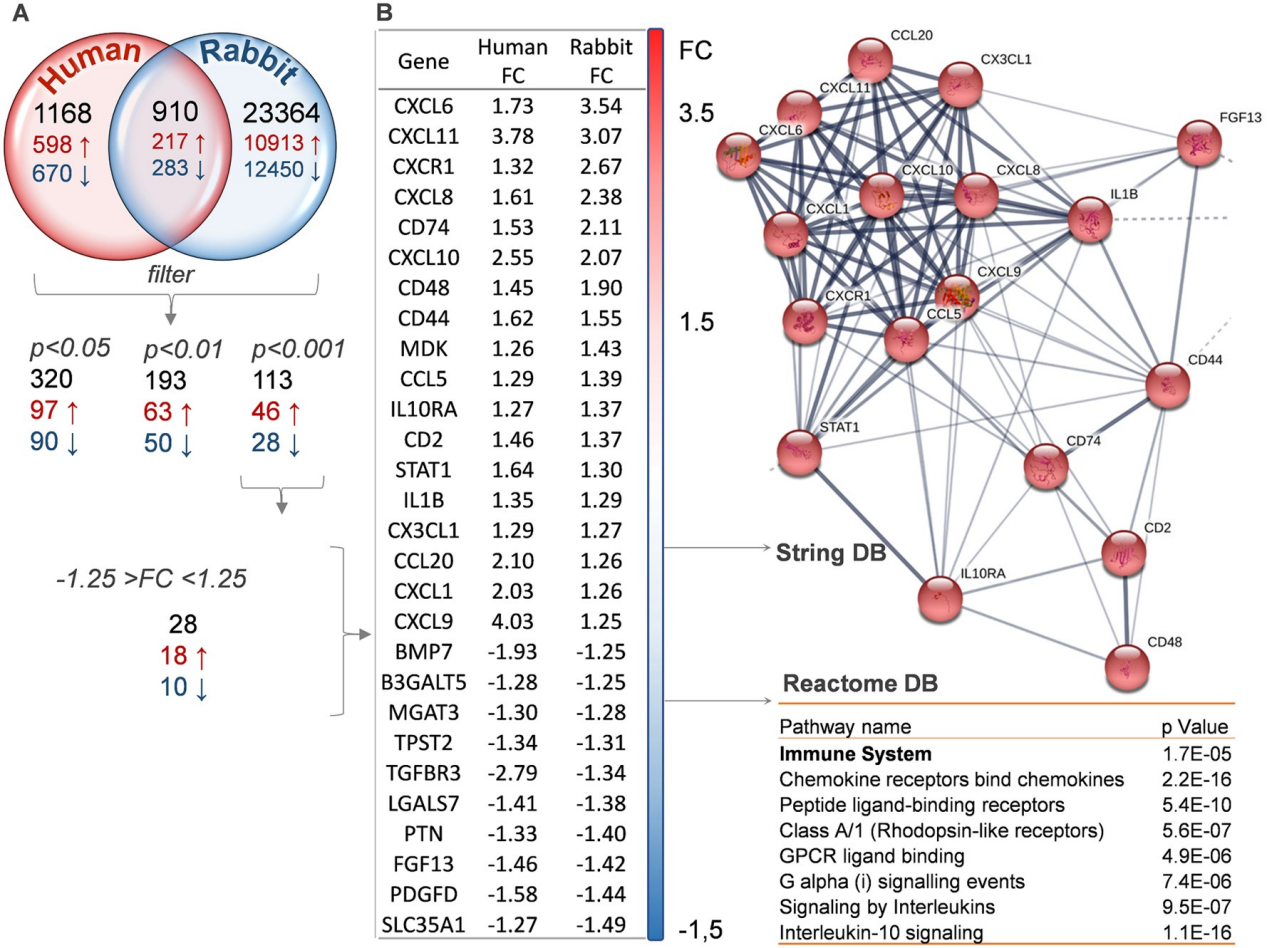
Gene expression in patients with DED not related to Sjogren syndrome. **A**. Venn Diagram depicts the overlap between rabbit and human non-Sjogren’s DED microarray data. Of the 910 overlapping and annotated genes, 217 were similarly upregulated and 283 downregulated in both species, the remaining 410 were changed in opposite directions. The distribution of these genes based on the threshold of statistical significance (TAC, as in Methods) is also shown. **B**. 28 genes were subtracted from the p<0.001 group, based on their FC values and listed in descending order according to the FC in rabbit gene expression. The String database (DB) revealed a cluster among them related to the immune response (upper part), whereas the Reactome DB system identified several pathways, with the top one being the immune system, common to human and rabbit transcriptomes.

## Discussion

DED, a common ocular disease, still remains elusive in its detailed pathophysiology, a fact likely contributing to the lack of a successful therapeutic agent. Our comprehensive gene expression analysis of conjunctival tissue in a rabbit model of DED and its comparison to corresponding human data offer a pathophysiological insight into DED that may be relevant to the human disease.

The rabbit is a suitable model for such studies not only because the size of its globe is close to the human but also because of similarities in the histology and biochemistry of the ocular surface. The rabbit DED model we used is robust and has proven useful in the evaluation of candidate drugs. The lectin Concanavalin A, by way of its repeated injections, established chronic DED, akin to the clinically encountered disease. We show that four parameters of DED, which monitor different aspect of the ocular surface, tear composition and stability, were all abnormal and consistent with chronic DED. Principal component analysis of the results, providing a composite of their individual contributions, also confirmed DED [15].

Conjunctiva, a significant portion of the ocular surface, is affected by DED (regardless of its etiology) similar to the cornea. Thus, the molecular changes we observed represent the result of sustained chronic DED at the major target tissue. Moreover, full thickness biopsies should provide a more informative picture of DED, since the inflammatory changes in the ocular surface tissues extend beyond the reach of impression cytology.

Our first observation was that slightly over one-fifth of all rabbit genes are differentially expressed in DED compared to normal controls; of them, roughly half are upregulated and the other half downregulated. This finding suggests long-term and perhaps more complex perturbations in the conjunctiva associated with DED.

Further analysis of these changes with various approaches and focusing on transcripts whose expression was altered in a quantitatively significant manner, unraveled several patterns in these broad changes. Specifically, differentially expressed genes could be segregated into functional modules and clusters; altered pathways; functionally linked genes; and into groups of individual genes of known or suspected pathophysiological relevant to DED. A common feature of all these subgroups is the breadth and magnitude of the changes that encompass essentially all aspects of cell biology and ocular immunology.

The 12 functional modules (7 from the upregulated genes and 5 from the downregulated genes) include such fundamental cell functions as transcriptional and translational control; metabolism of various lipids; prominent intracellular signaling pathways such as Wnt and Notch; and metabolism ranging from the ordinary to drug metabolic pathways. In addition, there are changes that appear to be of greater interest to DED pathophysiology as it is currently understood. They include solute transport genes and aquaporins that may mediate the response to ocular surface desiccation or hyperosmolarity; cytokine signaling likely involved in inflammation; and apoptosis reflecting advanced epithelial damage. 

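AQP4, a water channel, was the aquaporin that changed in DED, with a log2 fold change of -0.75 (standard error 0.06, adjusted p = 0.00128) from limma, and it fell. Of the aquaporin list, 0 of 10 measured members were higher, 1 was lower and 9 did not pass the test (0 higher and 1 lower when adjusted over the list alone), with adjusted p = 0.722 by camera, and adjusted p = 0.781 with an estimated correlation. By fry, another list test of limma, the adjusted p was 0.0056, direction down.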

Prominent here, as in virtually all types of analysis that we performed, are changes in the expression of genes related to the three components of the immune response, innate and adaptive immunity, and antigen presentation. Cluster analysis also highlighted changes in these immune responses, with changes in cell cycle forming a separate cluster.

The 25 most altered pathways paint a similar picture of potential large-scale changes. Of our five subgroupings of these pathways, 3 are concerned with immune phenomena, namely innate and adaptive immune response and immune cell trafficking and signaling, totaling 10 significantly changed specific pathways. The other two subgroups, encompassing 15 specific pathways, concern gene transcription, translation, and posttranslational modifications. It is worth recalling that this is only a partial listing, as it includes the pathways with the most prominent changes.

Viewed another way, 78 individual genes with quantitatively (and statistically) significant changes represent a broad array of cellular functions along the lines mentioned above, including the immune response. Notable are the S100 genes, known to be involved in DED [34], as well as NOX and HEY genes involved in oxidative stress and Notch and Wnt signaling respectively, all implicated in DED [44].

Two interesting groups of genes whose transcription changed in DED were the multiple genes regulated by type I, II or III interferons and the olfactory genes. The 16 interferon-regulated genes may significantly contribute to ocular surface inflammation [26,37,43]. For example, the inflammatory cycle of DED includes myeloid effector cells such as neutrophils and macrophages which produce cytokines, namely IL-1 and IFNγ that mediate typical epithelial metaplasia and goblet cell loss. Cytokines derived from cellular sources within the conjunctiva induce HLA-DR expression on antigen presenting cells, a function well established to correlate with DED [7,35]. 

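CD86, a costimulatory ligand on antigen-presenting cells, had a log2 fold change of 0.46 (standard error 0.10, adjusted p = 0.0491) in DED from limma. CD40 and CD80 had log2 fold changes of 0.25 (adjusted p = 0.0863) and 0.19 (adjusted p = 0.197) and did not pass an adjusted p under 0.05. Their unadjusted p from limma was 0.00877 and 0.0381. CD86 did not pass the test without any 1 of the 6 arrays (limma, adjusted p = 0.07 to 0.146), or with a robust fit in eBayes, in the one-way analysis of variance, with quantile normalization once more or with median centring; CD40 passed the test without the 30% dimmest probe sets.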

Upregulation of costimulatory molecules such as CD40, CD80, and CD86 involved in APC–T-cell interactions hints at the presence of a yet unidentified autoantigen and the break of tolerance in DED [45]. The perpetuating inflammatory state in DED is dependent on the influx and efflux of T cells from ocular surface to the regional lymph nodes mediated by chemokines and chemokine receptors.

The role of adaptive immunity in DED pathogenesis is well established by disease causing adoptive transfer of CD4+ T cells in nude mice [46] along with presence within the desiccated ocular surface of CD4+ IFNγ and Th17 cells [47]. The latter confer pathogenicity as evidenced by amelioration of DED after in vivo neutralization of IL17 a cytokine associated with epithelial disruption [48,49]. Constant desiccating stress primes epithelial and ocular surface immune cells to generate an innate immune response which in turn and in tandem instructs sentinel adaptive immune events leading to typical DED pathologic changes.

The olfactory genes may be part of the ‘eyes-nose-oral cavity’ axis speculated to participate in DED. Indeed, an autoimmune response to odorant binding protein 1a has been associated with DED in the Aire-deficient mouse and identified as a putative autoantigen in a Sjogren’s-like mouse model [50]. Transcriptomic and proteomic profiling of mouse olfactory tissues revealed high proportions of odorant binding and antimicrobial defense proteins, suggested to be a part of a defense mechanism activated by pathogens that regularly enter the body through the facial ports of entry (eyes, nose and mouth) [50].

Changes in the transcription of immune response genes are ubiquitous, as confirmed in our microarray data by RT-PCR. Analysis of the transcripts of a well-selected group of 84 relevant genes revealed a strong correlation between the two methods, validating the microarray results. These genes cover multiple participants in the immune response.

There are two important questions regarding our findings: Their degree of similarity to human DED, and their relevance to the development of the disease. The answers to both are, out of necessity, partial.

Human DED transcriptomic studies are limited by the low number of transcripts analyzed [26,42,48]. Nevertheless, the two most extensive studies allowed a comparison between human and rabbit transcriptomes revealing a significant correlation between them. It was interesting that one study concerned Sjogren’s patients, considered the prototypical aqueous-deficient form of DED [24] and the other non-Sjogren’s patients, presumably representing either evaporative or mixed DED [23]. [One potential corollary to this observation is that at the transcriptome level the pathophysiological subtypes may be quite similar if not identical. This is in line with evidence suggesting that conjunctival histopathologic features in DED patients are similar between Sjogren’s and non-Sjogren’s patients [45]. It is worth recalling that absent the history and associated clinical findings, the etiopathogenesis of DED cannot be identified by examination of the ocular surface or tears.

A synthesis of these data was attempted in order to relate them to the pathophysiology of DED. even though such an effort has its limitations. For example, our data, extensive as they may be, reflect a single time point in the evolution of the disease, and thus it is difficult to assign the temporal sequence of changes that could suggest etiological associations. Such limitations notwithstanding, we selected transcriptomic changes based on their magnitude, consistency (identified by more than one types of analysis) or pathophysiological plausibility based on extant knowledge. Such changes could be viewed against the “vicious cycle” of DED, which conceptualizes its pathophysiology (Fig 9). Thus, several pathways e.g., cytokine signaling; families of effector molecules that contribute to the development of DED, e.g., aquaporins and MMPs; or broader cellular processes, e.g., cell cycle control can be linked to individual components of the DED cycle.

**Fig 9:**
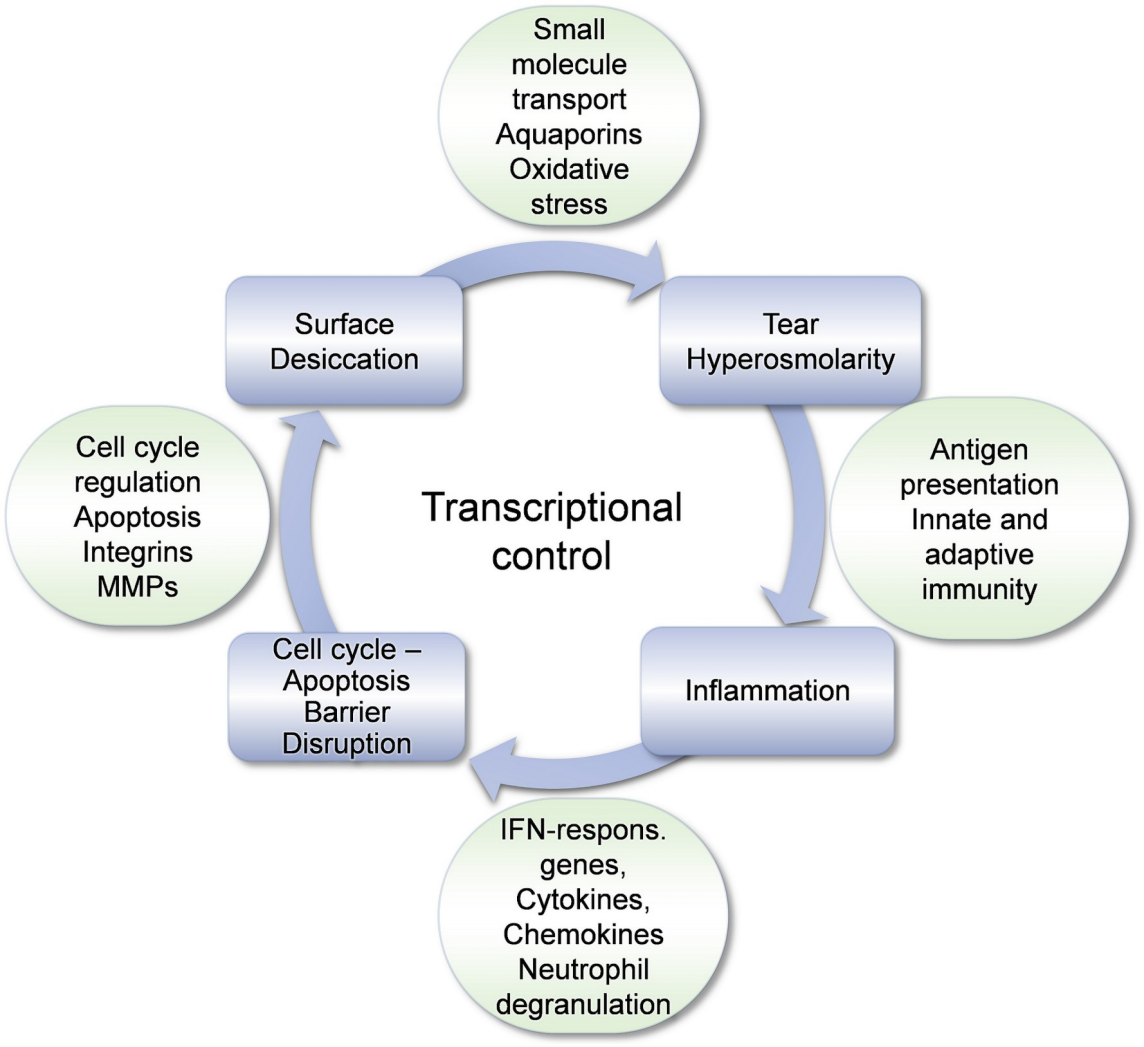
Transcriptome changes during the vicious cycle of DED. The four components of the vicious cycle of the pathophysiology of DED are shown. Representative changes in gene expression observed in rabbits with DED are linked to each stage of the cycle. Changes in genes involved in transcriptional control (depicted at the center of the cycle) likely affect all stages of DED evolution.

The expression of numerous genes or families of genes participating in transcriptional control was also altered in our study (Table 2). It is, however, impossible to identify the DED stage that each of the 19 entries under the subheading “Gene transcription” in Table 2 participates. Given the involvement of transcriptional regulation in numerous cellular processes, we suspect that transcriptional control may participate in all stages of the DED cycle; this consideration dictated its position at the center of the cycle in Fig 9.

It would be very important to identify which of these changes are *essential* for the development of DED. We speculate that only some, perhaps few, of these changes initiate DED while a larger number of them, likely not all of them, contribute to its clinical manifestations.

Interestingly, our finding of so pervasive molecular changes associated with DED, at least in its chronic stage, which corresponds to its routine clinical presentation, may explain the difficulties in developing successful treatments for this disease [1]. For example, efforts narrowly targeting one or a small range of signaling pathways may not be sufficient to overcome some of the many parallel or redundant pathways perturbed in DED. If this speculation is borne out by further work, therapeutic strategies may well favor the development of multi-targeted agents.

A practical consideration is that the rabbit model that we used recapitulates not only the signs and symptoms of the human disease but also the molecular changes underlying DED. Our findings suggest that this model is suitable for the study of the pathogenesis of DED, regardless of its subtype, as there appears to be a common final molecular platform once the disease is established. As already mentioned, this model (and its earlier versions) has been useful in the assessment of DED therapeutics [11].

## Conclusions

Our findings provide strong evidence of large-scale changes in the expression of over a fifth of the rabbit genome in the conjunctiva associated with chronic DED. These changes encompass vital cellular functions and are not random in nature, as evidenced by specific alterations in over 25 key signaling pathways and genes controlling the immune response of the ocular surface. There is significant correlation between rabbit and human DED, both aqueous-deficient and evaporative. Several of the observed changes are consistent with current understanding of DED pathophysiology but the specific contribution of each of the multiple changes remains uncertain. Our data offer new and significant insights to our understanding of the pathophysiology of DED and to the future development of successful treatments.

## Supporting information

S1 Fig Protein association networks in DED. Functional enrichment analysis of protein association networks (determined by String) in rabbits with DED induced as in Methods.
(PDF)

S1 Table Reactome analysis of gene expression in rabbits with DED. Analysis of pathway knowledge (Reactome) of differentially expressed genes in rabbits with DED induced as in Methods.
(PDF)

S1 Dataset Gene expression in human and rabbit DED. Gene expression data from rabbits with DED obtained by microarray analysis and RT- PCR) and from humans as reported in the literature (referenced in the text).
(XLSX)

S2 Dataset Pathway analysis in DED. The DED rabbit transcriptome was analyzed by String to identify clusters and then subjected to Reactome analysis.
(XLSX)

# Supplementary material for: The transcriptome of rabbit conjunctiva in dry eye disease: Large-scale changes and similarity to the human dry eye
**Source:** PLoS One. 2021 Jul 29;16(7):e0254036. doi: 10.1371/journal.pone.0254036
**Supplement:** S1 Fig — Functional enrichment analysis of protein association networks (determined by String) in rabbits with DED induced as in Methods.

Supplemental Figure 1. Cluster analysis of the differentially expressed genes

The cluster analysis of the differentially expressed genes with FC>1.5-fold p<0.05 (upregulated, **A**) or FC<-1.25-fold p<0.05 (downregulated, **B**) was performed with the String database (<https://string-db.org>) Algorithm used: MCL. Inflation parameter = 1.9. Reference organism: *Oryctolagus cuniculus* (rabbit).

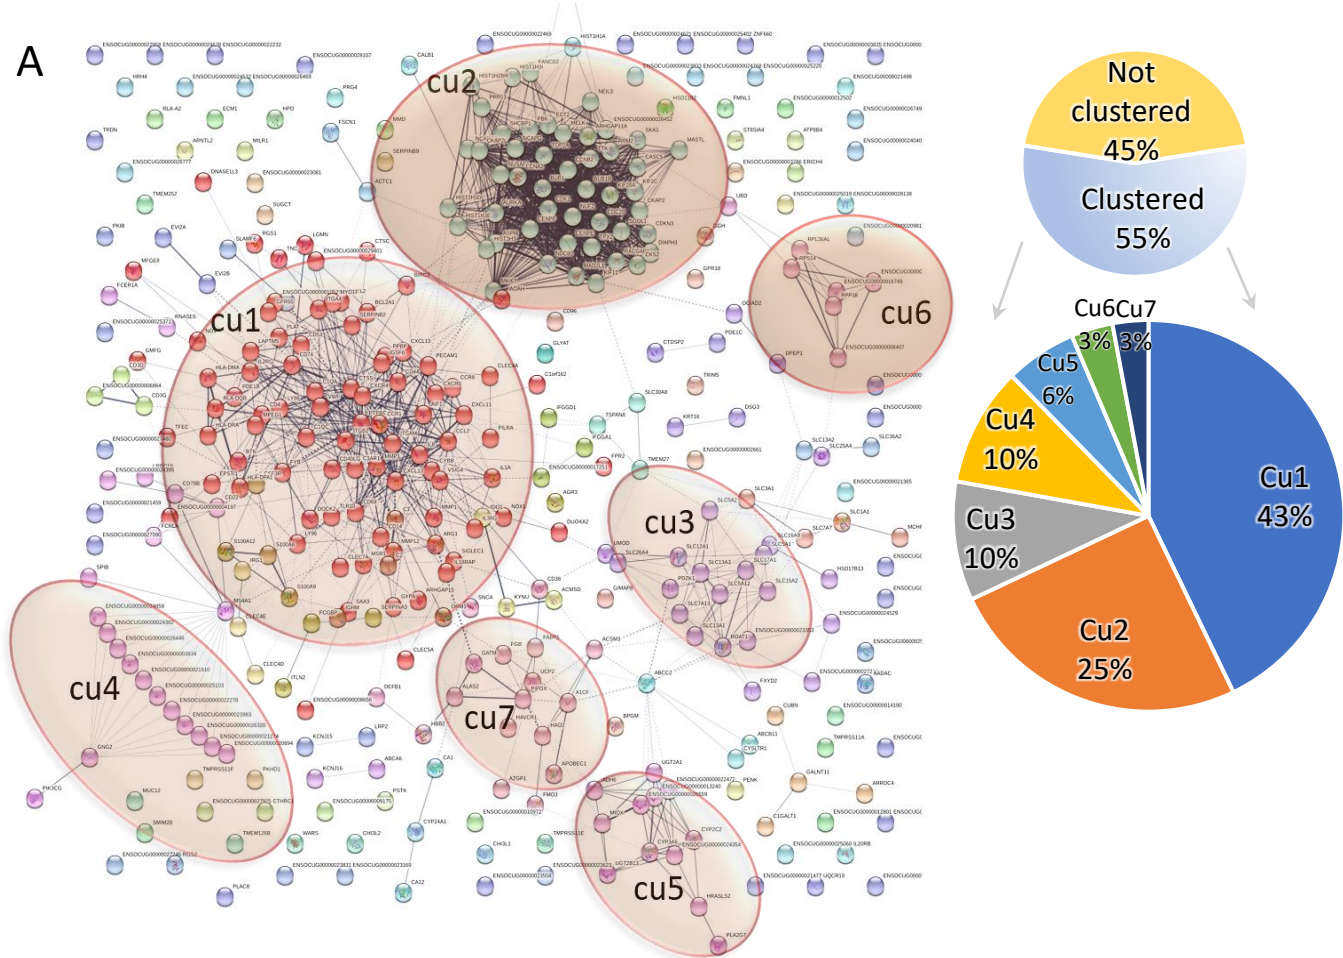

Cluster	Gene no.	Gene %	Upregulated genes
Cu1	87	23.3	Innate and adaptive immune response, chemokines, GPCRs, TLRs, MHC class II antigen presentation MHC II
Cu2	51	13.8	Cell Cycle, cell cycle checkpoints, mitotic Metaphase and Anaphase, kinetochores
Cu3	20	5.4	SLC-mediated transmembrane transport: SLC5A2, SLC5A1, SLC26A4, ABC transporters
Cu4	20	5.4	G proteins, signalling through PI3Kg, PLCb, prostacyclins, potassium channels, aquaporins, GABA B receptors
Cu5	12	3.3	Metabolism of drugs, oxidation, glucuronidation, Phase I and II - functionalization of compounds, PPARA, regulation of lipid and phospholipid metabolism
Cu6	7	1.9	Translational control (initiation, elongation, termination), ribosome processing, selenocysteine synthesis, SRP targeting, Nonsense Mediated Decay (NMD), rRNA processing, mRNA editing
Cu7	6	1.6	Beta defensins, antimicrobial peptides, metabolism of amino acids and derivatives
Tested genes (total)	512	100.0	
Found in String database	369	72.1	
Clustered	203	55.0	

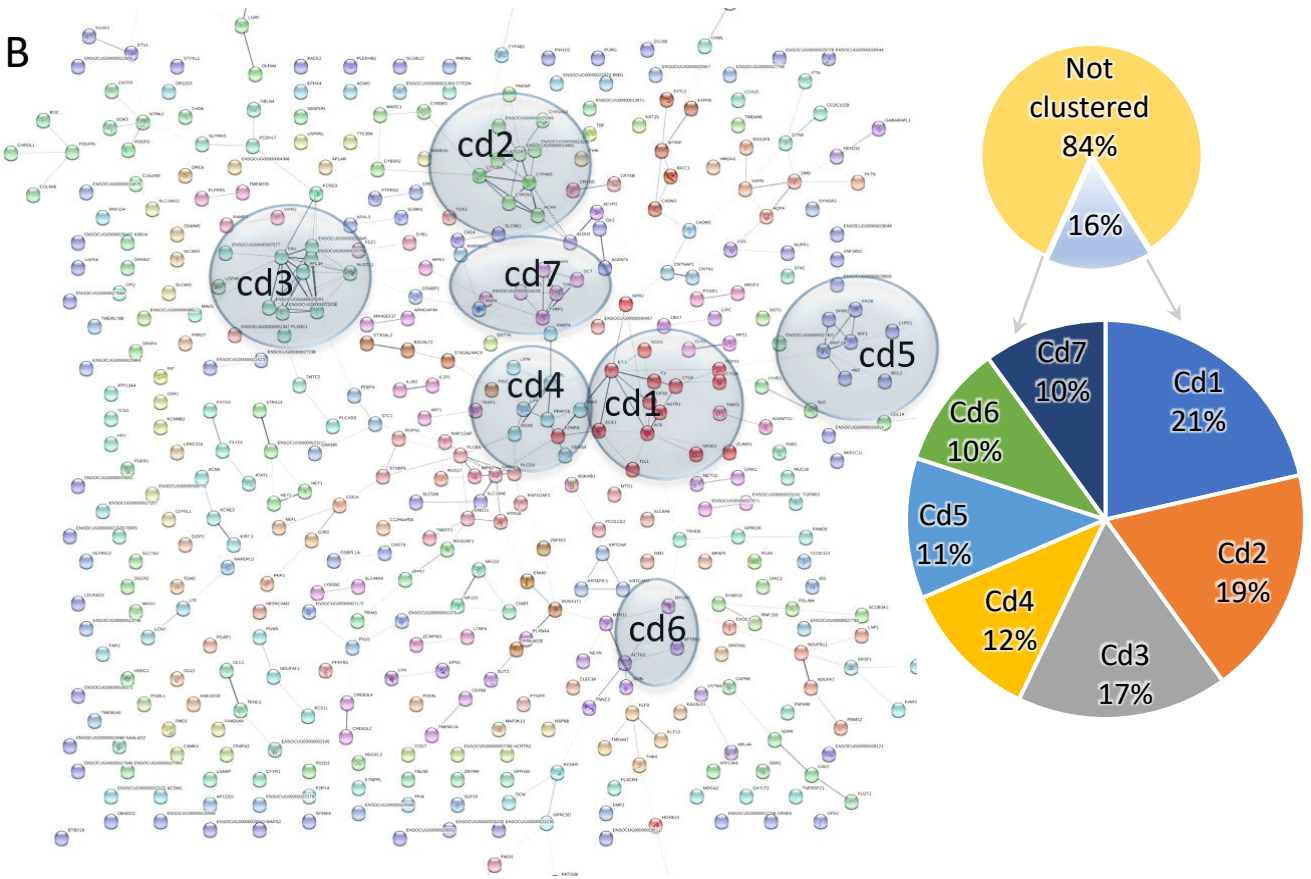

Cluster	Gene no.	Gene %	Downregulated genes
Cd1	17	21	Transcriptional control: nuclear receptors, cellular responses to stress and external stimuli, detoxification of ROS, A/1 rhodopsin-R
Cd2	16	19	Translational control (elongation, termination), 40S ribosome turnover, Selenocysteine synthesis, SRP targeting, Nonsense Mediated Decay (NMD)
Cd3	14	17	Metabolism, phase I - functionalization of compounds, oxidations, immune response, TNF signaling, death receptor signalling, sulfide oxidation to sulfate
Cd4	10	12	Lipid and sphingolipid metabolism, adipocyte differentiation, triglyceride catabolism, GPCR
Cd5	9	11	WNT, WNT5, FZD4, DVL, TCF signaling, estrogen signaling, intrinsic apoptosis, inactivate anti-apoptotic BCL-2 members, IL-4 and IL-13, DVL, YAP1-mediated transcription, inositol metabolism
Cd6	8	10	Cytoskeleton and signal transduction, ankyrins, muscle contraction, axon guidance, Ca-dependent events, FOXO-mediated transcription, oxidative stress, transport to the Golgi
Cd7	8	10	Aminoacid and small molecules transport and metabolism, melanin biosynthesis, defective SLC24A5, transport of small molecules, amino acids metabolism
Tested genes (total)	698	100.0	
Found in String database	518	74.2	
Clustered	83	16.0

# Supplementary material for: The transcriptome of rabbit conjunctiva in dry eye disease: Large-scale changes and similarity to the human dry eye
**Source:** PLoS One. 2021 Jul 29;16(7):e0254036. doi: 10.1371/journal.pone.0254036
**Supplement:** S1 Table — Analysis of pathway knowledge (Reactome) of differentially expressed genes in rabbits with DED induced as in Methods.

Supplementary tables S1

Table S1.A. Differentially expressed genes sorted in the most affected pathways (Reactome).

	<i>Gene</i>	<i>Fold change</i>	<i>p-value</i>
**Innate immunity**			
Neutrophil degranulation	S100A12	8.49	2.9e-14
	CHI3L1	3.89	3.2e-10
	S100A8	3.72	1.0e-10
	CXCR1	2.67	4.7 e-9
	CYBB	2.31	4.9 e-8
	CXCR2	2.28	5.0 e-8
	ITGAM	2.25	5.5 e-8
	CD14	2.23	5.8 e-10
	CLEC4D	2.22	7.7 e-7
	PPBP	2.16	2.0 e-4
	PTPRC	2.11	4.7 e-10
	FPR2	1.99	0.002
	PLAC8	1.99	2.4 e-8
	MS4A1	1.94	2.0 e-4
	S100A9	1.93	4.2 e-8
	ITGB2	1.89	2.2 e-8
	CD68	1.88	1.3 e-9
	CD53	1.86	2.0 e-9
	CD36	1.82	3.1 e-5
	PECAM1	1.80	1.2 e-6
	SERPINB2	1.73	1.1 e-7
	NCKAP1L	1.71	6.6 e-7
	CLEC5A	1.70	0.001
	C3AR1	1.70	1.9 e-5
	CTSS	1.70	1.0 e-8
	CTSC	1.66	8.4 e-8
	GMFG	1.65	4.0 e-6
	ARG1	1.63	3.0 e-6
	DOCK2	1.61	4.0 e-6
	GGH	1.60	2.0 e-4
	TCN1	-2.26	1.0 e-6
	OLFM4	-1.9	9.3 e-7
	PTPRN2	-1.71	2.5 e-5
Trafficking and processing of endosomal TLRs	LY96	1.94	4.3 e-9
	TLR10	1.63	0.005
	LY86	1.61	1.0 e-4
**Adaptive immunity**			
MHC class II antigen presentation	HLA-DQA1	3.17	9.2e-12
	HLA-DRB1	2.38	6.5e-4
	HLA-DRA	2.29	1.9e-10
	HLA-DMA	1.88	2.3e-7
	CD74	2.11	1.2 e-9
	KIF11	1.84	7.1 e-7
	HLA-DOA	1.78	2.9 e-7
	KIF20A	1.71	1.6 e-7
	CTSS	1.70	1.0 e-8
	CTSC	1.66	8.4 e-8
	RACGAP1	1.61	1.7 e-5
	CD4	1.55	0.0005
Translocation of ZAP-70 to Immunological synapse	CD3D	1.91	2.0 e-6
	CD3G	1.74	2.0 e-6
	CD4	1.55	0.0005

TCR signaling	CD3D	1.91	2.0 e-6
	FYB	1.86	5.8 e-5
	CD3G	1.74	2.0 e-6
	CD4	1.55	0.0005
Downstream TCR signaling	CD3D	1.91	2.0 e-6
	CD3G	1.74	2.0 e-6
	CD4	1.55	0.0005
Phosphorylation of CD3 and TCR zeta chains	CD3D	1.91	2.0 e-6
	CD3G	1.74	2.0 e-6
	CD4	1.55	0.0005
Generation of second messenger molecules	CD3D	1.91	2.0 e-6
	FYB	1.86	5.8 e-5
	CD3G	1.74	2.0 e-6
	CD4	1.55	0.0005
PD-1 signaling	CD3D	1.91	2.0 e-6
	CD3G	1.74	2.0 e-6
	CD4	1.55	0.0005
Interaction between lymphocytes and antigen presenting cells	CD96	1.57	0.0013
**Cytokine signaling**			
Interleukin 10 signaling	CXCL10	2.07	2.4 e-7
	FPR2	1.99	0.002
	IL1A	1.91	1.0 e-4
	CCR1	1.79	1.6 e-5
	ALDH2	-1.70	2.2 e-6
	MARC1	-1.67	4.5 e-8
	PADI3	-1.67	1.6 e-6
	LY6G6C	-1.63	6.8 e-8
	LSAMP	-1.63	3.1 e-7
	PLCB4	-1.63	1.0 e-6
	DOK5	-1.63	1.2 e-5
	RAMP2	-1.63	0.001
	CPE	-1.60	3.1 e-5
	NEFL	-1.60	2.0 e-4
	RSPO3	-1.59	0.004
	NAPEPLD	-1.58	1.0 e-6
Interleukin 12 signaling	CA1	2.77	1.0 e-7
Interleukin 1 signaling	IL18RAP	1.51	0.013
	IL36G	1.51	0.010
	CASP1	1.21	2.0 e-4
Interleukin 4 and 13 signaling	LCN2	-2.03	1.0 e-6
**Signal transduction**			
Chemokine receptors bind chemokines	CXCL6	3.54	8.7 e-11
	CXCL11	3.07	7.0 e-8
	CXCL8	2.38	1.5 e-8
	CCL7	2.37	4.5 e-8
	CXCR4	2.21	1.1 e-6
	CXCL10	2.07	2.4 e-7
	CXCL13	1.92	1.0 e-6
	CCR1	1.79	1.6 e-5
	CCRL2	1.72	1.2 e-7
	CXCR6	1.54	8.5 e-5
Signaling by NOTCH4	HEY1	-1.63	4.0 e-6
	HEY2	-1.62	5.5 e-5
Signaling by Rho-GTPase	NOX1	2.30	6.3 e-9
	RACGAP1	1.61	1.7 e-5
Signaling by GPCR	GPR18	2.25	3.0 e-6

	HTR1B	-2.36	4.0 e-7
	OPN5	-1.91	1.9 e-7
	CCL21	-1.87	7.7 e-9
	OR5W2	-1.72	0.016
	GPRC5A	-1.69	3.1 e-7
	PLCB4	-1.63	1.0 e-6
	RAMP2	-1.63	0001
Signaling by BCR	CD79B	1.6	4.0 e-6
Signaling by Wnt	WIF1	-2.0	3.6 e-8
**Gene expression**			
Nuclear Receptor transcription pathway	NR1D1	-2.01	1.9 e-9
Transcriptional regulation by RUNX3	ITGAM	2.25	5.5 e-8
	ITGA4	1.79	2.7 e-5
	CD4	1.55	0.0005
	NKX3-1	-1.89	2.1 e-7
	STAC	-1.87	0.0004
	HEY1	-1.63	4.0 e-6
	HEY2	-1.62	5.5 e-5
	RSPO3	-1.59	0.004
Oxidative stress mediated transcription	ABCA6	2.77	1.43 e-7
	FBXO32	-1.53	0.001
**Extracellular matrix organization**			
Integrin cell surface interactions	MMP12	3.06	3.7 e-8
	MMP3	1.56	1.0 e-6
	MMP1	1.51	4.3 e-5
	MMP13	1.29	0.002
	MMP9	1.17	0.039
Degradation of extracellular matrix	ADAMTS1	-1.58	1.0 e-6
	CAPN9	-1.51	1.0 e-6
**Metabolism of RNA**			
Nonsense Mediated Decay (NMD)<br>independent of the Exon Junction Complex (EJC)	NOV	1.95	7.8 e-9
	RPS14	1.64	2.0 e-6
	BTBD18	-1.59	0.042
**Protein translation**			
Peptide chain elongation	RPS14	1.64	2.0 e-6
	RPL34	-1.84	1.84 e-7
Post translation modification	VNN3	-4.69	2.4 e-12
	LYPD1	-3.69	1.0 e-9
	PGAP1	-1.84	0.0001
	LY6G6C	-1.63	6.8 e-8
	LSAMP	-1.63	3.1 e-7
**Cell cycle**			
Polo-like kinase mediated events	CCNB2	2.11	2.3 e-8
	CENPF	1.67	4.0 e-6
Cell cycle checkpoints	CDK1	2.48	5.8 e-8
	KIF2C	1.59	3.5 e-5
**Apoptosis**	CASP3	1.44	5.9 e-5
	CASP10	1.37	7.0 e-4
	CASP1	1.21	2.0 e-4
**Axon guidance and cell migration**			
Regulation of expression of SLITs and ROBOs	RPL36AL	2.39	1.1 e-5
	RPS14	1.64	2.0 e-6
	RACGAP1	1.61	1.7 e-5
	CENPE	1.58	7.0 e-6
	MAD2L1	1.58	2.4 e-7

**Metabolism**			
O-linked glycosylation	MUC12<br>MUC16<br>MUC5AC	2.87<br>-1.62<br>-1.21	8.0 e-8<br>2.0 e-6<br>0.009
Keratinization	KRT16<br>KRT18<br>SPRR3<br>TCHH<br>PKP2	2.44<br>-2.42<br>-2.03<br>-1.87<br>-1.53	1.0 e-6<br>2.4 e-8<br>7.3 e-8<br>0.003<br>9.0 e-6
Transport of small molecules	SLC13A1<br>SLC5A12<br>SLC17A1<br>SLC3A1<br>SLC16A9<br>SLC36A2<br>SLC15A2<br>SLC7A13<br>SLC5A2<br>SLC13A3<br>SLC30A8<br>TMEM252<br>SCGB1D1<br>SLC7A3<br>SLC4A5<br>SLC5A8<br>SLC24A5<br>ATP13A5	2.30<br>2.0<br>2.0<br>1.94<br>1.92<br>1.89<br>1.68<br>1.66<br>1.65<br>1.64<br>1.63<br>1.59<br>-6.9<br>-2.17<br>-1.78<br>-1.72<br>-1.67<br>-1.59	2.2 e-9<br>4.4 e-9<br>1.0 e-6<br>4.3 e-8<br>2.1 e-7<br>1.0 e-5<br>1.0 e-6<br>1.7 e-5<br>1.6 e-6<br>2.0 e-6<br>2.0 e-6<br>2.0 e-6<br>6.2 e-9<br>9.0 e-6<br>2.0 e-6<br>3.3 e-6<br>6.1 e-5<br>4.4 e-7
Oxidation	NOX1<br>GSTA2<br>PIPOX<br>HAO2<br>GPX3<br>AOX4	2.30<br>2.26<br>1.63<br>1.60<br>1.54<br>-1.75	6.3 e-9<br>1.2 e-8<br>4.0 e-4<br>1.0 e-6<br>0.0003<br>9.0 e-6
Hydroxylation	CYP4B1	-1.60	2.0 e-6
Regulation of IGF transport	PENK	1.94	1.0 e-6
**Miscellaneous**			
Antimicrobial peptide	DEFB1<br>LTF	1.60<br>-2.76	3.0 e-6<br>5.3 e-9
Transmission across electrical and chemical synapses	PANX2<br>FLOT2<br>GRIK1<br>RASGRF1<br>NEFL	-2.09<br>-1.81<br>-1.72<br>-1.65<br>-1.60	3.2 e-9<br>0.01<br>0.006<br>2.0 e-6<br>2.0 e-4
Neurotransmitter clearance	ALDH2	-1.70	2.2 e-6
Water transport	AQP4	-1.65	2.0 e-5
Cellular response to heat stress	CRYAB	-1.51	3.9 e-7

Table S1.B. Differentially expressed genes common to rabbit and patients with Sjogren's syndrome.

Official gene symbol (NCBI Gene)	Human*	Rabbit	p-value
CXCL9	7.10	1.25	0.01185
CCR1	4.90	1.79	0.00002
CXCR4	3.90	2.21	0.00000
NOX1	3.10	2.30	0.00000
LY96	2.60	1.94	0.00000
HLA-DRA	2.40	2.29	0.00000
ITGB2	2.10	1.89	0.00000
CXCL10	2.10	2.07	0.00000
NOS2	2.10	1.39	0.00120
HLA-DRB1	1.90	2.38	0.00007
C1QB	1.90	1.28	0.00006
STAT1	1.80	1.30	0.00001
C2	1.80	1.78	0.00000
CCL5	1.70	1.39	0.00002
IL15	1.50	1.32	0.01600
PTGFR	-3.33	-1.39	0.00090
GNGT1	-2.00	-1.26	0.01122
HMGB2	-1.43	-1.44	0.00006

*Literature: H. Liang, K. Kessal, G. Rabut, P. Daull, J.S. Garrigue, S. Melik Parsadaniantz, M. Docquier, C. Baudouin, F. Brignole-Baudouin, Correlation of clinical symptoms and signs with conjunctival gene expression in primary Sjogren syndrome dry eye patients, *Ocul. Surf.* 17 (2019) 516–525.
<https://doi.org/10.1016/j.jtos.2019.03.005>.
<https://www.ncbi.nlm.nih.gov/pubmed/30905840>

Table S1.C. Differentially expressed human DED related genes and potential DED biomarkers.

Rabbit (*Oryctolagus cuniculus*) gene expression (microarray data), sorted according to FC and p-value (Transcriptome Analysis Console) for cluster analysis of rabbit.

Gene name	Gene full name	Gene Accession no.	Human*	Rabbit	p-value
PIP	prolactin-induced protein PIP	NM_001171116	-1.45	-24.52	5.49E-14
ORM1	orosomucoid 1	NM_001101695	2.90	6.91	1.41E-12
S100A8	S100 calcium binding protein A8	XM_002715343	2.21	3.72	1.05E-10
LTF	lactotransferrin	XM_008260521	-1.27	-2.76	5.31E-09
S100A9	S100 calcium binding protein A9	NM_001256473	4.13	1.93	4.21E-08
LYZ	lysozyme C	XM_002711324	-1.35	-1.30	4.10E-03
S100A4	protein S100-A4	XM_008264410	3.08	1.19	1.44E-02
S100A11	S100 calcium binding protein A11	ENSOCUT00000005200	1.76	1.43	5.70E-03
ENO1	enolase 1, (alpha)	XM_002716143	2.24	1.21	8.27E-01
LCN1	lipocalin-1-like	XM_008253095	-1.37	-1.31	9.96E-01
S100A12	S100 calcium binding protein A12	XM_002715516	no data	8.40	3.28E-11
LCN2	lipocalin 2	XM_002722973	no data	-2.03	1.17E-06

*Literature: L. Zhou, R.W. Beuerman, C.M. Chan, S.Z. Zhao, X.R. Li, H. Yang, L. Tong, S. Liu, M.E. Stern, D. Tan, Identification of tear fluid biomarkers in dry eye syndrome using iTRAQ quantitative proteomics, J Proteome Res. 8 (2009) 4889–4905. <https://doi.org/10.1021/pr900686s>.

<https://pubs.acs.org/doi/pdf/10.1021/pr900686s>

https://pubs.acs.org/doi/suppl/10.1021/pr900686s/suppl_file/pr900686s_si_001.pdf

Table S1.D. Differentially expressed genes common to rabbit and patients with Non-Sjogren's syndrome.

Official gene symbol (NCBI Gene)	Human*	Rabbit	p-value
CXCL9	4.03	1.25	0.000119
CXCL11	3.78	3.07	0.000000
CXCL10	2.55	2.07	0.000000
CCL20	2.10	1.26	0.000228
CXCL1	2.03	1.26	0.000106
CXCL6	1.73	3.54	0.000000
STAT1	1.64	1.30	0.000007
CD44	1.62	1.55	0.000001
CXCL8	1.61	2.38	0.000000
CD74	1.53	2.11	0.000000
CD2	1.46	1.37	0.000331
CD48	1.45	1.90	0.000000
IL1B	1.35	1.29	0.001000
CXCR1	1.32	2.67	0.000000
CCL5	1.29	1.39	0.000016
CX3CL1	1.29	1.27	0.000700
IL10RA	1.27	1.37	0.000114
MDK	1.26	1.43	0.000300
SLC35A1	-1.27	-1.49	0.000068
GALNT11	-1.27	1.57	0.000001
B3GALT5	-1.28	-1.25	0.008041
MGAT3	-1.30	-1.28	0.000260
PTN	-1.33	-1.40	0.000011
CLEC7A	-1.34	2.15	0.000000
TPST2	-1.34	-1.31	0.000300
B3GNT5	-1.36	1.40	0.000100
LGALS7	-1.41	-1.38	0.000027
HPSE	-1.43	1.27	0.000215
FGF13	-1.46	-1.42	0.000316
PDGFD	-1.58	-1.44	0.000001
BMP7	-1.93	-1.25	0.000270
TGFBR3	-2.79	-1.34	0.000008

*Literature: F. Mantelli, L. Schaffer, R. Dana, S.R. Head, P. Argueso, Glycogene expression in conjunctiva of patients with dry eye: downregulation of Notch signaling, Invest. Ophthalmol. Vis. Sci. 50 (2009) 2666–72. <https://doi.org/10.1167/iovs.08-2734>.

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE28941>

The human microarray data of conjunctival epithelium of patients with severe DED, deposited as GSE28941 DataSets in NCBI's Gene Expression Omnibus (GEO), were analyzed with GEO2R software provided by NCBI GEO and correlated with our rabbit microarray data.

Table S1.E. Differentially expressed rabbit transcripts encoding olfactory receptors.

Gene	Gene name	FC,<br>p-value<0.001
LOC103347214	odorant-binding protein-like receptor	-18.52
LOC100339545	olfactory receptor 2G6-like	-2.03
LOC100344041	olfactory receptor 5M3-like	-1.99
LOC100340981	olfactory receptor 502-like	1.87
LOC100348626	olfactory receptor 51A4-like	1.83
LOC100343942	olfactory receptor 1F1-like	-1.73
LOC100356089	olfactory receptor 1002-like	-1.72
LOC100337866	olfactory receptor 2AJ1-like	1.68
LOC100355911	olfactory receptor 6F1-like	1.64
LOC100350606	olfactory receptor 6C4-like	-1.64
LOC100340632	olfactory receptor 6-like	-1.64
LOC100355681	olfactory receptor 10V1	1.6
LOC100347565	olfactory receptor 6B1	1.6
LOC100344026	olfactory receptor 7A17-like	1.57
LOC100358408	olfactory receptor 4C12-like	-1.57
LOC100349050	olfactory receptor 2T29-like	-1.57
LOC100354154	olfactory receptor 8G1-like	-1.56
LOC103352009	olfactory receptor 5B2-like	1.56
LOC103350505	olfactory receptor 52N1	-1.55
LOC100345611	olfactory receptor 4F3/4F16/4F29-like	-1.53
LOC100345265	olfactory receptor 49-like	-1.52
LOC100347240	olfactory receptor 12D3	-1.52
LOC100337750	putative olfactory receptor GPCRLTM7	-1.51
LOC100346428	olfactory receptor 8H1-like	-1.49
LOC100354590	olfactory receptor 2T11-like	-1.48
LOC100355521	olfactory receptor 7E24-like	-1.48
LOC100352387	olfactory receptor 5B12	1.48
OLFR555	olfactory receptor 555	1.48
LOC100351383	olfactory receptor 52N4-like	1.47
LOC100341839	olfactory receptor 5W2-like	-1.46
LOC100346601	olfactory receptor 5AN1-like	1.45
OLFR582	olfactory receptor 582	-1.44
LOC100357002	olfactory receptor-like protein DTMT	1.44
LOC100349877	olfactory receptor 6C74-like	-1.44
LOC100349637	olfactory receptor 52A5-like	-1.42
OLFR622	olfactory receptor 622	-1.42
LOC100345016	olfactory receptor 6C74-like	-1.41
LOC100344793	olfactory receptor 52K1-like	-1.41

Table S1.F. Top differentially expressed rabbit genes encoding a) known and b) new DED related genes that were not described before in the literature.

Gene	Gene Name	Gene Accession no.	-2>FC>2,<br>p-value <0.01
PIP	prolactin-induced protein	NM_001171116	-24.52
LOC103347214	odorant-binding protein-like	XM_008253694	-18.52
LOC103347775	uncharacterized LOC103347775	XM_008254700	9.74
HBB2	hemoglobin, beta	NM_001082260	8.49
S100A12	S100 calcium binding protein A12	XM_002715516	8.40
SCGB2A1	lipophilin CP	NM_001082096	-7.40
ORM1	orosomucoid 1	NM_001101695	6.91
SCGB1D1	secretoglobulin family 1D member 2-like	XM_002721047	-6.90
SCGB1D	lipophilin BL	NM_001082157	-6.66
CYP2A10	cytochrome P450 2A10	NM_001171049	-6.26
ENSOCUG00000026544	biotype:protein_coding	ENSOCUT00000025645	-6.16
ALAS2	aminolevulinate, delta-, synthase 2	XM_002720030	6.16
HBA	Oryctolagus cuniculus alpha-hemoglobin (HBA), mRNA.	NM_001082389	5.92
LOC100355142	transmembrane protease serine 11B-like	XM_008267890	5.43
LOC103347507	major allergen I polypeptide chain 1-like	XM_008254014	-5.22
LOC100008793	lipophilin AS	ENSOCUT00000000455	-5.00
LOC100349251	UPF0762 protein C6orf58-like	XM_002714721	-4.88
ENSOCUG000000025374	ensembl:known chromosome:OryCun2.0:2:98921851:98926926:1 gene:ENSOCUG000000025374 gene_biotype:protein_coding transcript_biotype:protein_coding	ENSOCUT000000030730	4.71
VNN3	vascular non-inflammatory molecule 3	XM_002714826	-4.69
LOC100350165	cysteine-rich secretory protein 3-like	XM_002714381	4.28
C13H1orf162	chromosome 13 open reading frame, human C1orf162	XM_008264672	4.09
IDO1	indoleamine 2,3-dioxygenase 1	XM_002720800	4.08
CHI3L1	chitinase 3-like 1 (cartilage glycoprotein-39)	XM_008268558	3.89
IFGGA1	interferon-inducible GTPase 1	XM_002710316	3.79
SCGB1D1	lipophilin AL2	XM_008274326	-3.78
S100A8	S100 calcium binding protein A8	XM_002715343	3.72
LYPD1	LY6/PLAUR domain containing 1	XM_002712411	-3.69
CXCL6	alveolar macrophage chemotactic factor-like	XM_002717113	3.54
LOC100341513	uncharacterized LOC100341513	XR_516721	-3.47
LOC100347536	NXPE family member 3-like	XM_002721869	-3.47
ENSOCUG000000024628	ensembl:known scaffold:OryCun2.0:AAGW02080938:949:18810:1 gene:ENSOCUG000000024628 gene_biotype:protein_coding transcript_biotype:protein_coding	ENSOCUT000000000994	3.45
IRG1	immunoresponsive 1 homolog (mouse)	XM_002712932	3.43
DCT	dopachrome tautomerase	NM_001297493	-3.37
PRG4	proteoglycan 4	XM_008268756	3.36

GYPA	glycophorin A (MNS blood group)	XM_008267405	3.28
LOC100349428	PREDICTED: Oryctolagus cuniculus cytochrome c oxidase protein 20 homolog (LOC100349428), transcript variant X2, mRNA.	XM_002717638	-3.26
HRH4	histamine receptor H4	XM_002713460	3.23
HLA-DQA1	SLA class II histocompatibility antigen, DQ haplotype D alpha chain-like	XM_002714510	3.17
SAA3	serum amyloid A-3	NM_001082302	3.17
IRGM	immunity-related GTPase family, M	XM_002710166	3.15
ENSOCUG00000026373	ensembl:known<br>scaffold:OryCun2.0:AAGW02083105:366:1905:-1<br>gene:ENSOCUG00000026373 gene_biotype:protein_coding<br>transcript_biotype:protein_coding	ENSOCUT00000031889	-3.09
KIAA1324	KIAA1324 ortholog	XM_008264757	-3.07
CXCL11	chemokine (C-X-C motif) ligand 11	XM_002717006	3.07
MMP12	matrix metalloproteinase 12 (macrophage elastase)	NM_001082771	3.06
LOC103347413	uncharacterized LOC103347413	XR_516148	2.95
MPEG1	macrophage expressed 1	XM_002709176	2.94
mainchrUn_0038+11746781194498	0	0	-2.94
LOC100354078	cytochrome P450 2F5-like	XM_002722297	-2.93
MUC12	mucin-12-like	XM_008253995	2.87
HLA-DMB	histocompatibility antigen DM heterodimer light chain-like	NM_001190433	2.86
COCH	cochlin	XM_002718124	-2.86
LOC100353150	glycine N-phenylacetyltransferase-like	XM_002709174	2.82
ENSOCUG00000028063	ensembl:known<br>scaffold:OryCun2.0:AAGW02082581:1016:2386:1<br>gene:ENSOCUG00000028063 gene_biotype:protein_coding<br>transcript_biotype:protein_coding	ENSOCUT00000031956	-2.80
CYP3A6	cytochrome P450 3A6	NM_001171268	2.79
ENSOCUG00000024597	ncrna:novel<br>chromosome:OryCun2.0:15:63037739:63037867:1<br>gene:ENSOCUG00000024597 gene_biotype:snoRNA<br>transcript_biotype:snoRNA	ENSOCUT00000026471	-2.78
ABCA6	ATP-binding cassette, sub-family A (ABC1), member 6	XM_008271750	2.77
CA1	carbonic anhydrase I	XM_008255708	2.77
LTF	lactotransferrin	XM_008260521	-2.76
ENSOCUG00000027090	ensembl:known<br>chromosome:OryCun2.0:21:4608079:4608673:1<br>gene:ENSOCUG00000027090 gene_biotype:protein_coding<br>transcript_biotype:protein_coding	ENSOCUT00000024792	2.75
ENSOCUG00000024209	ncrna:novel<br>scaffold:OryCun2.0:GL018730:1477043:1477139:-1<br>gene:ENSOCUG00000024209 gene_biotype:rRNA<br>transcript_biotype:rRNA	ENSOCUT00000025885	2.74
ENSOCUG00000025220	ensembl:known<br>chromosome:OryCun2.0:21:4632524:4633098:1<br>gene:ENSOCUG00000025220 gene_biotype:protein_coding<br>transcript_biotype:protein_coding	ENSOCUT00000032152	2.72
TYRP1	tyrosinase-related protein 1	NM_001297495	-2.69
SNCA	synuclein, alpha (non A4 component of amyloid precursor)	XM_002717000	2.68
SCGB2A1	lipophilin CL	NM_001082094	-2.68
CXCR1	chemokine (C-X-C motif) receptor 1	NM_001171082	2.67

ENSOCUG00000018736	ncrna:novel<br>chromosome:OryCun2.0:4:10776345:10776430:1<br>gene:ENSOCUG00000018736 gene_biotype:miRNA<br>transcript_biotype:miRNA	ENSOCUT00000018736	-2.60
ENSOCUG00000025019	ensembl:known<br>chromosome:OryCun2.0:2:98814687:98815160:-1<br>gene:ENSOCUG00000025019 gene_biotype:protein_coding<br>transcript_biotype:protein_coding	ENSOCUT00000006213	2.59
FGFBP1	fibroblast growth factor-binding protein 1-like	ENSOCUT00000022661	2.55
LOC100353536	protein FAM26F-like	XM_002714734	2.51
LOC100338508	UDP-glucuronosyltransferase 2B17-like	XM_002717129	2.50
CDK1	cyclin-dependent kinase 1	XM_002718473	2.48
CUBN	cubilin (intrinsic factor-cobalamin receptor)	XM_008268302	2.47
UGT2A1	UDP glucuronosyltransferase 2 family, polypeptide A1, complex locus	XM_002717124	2.46
KRT16	keratin 16	XM_002719157	2.44
KRT18	keratin 18	XM_008256498	-2.42
LOC100347041	leukocyte immunoglobulin-like receptor subfamily A member 6	XM_008253753	2.42
RPL36AL	ribosomal protein L36a-like	XM_002718228	2.39
HLA-DRB1	HLA class II histocompatibility antigen, DRB1-4 beta chain	XM_002714606	2.38
CXCL8	chemokine (C-X-C motif) ligand 8	NM_001082293	2.38
ENSOCUG00000025247	ncrna:novel<br>chromosome:OryCun2.0:3:44630840:44630968:1<br>gene:ENSOCUG00000025247 gene_biotype:snoRNA<br>transcript_biotype:snoRNA	ENSOCUT00000027529	2.38
LOC100347786	NXPE family member 3-like	XM_008248890	-2.38
CCL7	C-C motif chemokine 7-like	XM_008271107	2.37
HTR1B	5-hydroxytryptamine (serotonin) receptor 1B, G protein-coupled	NM_001082790	-2.36
ENSOCUG00000025864	ensembl:known<br>scaffold:OryCun2.0:GL019480:44303:45623:-1<br>gene:ENSOCUG00000025864 gene_biotype:protein_coding<br>transcript_biotype:protein_coding	ENSOCUT00000031158	-2.34
ENSOCUG00000027123	ncrna:novel<br>chromosome:OryCun2.0:3:35482393:35482515:1<br>gene:ENSOCUG00000027123 gene_biotype:snRNA<br>transcript_biotype:snRNA	ENSOCUT00000030529	2.33
LOC100358539	interferon-induced guanylate-binding protein 1-like	XM_002715873	2.32
LOC103347245	transmembrane protein 254-like	XM_008253729	-2.31
CYBB	cytochrome b-245 beta polypeptide	NM_001082100	2.31
SLC13A1	solute carrier family 13 (sodium/sulfate symporter), member 1	XM_008258262	2.30
NOX1	NADPH oxidase 1	XM_002720381	2.30
HLA-DRA	major histocompatibility complex, class II, DR alpha	NM_001171118	2.29
CXCR2	chemokine (C-X-C motif) receptor 2	NM_001171090	2.28
SULT6B2P	sulfotransferase 6B1-like	XM_008259553	2.28
CKAP2	cytoskeleton associated protein 2	XM_002720757	2.28
LOC100353927	glutathione S-transferase alpha I-like	XM_002714388	2.27
ENSOCUG00000023732	ncrna:novel<br>chromosome:OryCun2.0:12:43218510:43218616:-1<br>gene:ENSOCUG00000023732 gene_biotype:snRNA<br>transcript_biotype:snRNA	ENSOCUT00000025160	-2.27

ENSOCUG00000002<br>6469	ensembl:known<br>scaffold:OryCun2.0:GL018893:510765:511058:-1<br>gene:ENSOCUG000000026469 gene_biotype:protein_coding<br>transcript_biotype:protein_coding	ENSOCUT00000002<br>2049	2.27
TCN1	transcobalamin I (vitamin B12 binding protein, R binder family)	XM_002709185	-2.26
GSTA2	glutathione S-transferase Yc	NM_001171098	2.26
LOC100343992	alcohol dehydrogenase 6-like	XM_002716960	2.26
TMEM126B	transmembrane protein 126B	XM_002708660	2.25
GPR18	G protein-coupled receptor 18	XM_008260138	2.25
ENSOCUG00000002<br>4209	ncrna:novel<br>scaffold:OryCun2.0:GL018730:1477043:1477139:-1<br>gene:ENSOCUG000000024209 gene_biotype:rRNA<br>transcript_biotype:rRNA	ENSOCUT00000002<br>5885	2.25
ITGAM	integrin, alpha M (complement component 3 receptor 3 subunit)	XM_002721749	2.25
LOC100357464	UDP-glucuronosyltransferase 2B14-like	XM_008253410	-2.25
LOC100339150	serpin B4-like	XM_002713633	2.24
CD14	CD14 molecule	NM_001082195	2.23
GENSCAN00000003<br>8921	cdna:genscan<br>scaffold:OryCun2.0:GL018893:444351:476733:-1<br>transcript_biotype:protein_coding	GENSCAN00000003<br>8921	2.23
ENSOCUG00000002<br>3558	ensembl:known<br>scaffold:OryCun2.0:AAGW02081222:6661:7103:1<br>gene:ENSOCUG000000023558 gene_biotype:protein_coding<br>transcript_biotype:protein_coding	ENSOCUT00000002<br>7168	2.23
LOC100357801	interferon-induced very large GTPase 1-like	XM_002708773	2.22
ENSOCUG00000002<br>0338	ncrna:novel<br>chromosome:OryCun2.0:18:66312045:66312171:-1<br>gene:ENSOCUG000000020338 gene_biotype:snoRNA<br>transcript_biotype:snoRNA	ENSOCUT00000002<br>0338	2.22
CLEC4D	C-type lectin domain family 4, member D	XM_008259781	2.22
ENSOCUG00000001<br>9855	ncrna:novel<br>chromosome:OryCun2.0:1:123186091:123186217:1<br>gene:ENSOCUG000000019855 gene_biotype:snoRNA<br>transcript_biotype:snoRNA	ENSOCUT00000001<br>9855	2.21
ENSOCUG00000000<br>3355	ensembl:known_by_projection<br>chromosome:OryCun2.0:15:79730470:79751621:-1<br>gene:ENSOCUG000000003355 gene_biotype:protein_coding<br>transcript_biotype:protein_coding	ENSOCUT00000000<br>3354	-2.21
CXCR4	chemokine (C-X-C motif) receptor 4	XM_002712124	2.21
ERICH4	glutamate-rich 4	XM_002722292	2.21
GENSCAN00000002<br>8894	cdna:genscan<br>scaffold:OryCun2.0:GL019212:88257:106671:1<br>transcript_biotype:protein_coding	GENSCAN00000002<br>8894	2.21
FRZB	frizzled-related protein	XM_002712232	-2.19
ENSOCUG00000002<br>5999	ncrna:novel<br>chromosome:OryCun2.0:11:84957233:84957341:1<br>gene:ENSOCUG000000025999 gene_biotype:snRNA<br>transcript_biotype:snRNA	ENSOCUT00000002<br>8729	2.18
ENSOCUG00000001<br>3533	ensembl:known_by_projection<br>scaffold:OryCun2.0:GL019133:69902:74082:-1<br>gene:ENSOCUG000000013533 gene_biotype:protein_coding<br>transcript_biotype:protein_coding	ENSOCUT00000001<br>3531	2.18
LOC100351163	HLA class II histocompatibility antigen, DQ beta 1 chain	XM_008262757	2.17
SLC7A3	solute carrier family 7 (cationic amino acid transporter, y+ system), member 3	XM_008272757	-2.17
PPBP	pro-platelet basic protein (chemokine (C-X-C motif) ligand 7)	XM_008267883	2.16

CLEC7A	C-type lectin domain family 7, member A	XM_002712883	2.15
CYP2B4	cytochrome P450, family 2, subfamily b, polypeptide 4	ENSOCUT00000023979	-2.15
LOC100357801	interferon-induced very large GTPase 1-like	XM_002708773	2.14
SLC12A1	solute carrier family 12 (sodium/potassium/chloride transporter), member 1	NM_001170971	2.14
LOC100348219	solute carrier family 7 member 13-like	XM_002710566	2.14
ACMSD	aminocarboxymuconate semialdehyde decarboxylase	XM_008258506	2.14
AZGP1	alpha-2-glycoprotein 1, zinc-binding	XM_002721874	2.12
PLA2G7	phospholipase A2, group VII (platelet-activating factor acetylhydrolase, plasma)	XM_008263011	2.11
PTPRC	protein tyrosine phosphatase, receptor type, C	XM_008268693	2.11
CCNB2	cyclin B2	XM_002718205	2.11
CD74	CD74 molecule, major histocompatibility complex, class II invariant chain	XM_008255262	2.11
LOC100352971	aldo-keto reductase family 1 member C1 homolog	XM_008248597	2.11
LOC100353656	uncharacterized LOC100353656	XM_008253672	2.11
CTHRC1	collagen triple helix repeat containing 1	XM_002710591	2.09
PANX2	lipophilin AL	NM_001082092	-2.09
EVI2B	ecotropic viral integration site 2B	XM_002718938	2.08
MKI67	marker of proliferation Ki-67	XM_008274847	2.08
CXCL10	chemokine (C-X-C motif) ligand 10	XM_002717106	2.07
ENSOCUG00000019045	ncrna:novel<br>chromosome:OryCun2.0:12:123077079:123077210:1<br>gene:ENSOCUG00000019045 gene_biotype:snoRNA<br>transcript_biotype:snoRNA	ENSOCUT00000019045	-2.06
LGI1	leucine-rich, glioma inactivated 1	XM_002718517	-2.06
ENSOCUG00000020448	ncrna:novel<br>chromosome:OryCun2.0:2:32523488:32523588:-1<br>gene:ENSOCUG00000020448 gene_biotype:snRNA<br>transcript_biotype:snRNA	ENSOCUT00000020448	-2.06
ACSM3	acyl-CoA synthetase medium-chain family member 3	XM_002711809	2.06
STC1	stanniocalcin 1	XM_002709464	-2.05
TFEC	transcription factor EC	XM_002712010	2.05
BPGM	2,3-bisphosphoglycerate mutase	NM_001082269	2.04
LRP2	low density lipoprotein receptor-related protein 2	XM_008258707	2.04
SLC5A12	solute carrier family 5 (sodium/monocarboxylate cotransporter), member 12	XM_002709020	2.03
LOC100348998	UPF0762 protein C6orf58-like	XM_002714720	-2.03
SPRR3	small proline-rich protein 3	XM_002715530	-2.03
ENSOCUG00000028250	ncrna:novel<br>chromosome:OryCun2.0:3:28831007:28831116:-1<br>gene:ENSOCUG00000028250 gene_biotype:rRNA<br>transcript_biotype:rRNA	ENSOCUT00000032245	-2.03
LCN2	lipocalin 2	XM_002722973	-2.03
ENSOCUG00000022278	ensembl:known<br>scaffold:OryCun2.0:AAGW02080074:40327:40629:1<br>gene:ENSOCUG00000022278 gene_biotype:protein_coding<br>transcript_biotype:protein_coding	ENSOCUT00000030189	2.03
LOC100339545	olfactory receptor 2G6-like	XM_008253543	-2.03
LOC100345057	zymogen granule membrane protein 16-like	XM_002724277	2.03
LRRC19	leucine rich repeat containing 19	XM_002708045	2.02

ENSOCUG00000027540	ncrna:novel<br>chromosome:OryCun2.0:3:81502617:81502733:-1<br>gene:ENSOCUG00000027540 gene_biotype:snRNA<br>transcript_biotype:snRNA	ENSOCUT00000031141	2.02
ENSOCUG00000023169	ensembl:known<br>scaffold:OryCun2.0:GL019400:39024:39463:-1<br>gene:ENSOCUG00000023169 gene_biotype:protein_coding<br>transcript_biotype:protein_coding	ENSOCUT00000023469	2.02
LOC100357038	UDP-glucuronosyltransferase 2B31-like	XM_002724185	2.02
LOC100340280	putative P2Y purinoceptor 10	XM_008272964	2.02
TMEM27	transmembrane protein 27	XM_002719875	2.02
ENSOCUG00000021365	ensembl:known<br>chromosome:OryCun2.0:10:21525526:21525991:-1<br>gene:ENSOCUG00000021365 gene_biotype:protein_coding<br>transcript_biotype:protein_coding	ENSOCUT00000022628	2.01
SLC17A1	solute carrier family 17 (organic anion transporter), member 1	NM_001082307	2.01
ENSOCUG00000024554	ncrna:novel<br>chromosome:OryCun2.0:17:13378531:13378693:-1<br>gene:ENSOCUG00000024554 gene_biotype:snRNA<br>transcript_biotype:snRNA	ENSOCUT00000026401	2.01
NR1D1	nuclear receptor subfamily 1, group D, member 1	XM_002719349	-2.01
ENSOCUG00000023388	ncrna:novel<br>scaffold:OryCun2.0:GL018717:1518910:1519100:1<br>gene:ENSOCUG00000023388 gene_biotype:snRNA<br>transcript_biotype:snRNA	ENSOCUT00000024628	2.01
ENSOCUG00000027378	ensembl:known_by_projection<br>scaffold:OryCun2.0:GL018878:166737:168016:1<br>gene:ENSOCUG00000027378 gene_biotype:protein_coding<br>transcript_biotype:protein_coding	ENSOCUT00000025993	2.01
SLAMF6	SLAM family member 6	XM_008264216	2.00
FABP1	fatty acid binding protein 1, liver	XM_002709637	2.00
ENSOCUG00000021204	ncrna:novel chromosome:OryCun2.0:4:1948856:1948986:1<br>gene:ENSOCUG00000021204 gene_biotype:snoRNA<br>transcript_biotype:snoRNA	ENSOCUT00000021346	2.00
WIF1	WNT inhibitory factor 1	XM_008256742	-2.00
ENSOCUG00000019629	ncrna:novel<br>scaffold:OryCun2.0:GL018744:1656831:1656963:-1<br>gene:ENSOCUG00000019629 gene_biotype:snoRNA<br>transcript_biotype:snoRNA	ENSOCUT00000019629	2.00
ENSOCUG00000027549	ensembl:known scaffold:OryCun2.0:GL019873:1:11514:-1<br>gene:ENSOCUG00000027549 gene_biotype:protein_coding<br>transcript_biotype:protein_coding	ENSOCUT00000021541	-2.00

Rabbit Con A Model, samples collected in 18th day of the experiment.

Genes listed above were identify using Affymetrix GeneChip™ Rabbit Gene 1.0 ST Array (ThermoFisher Scientific) containing 496,321 probes to assess 23,364 transcripts, transcript variants and alternative splicing events. Each transcript was measured with a median of 22 probes. Of these 23,364 transcripts, 14,713 (63%) are fully annotated, with known homology to human genes (HomoGene NCBI database) while 8,651 (37%) are partially annotated without clear homology to human genes.

How the deposited data were processed for this re-analysis (not part of the article)

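Gene expression was measured in full-thickness conjunctiva of naive rabbits and of rabbits with ConA-induced DED on day 18, on 3 arrays of pooled RNA in each group. The authors made the deposited log2 values from the scanned arrays with the Robust Multi-chip Analysis algorithm in the Transcriptome Analysis Console, whose version is not given in the sources used here; this step corrects the background, normalizes the arrays by quantiles and summarises the probes of each transcript, so the arrays share nearly the same distribution and a change of all transcripts together could not be seen. The table holds 23364 probe sets rounded to 2 decimals. Nothing in the sources says that a pool of one group shares animals with another pool, and p-values measure the spread between pools.

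From these values, DED minus naive was fitted with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment over all 23364 probe sets and a threshold of 0.05. The prior degrees of freedom were 2.56. Gene symbols came from the platform annotation: 15795 probe sets had 1 symbol, 397 had several and 7172 were not listed and are unnamed here. By Entrez identifier 15550 of these were found in the RefSeq gene table of assembly mOryCun1.1, with 0 symbols that differ. A gene with more than 1 probe set (176 symbols) is represented by the probe set with the highest mean. Names used by the paper were matched through the accessions of its supplementary tables, RefSeq synonyms or, for renamed genes and rabbit names, by hand. Other calculations used Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures matplotlib 3.10.9.

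Genes are named by a rule set before the data were examined: the 10 highest and 10 lowest log2 fold changes among single-symbol probe sets past the threshold without overlap of the groups, the genes the paper names where the text concerns them, and in each gene list up to 4 members past the threshold with the largest changes, or the largest where none passed. The values in the tables of the paper had been seen when the rule was written, and the genes given beside counts of all probe sets (HRH4, ACOD1, ELAPOR1, COCH, KRT5, ALDH2, SAA3, DCT, CXCL6 and HTR1B) were taken from those the rule allows after their values here had been seen. The 49 gene lists were written at the same time, after the tables of the paper had been read, so the values of many members had been seen there. The highest and lowest probe sets of a first fit had been seen before the names of the paper were matched and before the tests of the closing section were written down. Sheet A of the S1 Dataset was held only in its first 688 of 1299 lines, so a gene described as outside the held part can stand in the rest. Each list was tested with camera of limma at an inter-gene correlation of 0.01, and again with an estimated correlation, with adjustment over the lists. Another list test, fry of limma, was also run. Past an adjusted p under 0.05 by fry but not by camera were goblet cell (0.00139), adipocyte (8.97e-04), vascular endothelium (0.00131), skeletal muscle (0.00842) and conjunctival epithelium (0.00842). So were keratinization (0.0245), Notch, metalloproteinase, aquaporin and ribosomal protein lists. Cytokine, cell junction, podocyte, liver, small intestine, lymphatic, nerve and olfactory receptor lists passed neither.

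Human values of Tables S1.B, S1.C and S1.D were correlated with the signed fold changes, with 100000 permutations of the pairs, or all of them below 10 genes. The statistics were tested on simulated data: with the means and spread of the real arrays and 200 of 23364 probe sets changed, 34.6% of changes of log2 0.5 and 80.6% of changes of log2 1 were recovered in 5 runs, with 7.4 false calls on average. With the replicate number as a block, which leaves 2 degrees of freedom, 0% and 18% were recovered. These tests on simulated data were written after a first fit of the real values.

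The alternatives were an intensity trend and a robust fit in eBayes, the methods' one-way analysis of variance, leaving out the 30% dimmest probe sets, quantile normalization once more, median centring, array weights, the replicate number as a block, leaving out each array, probe sets with 1 symbol only, the mean of all probe sets of a symbol, and for the human values log2 scale, ranks and subsets of genes. RT-PCR values were not analysed here. Genes with no single-symbol probe set have no value.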

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

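The tests of a single DED array and of a lower share of epithelium and of goblet cells were chosen after the values had been seen. Kidney, erythroid and clock genes are not discussed as groups in the text and the part of the supplement held here, which describe solute carriers and list melanin synthesis among the functions of a cluster of downregulated genes.

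Genes of the kidney proximal tubule were higher in DED: 26 of 35 measured members, with none lower (28 higher and 0 lower when adjusted over the list alone; adjusted p = 5.17e-26 by camera, and adjusted p = 0.00706 with an estimated correlation), and 7 of 30 members of the distal nephron list, with none lower (8 higher and 2 lower when adjusted over the list alone; adjusted p = 6.86e-04 by camera, and adjusted p = 0.0396 with an estimated correlation). However, 25 and 6 of these members stand in the held part of the tables of changed genes of the study, so the counts are not independent; of the 34 members outside that part 3 were higher and 0 lower, a set that leaves out genes already called, depends on a table held in part and cannot decide whether kidney RNA entered the samples. UMOD, an abundant transcript of the thick ascending limb, was at 10.70 ± 0.02 in naive and 11.56 ± 0.02 in DED conjunctiva (SD, n = 3), whereas of 12 kidney podocyte genes 1 was higher and 0 lower, with a median log2 fold change of -0.033 (1 higher and 0 lower when adjusted over the list alone; adjusted p = 0.712 by camera, and adjusted p = 0.8 with an estimated correlation), and among kidney podocyte genes, the number higher was 0 without naive replicate 1 or 3, or DED replicate 1, 2 or 3. To look for a shift of all tissue-restricted probe sets, liver and small intestine members were used, whose median log2 fold change was 0.010 (bootstrap interval -0.097 to 0.047). The median was 0.480 for the proximal tubule and distal nephron lists, and 0.092 for their members outside that part. The liver and small intestine lists are dimmer: without the 30% dimmest probe sets they keep 15 and 6 members, and the 2 tubule lists 34 and 24. Their median therefore cannot decide on a shift at the brightness of the tubule genes. The liver and small intestine members that remain did not rise as lists (camera, direction down, adjusted p = 0.776 and 0.647). A single DED array as the cause is argued against by the mean over all members of the 2 tubule lists, which stayed at 0.453 or more without any 1 DED array against 0.454 with all. RNA of another tissue and expression of these transporters in the conjunctiva in DED may each account for the pattern and cannot be told apart with these arrays.

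Erythroid genes were higher in 5 of 17 measured members and lower in 1 (5 higher and 2 lower when adjusted over the list alone; adjusted p = 0.0026 by camera, and adjusted p = 0.0707 with an estimated correlation), among them HBB2, ALAS2, BPGM at log2 1.06 (adjusted p = 8.11e-04) and CA1 at 1.43 (adjusted p = 0.00193). More blood or red cell precursors in the DED samples could account for this, but the 5 members that rose all stand in the held part of the tables of the study, and among the 12 outside them 0 were higher and 1 was lower. The bound written for this test is met by that count, but it was ill chosen, because members that had already been called are missing from the set it runs on, so it decides nothing. Apart from that test, no explanation, biological or technical, was tested. Among erythroid genes, the number lower was 0 without naive replicate 1 or 2, or DED replicate 1, 2 or 3.

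Lacrimal gland secretory genes had a median log2 fold change of -0.22, with members in both directions. A lower share of the conjunctival epithelium as a whole would lower its genes together. For the members that fell, at log2 fold changes of -0.603 or lower, the 24 epithelial and junction genes argue against it as the whole cause. Their median was -0.002 (SD 0.278). These genes do not single out secretory cells, so they cannot decide on a lower share of secretory epithelium. A lower share of goblet cells remains open, since the median of 14 goblet cell genes was -0.110 with an SD of 0.637. Less lacrimal tissue in the DED samples was not tested.

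Melanocyte genes were lower in 4 of 14 measured members and higher in 1 (1 higher and 6 lower when adjusted over the list alone; adjusted p = 0.0103 by camera, and adjusted p = 0.093 with an estimated correlation), with TYRP1 at -1.42 (adjusted p = 0.00104). Among melanocyte genes, the number higher was 0 without DED replicate 1. Circadian clock genes were lower in 5 of 13 and higher in 1 (1 higher and 7 lower when adjusted over the list alone; adjusted p = 0.00251 by camera, and adjusted p = 0.0943 with an estimated correlation), with NR1D1 at -1.00 (adjusted p = 3.36e-04) and CRY1 at 0.42 (adjusted p = 0.011). Among circadian clock genes, the number higher was 0 without DED replicate 1, and the number lower was 3 with any 1 array left out. CRY1 did not pass the test without DED replicate 1 (limma, adjusted p = 0.0525).

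The 10 splits of the 6 arrays into 3 and 3 are too few for a share under 0.05. The real split gave 1659 probe sets past an adjusted p under 0.05 and the highest of the others 0, and 5122 past p under 0.05 against 1044; 1 split of the 10, the real one, reached the real count in each case.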

How the results depend on the processing

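No alternative was added after the values were seen. Of 249 named genes past the threshold, 173 stayed past it in their direction under every alternative run, and 0 changed sign. Deviations from the group means correlated between same-numbered pools at r = -0.015, 0.024 and -0.057. These values show no pairing by number, but with 3 arrays in each group they cannot exclude one. With the replicate block the count of probe sets was 689, a fit that leaves 2 degrees of freedom. Counts below are members of a list past an adjusted p under 0.05, higher or lower in DED, that moved by over 1.5 times, and the cause of these moves was not tested. With eBayes with an intensity trend: all probe sets 3029, higher in DED at adjusted p under 0.05 1697, lower in DED at adjusted p under 0.05 1332, B cell and plasma cell lower 1, cytotoxic and NK cell higher 2, chemokines lower 4, keratinization higher 4, conjunctival epithelium lower 3, erythroid lower 2, kidney distal nephron and collecting duct lower 1, acute phase lower 2, skeletal muscle lower 3, fibroblast and matrix lower 4, lymphatic endothelium higher 2, nerve and Schwann cell higher 1, nerve and Schwann cell lower 2, Notch signaling lower 4, apoptosis higher 8, immediate early higher 4, immediate early lower 1, ribosomal proteins higher 8, ribosomal proteins lower 12. Under the replicate block: all probe sets 689, higher in DED at adjusted p under 0.05 490, lower in DED at adjusted p under 0.05 199, p under 0.001 and fold change over 1.25 572, neutrophil lower 0, T cell higher 3, chemokines lower 1, cytokines higher 1, cytokines lower 0, DNA replication higher 0, lacrimal gland secretory higher 0, goblet cell higher 1, goblet cell lower 2, conjunctival epithelium higher 1, conjunctival epithelium lower 0, cell junctions higher 0, cell junctions lower 1, melanocyte higher 0, erythroid lower 0, kidney podocyte higher 0, liver higher 1, skeletal muscle higher 0, skeletal muscle lower 0, adipocyte higher 0, adipocyte lower 1, fibroblast and matrix higher 4, fibroblast and matrix lower 0, lymphatic endothelium higher 0, lymphatic endothelium lower 1, nerve and Schwann cell lower 0, Wnt signaling lower 2, apoptosis higher 1, apoptosis lower 0, oxidative stress higher 3, circadian clock higher 0, circadian clock lower 2, immediate early higher 1, complement higher 5, beta-defensins and antimicrobial higher 5, ribosomal proteins higher 1, ribosomal proteins lower 1, olfactory receptors by symbol higher 1, olfactory receptor transcripts, adjusted p under 0.05 1. Without the 30% dimmest probe sets: lower in DED at adjusted p under 0.05 1092, T cell higher 3, B cell and plasma cell lower 1, cytotoxic and NK cell higher 2, keratinization higher 4, conjunctival epithelium lower 2, erythroid higher 3, erythroid lower 2, kidney distal nephron and collecting duct lower 1, kidney podocyte higher 0, acute phase lower 2, skeletal muscle lower 3, nerve and Schwann cell higher 1, nerve and Schwann cell lower 2, immediate early lower 1, ribosomal proteins lower 5. Only probe sets with 1 gene symbol: p under 0.05 and fold change over 1.5, higher 325, p under 0.05 and fold change over 1.5, lower 138, B cell and plasma cell lower 1, acute phase lower 2, skeletal muscle lower 3, immediate early lower 1, olfactory receptors by symbol higher 1, olfactory receptor transcripts, adjusted p under 0.05 1. With the methods' one-way ANOVA: p under 0.001 and fold change over 1.25 627, T cell higher 3, B cell and plasma cell lower 1, cytotoxic and NK cell higher 0, cytotoxic and NK cell lower 1, cytokines higher 1, goblet cell higher 1, erythroid lower 0, kidney podocyte higher 0, liver higher 1, acute phase lower 2, skeletal muscle higher 0, skeletal muscle lower 0, adipocyte higher 0, fibroblast and matrix lower 4, nerve and Schwann cell higher 1, nerve and Schwann cell lower 0, immediate early higher 1, immune genes of Fig 5B higher 7, ribosomal proteins lower 6. Absolute log2 fold change of at least 1: all probe sets 159. With quantile normalization once more: B cell and plasma cell lower 1, conjunctival epithelium lower 2, acute phase lower 2, ribosomal proteins lower 6. With eBayes with robust=TRUE: immediate early higher 1. With median centring: immediate early higher 1. With Spearman rank correlation: r of Table S1.B 0.484. Genes higher in humans only: r of Table S1.B -0.103, r of Table S1.D 0.159. With log2 fold changes: r of Table S1.C 0.727. Leaving out each array in turn gave ranges of all probe sets 822 to 1028, higher in DED at adjusted p under 0.05 558 to 684, lower in DED at adjusted p under 0.05 264 to 344, p under 0.001 and fold change over 1.25 632 to 713, T cell higher 2 to 4, cytotoxic and NK cell higher 0, cytokines higher 1 to 2, cytokines lower 0, pattern recognition higher 5 to 8, DNA replication higher 3 to 4, lacrimal gland secretory higher 1, goblet cell higher 1 to 2, goblet cell lower 2 to 3, conjunctival epithelium lower 0 to 1, conjunctival epithelium higher 1 to 3, cell junctions higher 1 to 2, cell junctions lower 1 to 2, melanocyte higher 0 to 1, erythroid lower 0 to 1, kidney podocyte higher 0 to 1, liver higher 0 to 2, skeletal muscle higher 0, skeletal muscle lower 0, adipocyte higher 0, adipocyte lower 2 to 4, fibroblast and matrix lower 1, fibroblast and matrix higher 4 to 5, lymphatic endothelium higher 0 to 1, nerve and Schwann cell lower 0 to 1, Wnt signaling higher 0 to 1, Wnt signaling lower 2 to 5, apoptosis higher 2 to 3, apoptosis lower 0 to 1, oxidative stress higher 3 to 6, circadian clock lower 3, circadian clock higher 0 to 1, immediate early higher 1, complement higher 5 to 8, immune genes of Fig 5B higher 7 to 9, ribosomal proteins higher 2 to 3, olfactory receptors by symbol lower 0 to 1, olfactory receptor transcripts, adjusted p under 0.05 0 to 1. The signal over background of the arrays is not in the table used, so dim probe sets are limited by an unknown floor.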

Differences from the paper's values

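Values of the paper are marked as its own, and alternatives are those set before the data were examined. Of 218 gene fold changes compared, 44 differed from the paper's by over 10%. A fold change is listed below where its sign differs or the gap is wider than the SD between arrays, so small gaps of genes with little spread are listed and wider gaps of genes with more spread are not, and a gap is said to close where the signs are the same and it is within that SD.

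For the fold change of NOX1, the paper gives 2.3 and the value here is 2.46, within the paper's under 2 of the 15 alternatives (without naive replicate 2, without DED replicate 1). The paper's value for the fold change of SLC36A2 is 1.89, against 1.68 here, and these come together under 3 of the 15 alternatives (arrayWeights, without naive replicate 1, without DED replicate 2). Here the fold change of SCGB1D1 is -4.69, where Table 2 of the paper has 1.68, a difference that closes under none of the 14 alternatives. A value of 2.71 was found for the fold change of ABCA6 and the paper reports -2.77, which is met under none of the 15 alternatives. Against -1.58 in the paper, the fold change of FBXO32 came out at -1.37, and the gap closes under 1 of the 15 alternatives (without naive replicate 2). With -3.55 here and -3.47 in the paper, the fold change of LOC100341513 differs, and the values meet under 2 of the 15 alternatives (without naive replicate 2, without DED replicate 3). For the fold change of LOC100349428, the paper gives -3.26 and the value here is -1.21, within the paper's under none of the 15 alternatives. The paper's value for the fold change of TMEM126B is 2.25, against 1.59 here, and these come together under 2 of the 14 alternatives (without naive replicate 3, without DED replicate 2). Here the fold change of LOC100357464 is -1.91, where the paper has -2.25, a difference that closes under 2 of the 14 alternatives (without naive replicate 3, without DED replicate 3). A value of 1.94 was found for the fold change of LOC100357801 and the paper reports 2.22, which is met under 2 of the 15 alternatives (without naive replicate 1, without DED replicate 1). Against 1.94 in the paper, the fold change of LY96 came out at 1.9, and the gap closes under 3 of the 15 alternatives (quantile normalization once more, without naive replicate 3, without DED replicate 2). With 1.17 here and -1.26 in the paper, the fold change of GNGT1 differs, and the values meet under none of the 14 alternatives. For the fold change of HMGB2, the paper gives -1.44 and the value here is 1.42, within the paper's under none of the 15 alternatives. The paper's value for the fold change of LYZ is -1.30, against 1.21 here, and these come together under none of the 15 alternatives. Here the fold change of S100A11 is -1.12, where the paper has 1.43, a difference that closes under none of the 15 alternatives. A value of -1.01 was found for the fold change of ENO1 and the paper reports 1.21, which is met under none of the 15 alternatives. Against 1.26 in the paper, the fold change of CCL20 came out at -1.56, and the gap closes under none of the 14 alternatives. With -1.26 here and 1.27 in the paper, the fold change of CX3CL1 differs, and the values meet under none of the 15 alternatives. For the fold change of SLC35A1, the paper gives -1.49 and the value here is 1.39, within the paper's under none of the 15 alternatives. The paper's value for the fold change of TPST2 is -1.31, against 1.25 here, and these come together under none of the 15 alternatives. Here the fold change of LOC100343942 is -1.27, where the paper has -1.73, a difference that closes under 2 of the 15 alternatives (without naive replicate 2, without DED replicate 1). A value of -1.44 was found for the fold change of LOC100356089 and the paper reports -1.72, which is met under 2 of the 14 alternatives (without naive replicate 3, without DED replicate 1). Against 1.68 in the paper, the fold change of LOC100337866 came out at 1.3, and the gap closes under 2 of the 14 alternatives (without naive replicate 2, without DED replicate 3). With 1.27 here and 1.6 in the paper, the fold change of LOC100355681 differs, and the values meet under 4 of the 14 alternatives (quantile normalization once more, arrayWeights, without naive replicate 1, without DED replicate 2). For the fold change of LOC100354154, the paper gives -1.56 and the value here is 1.03, within the paper's under 2 of the 14 alternatives (without naive replicate 3, without DED replicate 3). The paper's value for the fold change of LOC103352009 is 1.56, against 1.23 here, and these come together under 2 of the 14 alternatives (without naive replicate 1, without DED replicate 1). Here the fold change of LOC100345611 is -1.21, where the paper has -1.53, a difference that closes under 2 of the 14 alternatives (without naive replicate 3, without DED replicate 2). A value of -1.18 was found for the fold change of LOC100355521 and the paper reports -1.48, which is met under 2 of the 14 alternatives (without naive replicate 2, without DED replicate 1). Against 1.45 in the paper, the fold change of LOC100346601 came out at 1.1, and the gap closes under 2 of the 14 alternatives (without naive replicate 1, without DED replicate 3). With -1.05 here and 1.44 in the paper, the fold change of LOC100357002 differs, and the values meet under 2 of the 14 alternatives (without naive replicate 1, without DED replicate 1). For the correlation with human values, genes of Sjogren syndrome, the paper gives 0.756 and the value here is 0.581, within the paper's under none of the 11 alternatives. The paper's value for the correlation with human values, biomarker proteins is 0.662, against 0.593 here, and these come together under none of the 10 alternatives. Here the correlation with human values, genes of DED without Sjogren syndrome is 0.533, where the paper has 0.545, a difference that closes under none of the 11 alternatives.

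The value given for LOC100349428 is that of the probe set with the symbol COX20, paired with it through an accession in the supplement of the paper, and whether both names stand for 1 gene is not known. LOC100357801 is listed 2 times in Table S1.F, the second time with a lower value, and has 3 probe sets here, with log2 fold changes of 0.957 to 1.103; the value above is from the probe set at 0.957, so the gap may come from the choice of probe set. HMGB2 and SLC35A1 are listed as higher in DED in the S1 Dataset of the paper and as lower in Tables S1.B and S1.D, and they are higher here. With the rabbit values the paper prints for the genes measured here, r is 0.761 for Table S1.B, 0.658 for Table S1.C and 0.728 for Table S1.D, and over all genes of each table r of its own printed values is 0.756 for Table S1.B, 0.602 for Table S1.C and 0.736 for Table S1.D. ABCA6 is listed as lower in Table 2 and as higher in Tables S1.A and S1.F. SCGB1D1 is listed as higher in Table 2 and as lower in Tables S1.A and S1.F, and it is lower here. Its value in Table 2 equals that of SLC15A2 in Table S1.A. Among interferon-regulated genes that the paper describes as changed, CXCL9 at 0.34 (adjusted p = 0.252), IFI35 at -0.07 (adjusted p = 0.491), IRF7 at 0.19 (adjusted p = 0.288), IFRD1 at -0.12 (adjusted p = 0.527) passed the test under no alternative. IFIT2 was at 0.26 (adjusted p = 0.0663) and passed the test with an intensity trend in eBayes (adjusted p = 0.0165), without the 30% dimmest probe sets (adjusted p = 0.0266), with only probe sets with 1 gene symbol (adjusted p = 0.0451). IFI44 was at 0.34 (adjusted p = 0.0982) and passed the test with an intensity trend in eBayes (adjusted p = 0.0476), without the 30% dimmest probe sets (adjusted p = 0.0465). The paper also describes CASP10, the costimulatory CD40, CD80 and CD86, and S100A11 as higher. CD86 was higher here, at 0.46 (adjusted p = 0.0491 from limma), but did not pass the test with any 1 array left out. CD80 at 0.19 (adjusted p = 0.197) passed the test under no alternative. The paper takes p under 0.05 as significant, without stating an adjustment for its microarray values. At an unadjusted p under 0.05 from limma, CD80 (0.0381), CD40 (0.00877), CASP10 (0.0037), IFIT2 (0.0056) and IFI44 (0.0112) were higher here. CXCL9 (0.0608), IFI35 (0.221), IRF7 (0.0779) and IFRD1 (0.252) did not pass it. The paper also measured CD40 and CD86 by RT-PCR, which was not analysed here. CASP10 was at 0.44 (adjusted p = 0.0511) and passed the test with an intensity trend in eBayes (adjusted p = 0.00777), without the 30% dimmest probe sets (adjusted p = 0.0203), with quantile normalization once more (adjusted p = 0.0461), with array weights (adjusted p = 0.0444), without DED replicate 2 (adjusted p = 0.0335), with only probe sets with 1 gene symbol (adjusted p = 0.0351). CD40 was at 0.25 (adjusted p = 0.0863) and passed the test without the 30% dimmest probe sets (adjusted p = 0.0377). S100A11 was at -0.17 (adjusted p = 0.14) and passed the test, as lower, with an intensity trend in eBayes (adjusted p = 0.00239). At a fold change over 1.5 the paper describes its changed genes as split about evenly between up and down, where 69.4% were higher here, and 50.1% without a threshold on the fold change. The paper finds few genes of Table S1.D against the human direction, and 21 of the 29 measured ones had the human sign here. For olfactory transcripts the paper describes changes in both directions at a fold change over 1.4 and p under 0.0001, where of the matched transcripts of Table S1.E 1 was lower and 0 were higher here, and 9 were lower and 2 higher at that fold change and p under 0.05. Table S1.E itself is headed with p under 0.001, a bound that OLFR622 also met here, as lower (limma, unadjusted p = 4.76e-04).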

Other observations

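No test in this part was chosen after its result was seen. Of 20 DNA replication genes, 5 were higher and 0 lower (7 higher and 0 lower when adjusted over the list alone; adjusted p = 1.04e-04 by camera, and adjusted p = 0.0361 with an estimated correlation), with PCNA at 0.45 (adjusted p = 0.00639) and MCM4 at 0.42 (adjusted p = 0.00753) from limma. Among DNA replication genes, the number higher was 3 without naive replicate 2, or DED replicate 1, 2 or 3. Of 21 fibroblast and matrix genes, 7 were higher and 2 lower (9 higher and 3 lower when adjusted over the list alone; adjusted p = 0.0201 by camera, and adjusted p = 0.1 with an estimated correlation), with tenascin TNC at 0.85 (adjusted p = 0.00171) and CTHRC1 at 1.02 (adjusted p = 0.0105). Among fibroblast and matrix genes, the number higher was 4 without naive replicate 2 or 3, or DED replicate 1, 2 or 3, and the number lower was 1 with any 1 array left out. Of 13 acute phase genes, 6 were higher and 1 lower (6 higher and 2 lower when adjusted over the list alone; adjusted p = 1.82e-04 by camera, and adjusted p = 0.0389 with an estimated correlation), with C3 at 0.63 (adjusted p = 0.0015) and LCN2 at -1.18 (adjusted p = 0.00646). From the liver list, the fibrinogen chain FGB was at 0.76 (adjusted p = 0.0135) and transferrin, TF, at -0.65 (adjusted p = 0.00125). Of 12 antimicrobial genes, 8 were higher and 2 lower (8 higher and 2 lower when adjusted over the list alone; adjusted p = 6.16e-06 by camera, and adjusted p = 0.115 with an estimated correlation). Of 7 membrane mucin genes, 3 were higher and 0 lower (3 higher and 0 lower when adjusted over the list alone; adjusted p = 0.0257 by camera, and adjusted p = 0.212 with an estimated correlation), with MUC4 at 0.48 (adjusted p = 0.00409) and MUC21 at 0.48 (adjusted p = 0.0069). FGB did not pass the test without naive replicate 2 or DED replicate 3 (limma, adjusted p = 0.052 to 0.0539).

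Among genes of the epithelium, of 14 goblet cell genes, 2 were higher and 5 lower (3 higher and 6 lower when adjusted over the list alone; adjusted p = 0.112 by camera, and adjusted p = 0.206 with an estimated correlation), with MUC5AC, the gel-forming mucin, at -0.24 (adjusted p = 0.0477), KRT18 at -1.26 (adjusted p = 0.00123) and FCGBP at 0.68 (adjusted p = 0.00188). Among goblet cell genes, the number higher was 1 without naive replicate 1 or 2, or DED replicate 1, 2 or 3, and the number lower was 2 to 3 with any 1 array left out. Of 16 keratinization genes, 2 were higher and 3 lower (4 higher and 5 lower when adjusted over the list alone; adjusted p = 0.543 by camera, and adjusted p = 0.547 with an estimated correlation), with SPRR3 at -1.04 (adjusted p = 0.00146). Of 9 conjunctival epithelial genes, 3 were higher and 1 lower (3 higher and 2 lower when adjusted over the list alone; adjusted p = 0.365 by camera, and adjusted p = 0.421 with an estimated correlation), with KRT4 at 0.43 (adjusted p = 0.0145). Among conjunctival epithelial genes, the number higher was 1 without DED replicate 1 or 2, and the number lower was 0 without naive replicate 1 or 3, or DED replicate 1, 2 or 3. Of 15 cell junction genes, 2 were higher and 2 lower (3 higher and 3 lower when adjusted over the list alone; adjusted p = 0.939 by camera, and adjusted p = 0.939 with an estimated correlation), with CLDN1 at 0.39 (adjusted p = 0.00923) and PKP2 at -0.62 (adjusted p = 0.00298). Among cell junction genes, the number higher was 1 without naive replicate 1 or 2, or DED replicate 1, 2 or 3, and the number lower was 1 without naive replicate 1 or 2, or DED replicate 1, 2 or 3. MUC5AC did not pass the test without any 1 of the 6 arrays (limma, adjusted p = 0.0941 to 0.141); KRT4 did not pass the test without naive replicate 1 or 2, or DED replicate 1 or 2 (limma, adjusted p = 0.0576 to 0.062).

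For 27 liver genes, 2 were higher and 1 lower (2 higher and 1 lower when adjusted over the list alone; adjusted p = 0.722 by camera, and adjusted p = 0.796 with an estimated correlation), with apolipoprotein B, APOB, at 0.36 (adjusted p = 0.0147). Among liver genes, the number higher was 0 without naive replicate 2 or DED replicate 3 and 1 without naive replicate 1 or DED replicate 1. Of 14 small intestine genes, 0 were higher and 0 lower (0 higher and 0 lower when adjusted over the list alone; adjusted p = 0.579 by camera, and adjusted p = 0.583 with an estimated correlation), the largest being RBP2 at -0.30 (adjusted p = 0.3). Of 14 skeletal muscle genes, 1 was higher and 1 lower (1 higher and 4 lower when adjusted over the list alone; adjusted p = 0.167 by camera, and adjusted p = 0.238 with an estimated correlation), with MYBPC1 at -0.39 (adjusted p = 0.0428). Among skeletal muscle genes, the number higher was 0 with any 1 array left out, and the number lower was 0 with any 1 array left out. Of 10 adipocyte genes, 1 was higher and 4 lower (1 higher and 4 lower when adjusted over the list alone; adjusted p = 0.105 by camera, and adjusted p = 0.206 with an estimated correlation), with FABP4 at -0.81 (adjusted p = 0.00651) and LPL at -0.76 (adjusted p = 0.00199). Among adipocyte genes, the number higher was 0 with any 1 array left out, and the number lower was 2 without naive replicate 1 or 2. Of 13 vascular endothelial genes, 2 were higher and 0 lower (2 higher and 0 lower when adjusted over the list alone; adjusted p = 0.127 by camera, and adjusted p = 0.212 with an estimated correlation), with VWF at 0.87 (adjusted p = 5.96e-04) and PECAM1 at 0.78 (adjusted p = 0.00386). Of 8 lymphatic endothelial genes, 1 was higher and 2 lower (3 higher and 2 lower when adjusted over the list alone; adjusted p = 0.696 by camera, and adjusted p = 0.781 with an estimated correlation), with LYVE1 at -0.44 (adjusted p = 0.0102), and its median of 0.10 and mean of -0.03 differ in sign. Among lymphatic endothelial genes, the number higher was 0 without naive replicate 2, or DED replicate 1 or 3. Of 13 nerve and Schwann cell genes, 0 were higher and 1 lower (1 higher and 2 lower when adjusted over the list alone; adjusted p = 0.722 by camera, and adjusted p = 0.781 with an estimated correlation), with NEFL at -0.67 (adjusted p = 0.0411). Among nerve and Schwann cell genes, the number lower was 0 without naive replicate 1 or 2, or DED replicate 1, 2 or 3. Of 12 immediate early genes, 2 were higher and 0 lower (4 higher and 1 lower when adjusted over the list alone; adjusted p = 0.0148 by camera, and adjusted p = 0.1 with an estimated correlation), with FOS at 0.53 (adjusted p = 0.00455) and ATF3 at 0.32 (adjusted p = 0.0489). Among immediate early genes, the number higher was 1 with any 1 array left out. For the olfactory receptor list, over its 78 members, the result was 0 higher and 0 lower when adjusted over the list alone (adjusted p = 0.722 by camera, and adjusted p = 0.8 with an estimated correlation). APOB did not pass the test without naive replicate 1 or 2, or DED replicate 1 or 3 (limma, adjusted p = 0.0577 to 0.0634); MYBPC1 did not pass the test without any 1 of the 6 arrays (limma, adjusted p = 0.079 to 0.118); NEFL did not pass the test without naive replicate 1 or 2, or DED replicate 1, 2 or 3 (limma, adjusted p = 0.0731 to 0.124); ATF3 did not pass the test without any 1 of the 6 arrays (limma, adjusted p = 0.0922 to 0.132).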
